# Toward a CRISPR-based mouse model of *Vhl*-deficient clear cell kidney cancer: Initial experience and lessons learned

**DOI:** 10.1073/pnas.2408549121

**Published:** 2024-10-04

**Authors:** Laura A. Stransky, Wenhua Gao, Laura S. Schmidt, Kevin Bi, Christopher J. Ricketts, Vijyendra Ramesh, Amy James, Simone Difilippantonio, Lilia Ileva, Joseph D. Kalen, Baktiar Karim, Albert Jeon, Tamara Morgan, Andrew C. Warner, Sevilay Turan, Joanne Unite, Bao Tran, Sulbha Choudhari, Yongmei Zhao, Douglas E. Linn, Changhong Yun, Sripriya Dhandapani, Vaishali Parab, Elaine M. Pinheiro, Nicole Morris, Lixia He, Sean M. Vigeant, Jean-Christophe Pignon, Maura Sticco-Ivins, Sabina Signoretti, Eliezer M. Van Allen, W. Marston Linehan, William G. Kaelin

**Keywords:** VHL, HIF2, ccRCC, PT2399, mouse models of ccRCC

## Abstract

CRISPR is revolutionizing the ability to do somatic gene editing in mice for the purpose of creating new cancer models. Inactivation of the *VHL* tumor suppressor gene is the signature initiating event in the most common form of kidney cancer, clear cell renal cell carcinoma (ccRCC). Such tumors are usually driven by the excessive HIF2 activity that arises when the *VHL* gene product, pVHL, is defective. Given the pressing need for a robust immunocompetent mouse model of human ccRCC, we directly injected adenovirus-associated viruses (AAVs) encoding sgRNAs against *VHL* and other known/suspected ccRCC tumor suppressor genes into the kidneys of C57BL/6 mice under conditions where Cas9 was under the control of one of two different kidney-specific promoters (*Cdh16* or *Pax*8) to induce kidney tumors. An AAV targeting *Vhl, Pbrm1, Keap1*, and *Tsc1* reproducibly caused macroscopic ccRCCs that partially resembled human ccRCC tumors with respect to transcriptome and cell of origin and responded to a ccRCC standard-of-care agent, axitinib. Unfortunately, these tumors, like those produced by earlier genetically engineered mouse ccRCCs, are HIF2 independent.

## Significance

Clear cell renal cell carcinoma (ccRCC) is the most common form of kidney cancer, which is one of the ten most common cancers in the developed world. Most ccRCCs are caused by inactivation of the *VHL* tumor suppressor gene and the resulting accumulation of the HIF2 transcription factor. However, there are currently no immunocompetent mouse models of *VHL^−/−^*, HIF2 dependent, ccRCC. Although we succeeded in generating *VHL−/−*ccRCCs in mice using somatic gene editing of *VHL* and other kidney cancer suppressor genes that strongly resemble human ccRCC tumors in some respects, these lesions were not HIF2 dependent. We describe herein potential explanations and paths forward.

In 2023, there were an estimated 81,800 new cases of renal cell carcinoma (RCC) and an estimated 14,890 deaths in the United States due to this disease, with twice as many cases in men as in women (1). Clear cell RCC (ccRCC) is the most common histologic subtype of RCC, accounting for ~75% of cases. Inactivation of the *von-Hippel Lindau* (*VHL)* tumor suppressor gene is the initiating or “truncal” event in nearly 90% of sporadic clear cell renal cell carcinomas and in all ccRCCs that develop in the setting of the hereditary cancer syndrome, von Hippel–Lindau (VHL) disease (2–6). pVHL is the substrate recognition component of an E3 ubiquitin ligase complex that targets the alpha subunits of the hypoxia-inducible factor (HIF) transcription factors for proteasomal degradation when oxygen is available (7). Deregulation of the HIF pathway, and particularly HIF2, causes the cellular proliferations observed after *VHL* inactivation in mice (8–10) and drives pVHL-defective tumor formation in mouse xenograft models of *VHL^−/−^* ccRCC (11–18).

Although *VHL* inactivation is a critical first step in ccRCC pathogenesis, it is not sufficient to cause ccRCC. ccRCCs harbor additional cooperating mutations, including intragenic mutations and nonfocal gains/losses of specific chromosomal regions (19, 20). Stereotypical among the copy number changes are loss of chromosome 3p, 9p, and 14q and gain of chromosome 5q. Human chromosome 3p harbors the *VHL* gene as well as the ccRCC suppressors *PBRM1*, *SETD2*, and *BAP1*, all three of which encode epigenetic regulators. *CDKN2A* is a likely target of chromosome 9p deletions in ccRCC (19). A number of putative ccRCC suppressors exist on chromosome 14q, including *HIF1A* (21) and *ARG*2 (22), and several putative ccRCC oncoproteins have been identified on chromosome 5q, including *SQSTM1* (23, 24). *SQSTM1* encodes p62, which is believed to activate multiple downstream effectors, including mTOR and NRF2 (25). Notably, a subset of ccRCCs have intragenic mutations that inactivate upstream inhibitors of mTOR, such as inactivation of *PTEN* or *TSC1* (or *TSC2*) (20). In addition, a small subset of ccRCCs harbor amplification of *NFEL2*, which encodes NRF2, or mutational inactivation of the NRF2 inhibitor *KEAP1*. Inactivation of KEAP1 also occurs in many ccRCCs due to promoter hypermethylation (26).

Although surgery is often curative when ccRCC is detected early at a localized stage, many patients relapse after surgery or have advanced-stage disease when diagnosed. Consequently, there is a need to develop effective systemic therapies. Agents that target the HIF-responsive gene product VEGF and its receptor, and agents that inhibit the mTOR pathway, are approved for ccRCC treatment (27). Not all ccRCC patients respond to these agents, however, and those that do will almost invariably progress. Immune checkpoint inhibitors that activate the adaptive immune system to target and kill cancer cells, such as antibodies against CTLA4, PD-1, or PD-L1, have been elevated to front-line therapy for treatment of metastatic RCC (28). Only a subset of ccRCC patients respond to immune checkpoint inhibitors, however, and they can produce significant autoimmune toxicities. A first-in-class HIF2 inhibitor, Belzutifan, was recently approved for the treatment of VHL disease-associated neoplasms, including ccRCC, and for the treatment of sporadic ccRCC (29, 30) (https://www. fda.gov/drugs/resources-information- approved- drugs/fda-approves-belzutifan-advanced-renal-cell-carcinoma). Virtually all of the ccRCCs in the setting of VHL disease arrested or shrank when treated with Belzutifan in the trial that led to its approval, suggesting that all *VHL*^−/−^ ccRCCs are initially HIF2-dependent (29). In contrast, many sporadic, advanced *VHL*^−/−^ ccRCCs treated with Belzutifan after the failure of standard-of-care agents are seemingly HIF2-independent, as are a subset of *VHL*^−/−^ ccRCC cell lines (15, 16, 31) (https://depmap.org/). This suggests that *VHL*^−/−^ ccRCCs can evolve toward HIF2-independence over time, perhaps aided by selection pressures imparted by kidney cancer therapies.

Preclinical models of ccRCC are critical research tools for testing potential therapeutic agents, especially models that recapitulate the tumor microenvironment in human RCC. Patient-derived and RCC cell line-derived xenograft models are the most frequently utilized preclinical systems in RCC research, but these models necessarily employ immunocompromised mice to avoid tumor rejection, thereby prohibiting their use in evaluating immune checkpoint inhibitors. A number of genetically engineered mouse models (GEMM) for *VHL^−/−^* ccRCC have been created in which the *VHL* gene, together with additional tumor suppressor genes, have been inactivated in the germline (32–42). An advantage of these models is that they are immunocompetent. On the other hand, these models have suffered from a number of shortcomings. Some are characterized by the occurrence of bilateral and multifocal tumors and cysts that compromise kidney function at an early age, which limits their utility as models for drug treatment. Others produce only small tumors with long latencies and low penetrance. Some of the published mouse models of *VHL^−/−^* cRCC have incorporated mutations that are rarely observed in human ccRCCs. Finally, the tumors produced in these models have invariably been HIF2 independent when tested.

CRISPR/Cas9-based gene editing has been used in mice to generate tumors by multiple simultaneous somatic gene editing of selected genes in the lung (43, 44), liver (45), brain (46), and kidney (42, 47). These models often utilized a mouse strain that conditionally expresses Cas9 upon Cre-mediated excision of a “Lox-Stop-Lox” cassette and virally delivered sgRNAs against the target genes of interest. We used this approach to create mouse models of *VHL^−/−^* ccRCC.

## Results and Discussion

We designed CRISPR sgRNAs against murine *Vhl, Pbrm1, Tsc1, Setd2, Keap1, Cdkn2a, Bap1*, and *Hif1a.* We individually expressed each sgRNA to be tested in murine 3T3 fibroblasts using a lentiviral vector that also expresses Cas9 and monitored gene targeting efficiency by immunoblotting for the protein product of the sgRNA target and/or a pharmacodynamic marker for that protein product.

Next, we created adenovirus-associated virus (AAV) vectors that incorporated a *Vhl* sgRNA and up to 3 additional sgRNAs against the known or suspected ccRCC suppressor genes listed above. We used two different AAV vectors, one of which expressed Cre recombinase under the kidney-specific *Cdh16*(KSP) promoter (“Ksp-Cre AAV”) and one of which did not (“Cre-less AAV”) (Fig. 1*A*). These AAVs were then used to infect murine 3T3-J2 cells that stably expressed Cas9. Gene editing was confirmed by sequencing the target genes and by immunoblotting as above (see, e.g., Fig. 1 *B* and *C*).

**Fig. 1.**
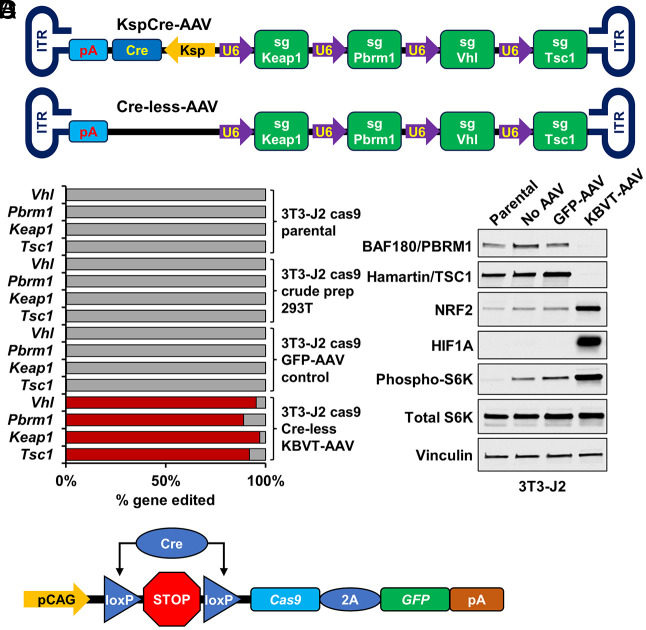
CRISPR/Cas9 gene editing strategy for generating a syngeneic *Vhl*-deficient ccRCC mouse model. (*A*) Schematic representation of Ksp-Cre AAV and Cre-less AAV vectors. (*B*) % gene editing of *Vhl, Pbrm1, Keap1*, and *Tsc1* in 3T3-J2 Cas9 parental cells, 3T3-J2 Cas9 crude prep, 3T3-J2 Cas9 cells with GFP-AAV (control), 3T3-J2 Cas9 cells with AAV carrying *Vhl, Pbrm1, Keap1*, and *Tsc1* sgRNAs. (*C*) Immunoblot of 3T3-J2 Cas9 cell preps shown in (*B*) indicating effective gene editing. (*D*) Lox-STOP-Lox-Cas9-GFP cassette in genetically modified Cas9/+ mice denoting Cre recombinase excision of loxP flanked STOP sequence.

For each sgRNA combination to be tested in vivo, we orthotopically injected the corresponding AAV into the kidneys of immunocompetent C57BL/6 mice. The Ksp-Cre AAVs were injected into a previously reported mouse strain [Gt(ROSA) 26Sor^tm1(CAG-cas9*,-EGFP)Fezh^; common name ROSA26-LSL-Cas9- EGFP knockin, hereafter LSL-Cas9/+ for simplicity] that expresses both Cas9 and GFP after Cre-mediated excision of a Lox-Stop-Lox cassette (43) (Fig. 1*D*). The Cre-less AAVs were injected into LSL-Cas9/+ mice that also transgenically expressed Cre recombinase under the control of the *Pax8* promoter (Pax8 Cre/+) allowing conditional expression of Cas9 in *Pax8* expressing cells (48). Pax8 is expressed in human renal epithelial cells in all segments of renal tubules from the proximal tubules to the renal papillae and in the parietal cells of Bowman’s capsule (49), and in proximal tubules, collecting ducts, inner and outer medulla, and renal papilla in the adult mouse kidney (50). Moreover, PAX8 cooperates with HIF2 to promote ccRCC (51).

We noticed that renal tumors only developed, as detected by serial MRIs, using AAVs that included a *Keap1* sgRNA (*SI Appendix*, Table S1) and that the most reliable combination of sgRNAs for producing renal tumors was *Keap1, Pbrm1, Vhl, and Tsc1.* We therefore chose to study this combination further. For simplicity, the “Ksp-Cre AAV model” and “Cre-less AAV model” will be used below when describing tumors caused by the Ksp-Cre AAV and Cre-less AAV, respectively, expressing sgRNAs against *Keap1*, *Pbrm1*, *Vhl*, and *Tsc1*.

The Cre-less AAV model produced tumors with greater penetrance (83%) and shorter latency (9 wk) compared to the Ksp-Cre AAV model (33% penetrance and 14-wk latency) (Table 1 and Fig. 2*A*), which was reflected in the reduced overall survival of Cre-less AAV model mice when compared to the Ksp-Cre AAV model mice (50% survival, 25.7 wk vs. 34 wk, *P* < 0.0001) (Fig. 2*B*). Representative MRIs and gross images are shown in Fig. 2 *C–E*, respectively.

**Table 1.** Tumor incidence, latency, and growth rate in AAV mouse models

AAV model	KSP-Cre AAV-> LSL-Cas9/+	Creless AAV-> LSL-Cas9/+; Pax8 Cre
**No. of mice with tumor (% penetrance)**	8/24 (33%)	19/23 (83%)
**Time to initial tumor detection by MRI (range)**	14 wk (14 to 32 wk)	9 wk (9 to 20 wk)
**Mean tumor growth rate**	0.78 mm/week	0.96 mm/week

**Fig. 2.**
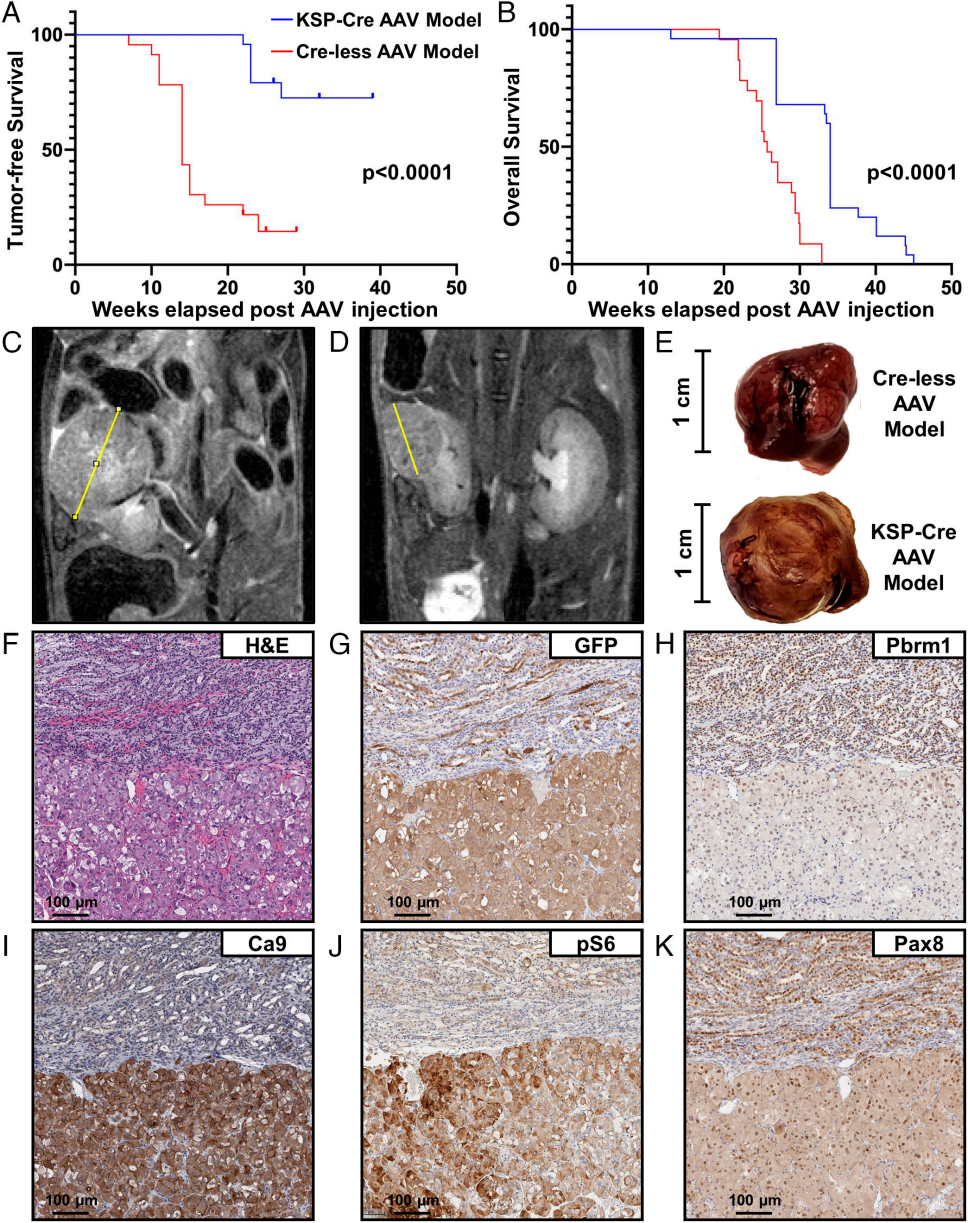
Combined loss of *Vhl, Pbrm1, Keap1*, and *Tsc1* is sufficient to drive ccRCC development. (*A*) Tumor-free survival of Ksp-Cre model vs. Cre-less AAV model. (*B*) Comparative overall survival of Ksp-Cre AAV model vs. Cre-less AAV model. N = 24 mice for KSP-Cre AAV model; n = 23 mice for Cre-less AAV model. Mice that died for reasons unrelated to tumor burden were censored. *P* value determined by the log-rank test, *P* < 0.0001. Tumor visualization by MRI in (*C*) Ksp-Cre AAV model and (*D*) Cre-less AAV model. Representative images of renal tumors in (*E*) Ksp-Cre AAV-injected LSL-Cas9/+ mice and Cre-less AAV-injected LSL-Cas9/+, Pax8 Cre mice. Immunohistochemistry of markers indicating targeted gene editing. (*F*) H&E staining of Cre-less AAV model tumor with adjacent normal kidney (upper region) showing a mixed clear cell and eosinophilic histology. Immunohistochemical staining of Cre-less AAV model for (*G*) GFP, (*H*) Baf180 (Pbrm1), (*I*) Ca9, (*J*) phospho-S6 (mTOR readout), and (*K*) Pax8. (Scale bar, 100 µm.)

On histological examination, the tumors consisted mostly of eosinophilic cells with scattered interspersed clear cells (Ksp-Cre AAV—*SI Appendix*, Fig. S1*A*; Cre-less AAV—Fig. 2*F* and *SI Appendix*, Fig. S2 *A*–*H*). The percentage of clear cells varied between tumors as well as regionally within tumors. Clear cells were somewhat more prevalent in the Cre-less model than in the KSP-Cre model. None of the tumors fully resembled the morphological appearance of classical clear cell renal cell carcinoma. However, it is well recognized that ccRCC shows a wide spectrum of morphological features and that some cases consist predominantly of cells with eosinophilic cytoplasm (52).

In both models immunohistochemistry confirmed expression of GFP, consistent with Cre-mediated excision of the Lox-Stop-Lox cassette in the LSL-Cas9/+ mice, loss of staining for the *Pbrm1* gene product BAF180, and likely inactivation of *Vhl* and *Tsc1* as evidenced by increased staining for the HIF target Ca9 and the mTOR target phospho-S6, respectively (Fig. 2 *G*–*J* and *SI Appendix*, Fig. S1 *B*–*E*). We confirmed that Pax8, which is used to drive Cre recombinase expression in the Cre-less model, was expressed throughout the kidney as expected (Fig. 2*K*). The staining for phospho-S6 was spatially heterogeneous within tumors in both models. The explanation and significance of this finding are not clear.

Due to the greater penetrance and shorter latency for tumor development, we used the Cre-less model for tumor characterization and efficacy studies. We used deep sequencing of tumor DNA to more precisely measure the extent of CRISPR/Cas9 gene editing of *Keap1, Pbrm1, Vhl*, and *Tsc1* in this model. We consistently achieved on average greater than 56% gene editing of *Vhl*, 65% gene editing for *Keap1*, 61% gene editing for *Tsc1*, but more reduced gene editing (on average, 17%) for *Pbrm1* (*SI Appendix*, Fig. S3 and Table S2). Copy number variation was queried by whole genome sequencing, but no significant chromosomal losses/gains were detected.

To determine whether the tumors faithfully represented molecular hallmarks of human ccRCC tumors, 10 Cre-less AAV mouse tumors and 10 normal mouse kidneys from an initial cohort of Cre-less model mice were subjected to RNA sequencing analysis and the gene expression profile was compared to the Cancer Genome Atlas (TCGA) KIRC dataset (53). 

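Bulk RNA sequencing was performed on 10 tumors and 10 normal kidneys of the Cre-less model. In this model an adeno-associated virus (AAV) brings sgRNAs for Vhl, Pbrm1, Keap1 and Tsc1 into the kidney of mice whose Pax8-expressing cells, which include renal tubule cells, make Cas9. The sequencing company that made the libraries counted the paired reads on each gene, and the authors deposited these counts without normalization. The paper's text does not name the aligner or the counting tool, and whether the counts used strand is not stated. The table lists 54532 genes, of which 22149 had no count in any of the 20 libraries. Total counts per library ranged from 18447394 to 24902973 in tumors (median 20468692) and from 14737516 to 26679704 in normal kidneys (median 18610687), a difference within the spread between libraries (permutation test, p = 0.095). Between 20458 and 22422 genes had at least 1 count in a tumor, against 19996 to 22916 in a normal kidney (permutation test, p = 0.015). Mitochondrially encoded genes took up 3.80% ± 0.845 (SD, n = 10) of the counts of tumors and 9.00% ± 1.44 (SD, n = 10) of those of normal kidneys (permutation test, p = 2e-05). No library appeared to be present more than once, since the lowest chi-square per degree of freedom over the 90 pairs of libraries of the same condition was 13.98. Counts were normalized by the TMM method of edgeR. Its filter for low counts, with a count minimum of 10, retained 15354 genes. Tumors and normal kidneys were compared with edgeR's quasi-likelihood test, with Benjamini-Hochberg adjustment over these genes. Expression values of single libraries are given in CPM, the counts scaled by the normalized size of the library, or in log2 CPM with a prior count of 2. All permutation tests were two-sided with 100000 resamples of the library labels, unless called exact. Choices that could change the values are the normalization, the filter for low counts, the test, and whether same-numbered tumors and kidneys are treated as pairs. Normal kidney 9 had a TMM factor of 0.749, against 1.03 to 1.14 in the other 9 normal kidneys, and lower counts on long genes. Tumor 7 differed from the other tumors in several genes and lists.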

The mouse tumors demonstrated a distinct transcriptome profile in comparison to normal mouse kidney with a total of 1,693 genes being up-regulated in mouse tumors (Log_2_ FC > 1, *P* < 0.001) in comparison to 2,693 up-regulated genes in the TCGA ccRCC cohort compared to normal human kidney (Log_2_ FC > 1, *P* < 0.001), with 401 genes shared between these tumors across species (Fig. 3*A* and *SI Appendix*, Fig. S4). Similarly, a total of 1,530 genes were down-regulated in the mouse tumors relative to normal mouse kidney (Log_2_ FC < -1, *P* < 0.001) compared to 2,296 down-regulated genes in the TCGA dataset (Log_2_ FC < -1, *P* < 0.001), with 534 down-regulated genes shared between the different species (Fig. 3*A*). 

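With the same limits on the fold change and on the unadjusted p-value, 1359 genes were higher in the 10 tumors than in the 10 normal kidneys, and 1250 of these were protein-coding. The largest Benjamini-Hochberg adjusted p of edgeR's quasi-likelihood test among all genes past these limits was 0.00355. Without a minimum fold change, 3631 genes were higher at an adjusted p under 0.05. In 902 genes every tumor was above every normal kidney, and 730 of these were past both limits. By chance 10 libraries are fully apart from 10 others, in either direction, in 0.00108% of genes. The count moved most with glmTreat, which tests directly whether the log2 fold change exceeds 1 and left 701 genes. The other alternatives gave between 1147 genes with library totals and 1766 with limma-voom and quality weights. Leaving out each library in turn gave between 1302 and 1564 genes. The 5 largest rises among protein-coding genes with no overlap between tumors and normal kidneys were in Mylk2, Gstm3, Serpinb9b, Mmp27 and 2610528A11Rik, with log2 fold changes of 8.95, 8.88, 8.76, 8.71 and 8.65. Mylk2, a myosin light chain kinase gene, averaged 48.7 ± 27.5 CPM (SD, n = 10) in tumors and 0.0964 ± 0.109 CPM (SD, n = 10) in normal kidneys. Serpinb9b averaged 79.3 ± 40.8 CPM in tumors and 0.175 ± 0.164 CPM in normal kidneys (SD, n = 10 each). Gstm3 belongs to a family of similar glutathione transferase genes, among which the counting could have split reads. Tumor 7 had the lowest expression of Gstm3 and Mmp27 among the tumors.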

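In these libraries 1571 genes were past the corresponding limits in the other direction, 1385 of them protein-coding, and 3661 genes were lower in tumors at an adjusted p under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Every tumor was below every normal kidney in 728 genes, including 640 of the 1571. Without the filter for low counts 2331 genes were lower, the highest of the alternatives. The count was 1996 without tumor 7 and stayed between 1476 and 1671 when any other library was left out. Scaling by the upper quartile or by library totals shifted the median log2 fold change of all genes from -0.021 to -0.14, so that 39.2% and 38.5% of the genes with an adjusted p under 0.05 were higher in tumors, against 49.8% with TMM factors. The 5 largest falls among protein-coding genes with no overlap were in Calb1, Gpx6, Kap, Aqp2 and Ugt3a1. No tumor had more than 3 counts of Calb1, Gpx6 or Ugt3a1, which leaves only lower bounds. Calb1 was at least 2558-fold lower, Ugt3a1 at least 996-fold and Gpx6 at least 373-fold lower in tumors. Aqp2, the water channel gene of the collecting duct, had a log2 fold change of -12.24 and averaged 0.0578 ± 0.11 CPM (SD, n = 10) in tumors and 315.3 ± 236 CPM (SD, n = 10) in normal kidneys. Kap had a log2 fold change of -12.32 and varied widely between normal kidneys (1486 ± 3144 CPM, SD, n = 10). Normal kidney 9 was highest, at 10150 CPM, and without it the Kap log2 fold change was -10.83. The Kap log2 fold change was -8.34 with limma-voom and quantile normalization (adjusted p = 0.0557) and -7.65 with limma-voom and quality weights (adjusted p = 0.137), and neither was past the threshold. Over its alternatives the adjusted p lay between 8.5e-22 and 0.137.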

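Vhl, listed as ENSMUSG00000033933, lies on chromosome 6 of GRCm38 from 113623959 to 113631633. Its expression averaged 4.18 ± 0.31 log2 CPM (SD, n = 10) in tumors and 4.69 ± 0.13 (SD, n = 10) in normal kidneys. The log2 fold change was -0.49 (standard error 0.118, adjusted p = 0.00179 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 9 of 10 tumors were below every normal kidney. Tumor 5, at 4.84 log2 CPM, lay within the range of the normal kidneys. The value moved most with library totals, to a log2 fold change of -0.63, and stayed between -0.58 and -0.43 when each library was left out in turn. Tsc1 (ENSMUSG00000026812, chromosome 2, 28641228 to 28691167) averaged 5.02 ± 0.35 log2 CPM in tumors and 5.61 ± 0.52 in normal kidneys (SD, n = 10 each), a log2 fold change of -0.61 (standard error 0.181, adjusted p = 0.00871 from the same test). Pbrm1 (ENSMUSG00000042323, chromosome 14, 31019138 to 31121592) averaged 5.71 ± 0.34 log2 CPM in tumors and 5.95 ± 0.59 in normal kidneys (SD, n = 10 each). Its log2 fold change of -0.28 was within the spread between libraries (standard error 0.188, adjusted p = 0.23 from the same test). Normal kidney 9 decided this value. At 4.33 log2 CPM it was far below the 5.94 to 6.54 of the other 9 normal kidneys, and without it the log2 fold change of Pbrm1 was -0.39 with an adjusted p of 0.0137, while the adjusted p lay between 0.000979 and 0.373 over the other alternatives. The low end was reached with limma-voom and quality weights, where the log2 fold change was -0.44. The same kidney had the lowest Tsc1 expression, 4.25 log2 CPM against 5.20 to 5.96, and without it Tsc1 was -0.72.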

The mouse tumors demonstrated reduced expression of *Vhl* and *Tsc1*, but little change in the expression of *Pbrm1* (*SI Appendix*, Fig. S5). 

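The extent of editing in 9 of the 10 tumors, measured by whole genome sequencing, is given in Dataset S3, and tumor 7 has no value there. In the paper's values, Pbrm1 was edited in 15.7% ± 13.5 of alleles (SD, n = 9), with 0% in tumors 2, 8 and 9 and up to 33.3% in the others. The paper's values averaged 61.1% ± 15.7 for Vhl, 53.5% ± 24.1 for Tsc1 and 70.7% ± 12.0 for Keap1 (SD, n = 9 each). The RNA of the same tumors allows editing and expression to be compared. Tumors with more Pbrm1 editing had lower Pbrm1 expression (Pearson's r = -0.76, exact permutation test over pairings, p = 0.0198, and Spearman's rho = -0.75, exact p = 0.0259, n = 9). Among the 4 genes compared in this way, this relation had an adjusted p of 0.0792 for r and 0.103 for rho. It rests in part on tumors 2, 8 and 9, which at 0% are equally far from the median of 19.1%. With 2 of these 3 left out, tumors 2 and 8, chosen by their order alone, r was -0.56 over 7 tumors (exact permutation test, p = 0.191). Among the 6 tumors with any Pbrm1 editing r was -0.05 (exact permutation test, p = 0.931). Vhl expression was not related to Vhl editing (r = 0.24, rho = 0.27, exact permutation tests, p = 0.539 and 0.493, adjusted p = 0.539 and 0.658, n = 9), and r was 0.16 without the 2 farthest tumors. For Tsc1 the paper's values fell into 3 tumors between 21.3% and 24.5% and 6 tumors between 54.02% and 76.8%. Within these 6 tumors r was 0.33 and rho 0.14 (exact permutation tests, p = 0.503 and 0.803, adjusted p = 0.539 and 0.803). The Tsc1 relation was limited to them after the editing percentages were seen, and its r over all 9 tumors is not given. Expression was also taken as the difference between each tumor and its same-numbered normal kidney. In the 6 tumors r for Tsc1 was then -0.72 and reversed (exact permutation test, p = 0.114), and over 9 tumors that of Pbrm1 was -0.65.

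**Figure D1:**
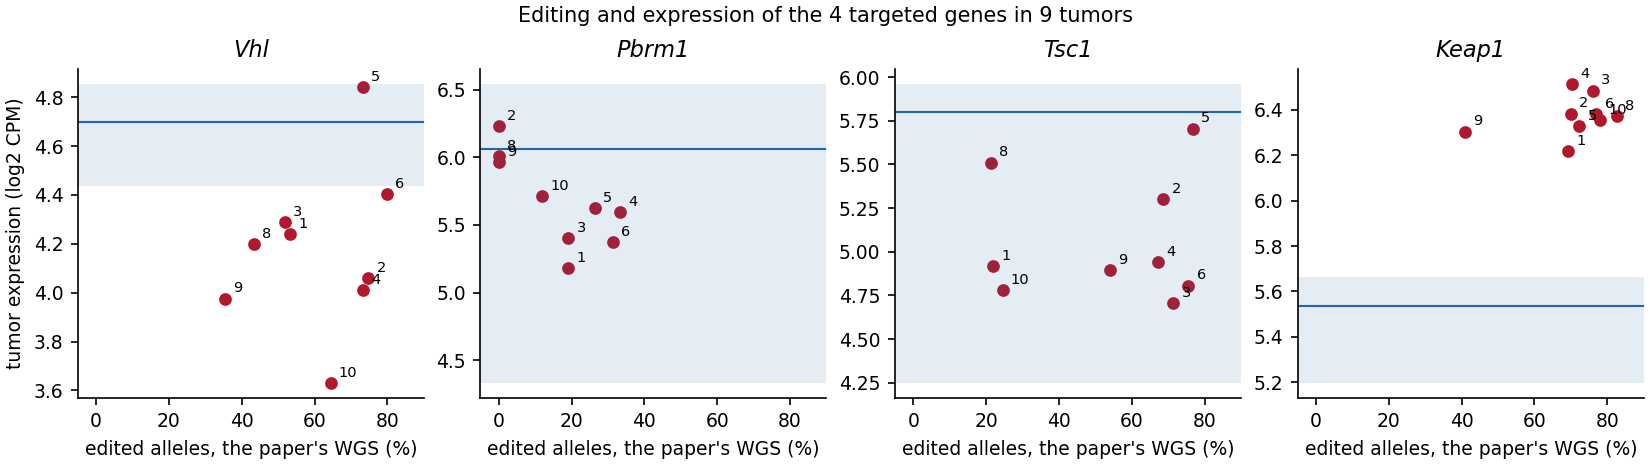
Expression of Vhl, Pbrm1, Tsc1 and Keap1 in 9 tumors (log2 CPM, points numbered by tumor) against the paper's percentage of edited alleles. The line and the shaded band give the median and the range of the 10 normal kidneys. The 3 tumors with 0% Pbrm1 editing have the highest Pbrm1 expression, and tumor 5 has the highest expression of Vhl and Tsc1.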

The latter is consistent with the low levels of *Pbrm1* editing. 

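Keap1 (ENSMUSG00000003308), on chromosome 9 of GRCm38 from 21229730 to 21239361, averaged 6.32 ± 0.20 log2 CPM (SD, n = 10) in tumors and 5.49 ± 0.15 (SD, n = 10) in normal kidneys. Its log2 fold change was 0.83 (standard error 0.0887, adjusted p = 1.3e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and all 10 tumors were above every normal kidney. The value stayed between 0.69 with library totals and 0.85 with quality weights, and between 0.79 and 0.87 when each library was left out. Tumor 7 was lowest, at 5.81 log2 CPM against 6.22 to 6.51 in the other 9 tumors. Keap1 editing, between 41.0% and 82.7% in the paper's values, was not related to Keap1 expression across 9 tumors (r = 0.31, rho = 0.30, exact permutation tests, p = 0.386 and 0.437, adjusted p = 0.539 and 0.658), and r was 0.22 without the 2 farthest tumors. This relation also reversed when expression was taken relative to the same-numbered normal kidney (r = -0.56, exact permutation test, p = 0.103, rho = -0.13). The reversal rests on pair 9, since r was 0.054 over the 8 tumors without it, a setting chosen after the values were seen.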

*Keap1* expression levels were increased in tumors despite efficient gene editing, possibly due to positive feedback resulting from loss of gene activity (*SI Appendix*, Fig. S5). Both mouse and human renal tumors displayed elevated expression of known HIF target genes (*Egln3/EGLN3, Ldha/LDHA*, *Hk2/HK2, Car9/CA9, Ndrg1/NDRG1*; Fig. 3 *B* and *C*). 

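Among the HIF target genes, Egln3 (ENSMUSG00000035105) averaged 470.2 ± 125 CPM (SD, n = 10) in the mouse tumors and 23.2 ± 7.41 CPM (SD, n = 10) in normal kidneys, a log2 fold change of 4.34 (standard error 0.198, adjusted p = 7.0e-13 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Car9 had a log2 fold change of 5.20 (standard error 0.582, adjusted p = 2.6e-07) and Hk2 of 5.13 (standard error 0.407, adjusted p = 1.7e-09). The expression of Car9 varied more between normal kidneys (1.84 ± 1.62 log2 CPM, SD, n = 10) than between tumors (7.72 ± 0.56, SD, n = 10). The more abundant genes rose less. Ldha had a log2 fold change of 2.04 (standard error 0.174) and Ndrg1 of 1.43 (standard error 0.169), with adjusted p-values of 4.8e-09 and 5.2e-07 from the same test. Every tumor was above every normal kidney for Egln3, Ldha, Hk2 and Car9, and 9 of 10 tumors were for Ndrg1, where tumor 7 (11.35 log2 CPM) lay among the normal kidneys. Permutation tests of the mean log2 CPM gave p = 1e-05, the smallest p these permutations can give, for Egln3, Ldha, Hk2 and Car9, and p = 2e-05 for Ndrg1. The largest move was that of Car9, to a log2 fold change of 6.05 with limma-voom and quantile normalization. Ndrg1 is among the 20 most abundant genes and has no value in the alternative that leaves these out.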

Although *Keap1* gene expression was not reduced in the mouse tumors compared to normal mouse kidney (*SI Appendix*, Fig. S5), increased expression of Nrf2 transcriptional target genes *Nqo1, Gstm1*, and *Gstp1* was observed in the mouse tumors, consistent with loss of Keap1 activity (*SI Appendix*, Fig. S6). 

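Of the Nrf2 target genes, Gstm1 (ENSMUSG00000058135, chromosome 3, 108012255 to 108017973) had a log2 fold change of 2.22 in tumors against normal kidneys (standard error 0.228, adjusted p = 7.7e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Gstp1 (ENSMUSG00000060803, chromosome 19, 4035407 to 4037921) rose by 1.80 (standard error 0.259, adjusted p = 7.5e-06) and Nqo1 (ENSMUSG00000003849, chromosome 8, 107388225 to 107403206) by 1.53 (standard error 0.257, adjusted p = 4.9e-05) on the same scale. In log2 CPM, Nqo1 averaged 8.58 ± 0.35 in tumors and 6.91 ± 0.75 in normal kidneys (SD, n = 10 each). For each of the 3 genes 9 of 10 tumors were above every normal kidney. For Gstm1 the remaining tumor was tumor 7, at 9.69 log2 CPM against 11.14 to 11.66 in the others. Gstp1 lies beside its near-identical copies Gstp2 and Gstp3, between which the counting could have split reads. Gstp2 had a log2 fold change of 1.94 (adjusted p = 0.00597) at 3.11 CPM in tumors, and Gstp3 of 0.68 (adjusted p = 0.315). Gstp3 was called with limma-voom and quality weights (log2 fold change 1.35, adjusted p = 0.00544), the lowest adjusted p of its alternatives, and with a gene length correction and same-numbered libraries as pairs (1.05, adjusted p = 0.0464), an alternative chosen after seeing the data. Gstm1 is likewise one of several similar genes. The 3 genes kept their direction and an adjusted p under 0.05 under every alternative and with each library left out. For the increase of these genes, the paper proposes a loss of Keap1 activity, although Keap1 mRNA was not reduced.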

Notably, however, we did not see evidence of NRF2 activation in the human ccRCC TCGA dataset (Fig. 3*B* and *SI Appendix*, Fig. S6). This latter observation calls into question the importance of NRF2 with respect to human ccRCC pathogenesis.

**Fig. 3.**
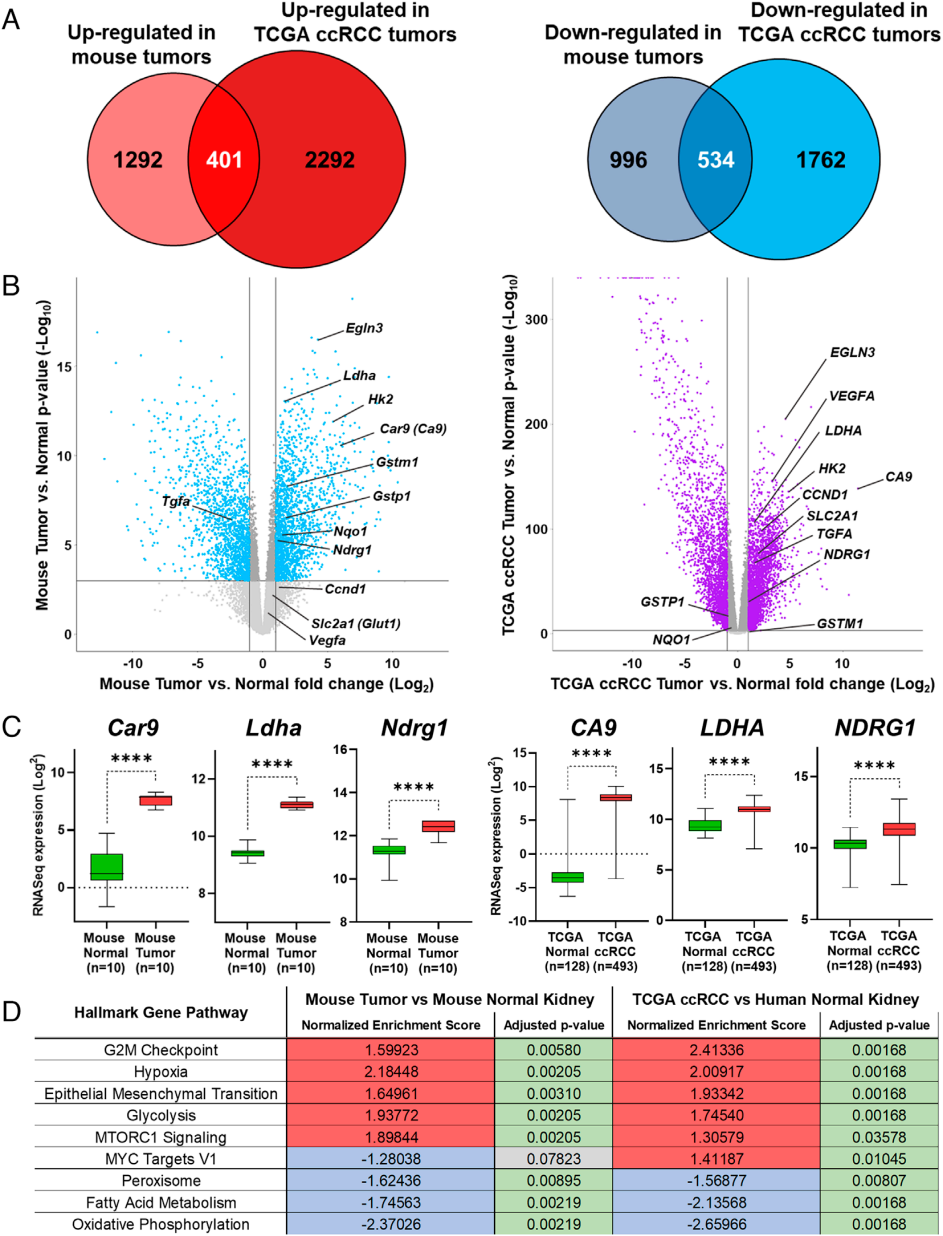
Comparative gene expression analysis of Cre-less AAV model kidney tumors and TCGA human ccRCC. (*A*) Venn diagrams showing up-regulated and down-regulated genes in Cre-less AAV model tumors vs. TCGA ccRCC as shown in volcano plots. (*B*) Volcano plots displaying up-regulated and down-regulated genes in Cre-less AAV kidney tumors vs. normal mouse kidney (*Left* plot) and in TCGA ccRCC vs. normal human kidney (*Right* plot). (*C*) Hypoxia-related gene expression in Cre-less AAV mouse tumor vs. normal mouse kidney (*Left* panels) and in TCGA ccRCC vs. normal human kidney (*Right* panels). (*D*) GSEA showing significantly up-or down-regulated pathways in Cre-less AAV model kidney tumor vs normal mouse kidney and TCGA ccRCC vs normal human kidney.

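Tgfa, Ccnd1, Slc2a1 and Vegfa are also labelled in the mouse volcano plot. Tgfa had a log2 fold change of -2.07 in tumors (standard error 0.452, adjusted p = 0.000747 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 9 of 10 tumors were below every normal kidney. Ccnd1 rose by 1.49 (standard error 0.35, unadjusted p = 0.000352, adjusted p = 0.00146), in all 10 same-numbered pairs. Slc2a1 (0.85, unadjusted p = 0.00217) and Vegfa (0.66, unadjusted p = 0.00614) rose by less and were past neither limit of the plot. The adjusted p of Vegfa was 0.0162 and reached 0.112 with limma-voom and quantile normalization, where its log2 fold change was 0.44, and 0.094 with library totals (0.50). The Vegfa log2 fold change was lowest with limma-voom and quality weights, at 0.28 (adjusted p = 0.0358). Over all alternatives its adjusted p lay between 0.00758 (without tumor 7) and 0.112.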

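To examine pathways, lists of genes were written by hand for each Hallmark pathway of Fig. 3D, since the Hallmark sets themselves were not used here. Each list was compared with all other genes by camera, with a preset correlation of 0.01 between genes and adjustment over 10 lists, and its median log2 fold change was ranked among 10000 random lists matched on size and mean expression. The hypoxia list had a median of 1.47 over 58 genes (camera adjusted p = 4.2e-25), with 53 genes higher in tumors. The largest change came from the gene set. The nearest Reactome set, of 6 tested genes and none of the list's genes, holds HIF subunits and regulators in place of their targets, and had a median of -0.23 (camera adjusted p = 0.705). Glycolysis genes had a median of 1.77 over 26 genes (camera adjusted p = 1.0e-21, 25 higher) and mTORC1 genes of 0.58 over 69 genes (camera adjusted p = 3.4e-07, 54 higher). The nearest Reactome set to the latter, of 11 genes with 1 of the list's, had a median of 0.17 and was not called (camera adjusted p = 0.633, the highest over the alternatives of this list). The G2M list had a median of 0.96 over 51 genes (camera adjusted p = 0.000255, 45 higher), and the list for epithelial mesenchymal transition (EMT), which Fig. 3D also reports, of 0.94 over 67 genes (camera adjusted p = 0.00065, 52 higher). All 5 medians were above those of all random lists. Normalized enrichment scores from fgsea were 2.83 for hypoxia, 2.53 for glycolysis, 2.36 for mTORC1, 2.03 for G2M and 2.12 for EMT. Genes higher at an adjusted p under 0.05 over all genes numbered 46 for hypoxia, 23 for glycolysis, 42 for mTORC1, 17 for G2M and 26 for EMT. Adjusted over the list alone, they numbered 48, 24, 43, 16 and 26. Of the 10 lists, only hypoxia and glycolysis kept an adjusted p under 0.05 when camera estimated the correlation between genes from the data (5.2e-05 and 0.00123). With fry, all lists that camera called kept their call except that for oxidative phosphorylation. The mean log2 CPM of the hypoxia, glycolysis and mTORC1 lists was higher in every tumor than in every normal kidney. This did not hold for G2M, where normal kidney 7 (1.48) lay above all tumors but tumor 7 (1.60). Without normal kidney 7 the G2M median was 1.56. The EMT median rested on tumor 7, and was 0.093 (camera adjusted p = 0.0716) without it. With limma-voom and quality weights the EMT list was not called either (0.35, adjusted p = 0.0559), and the highest adjusted p of its alternatives was 0.648.

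**Figure D2:**
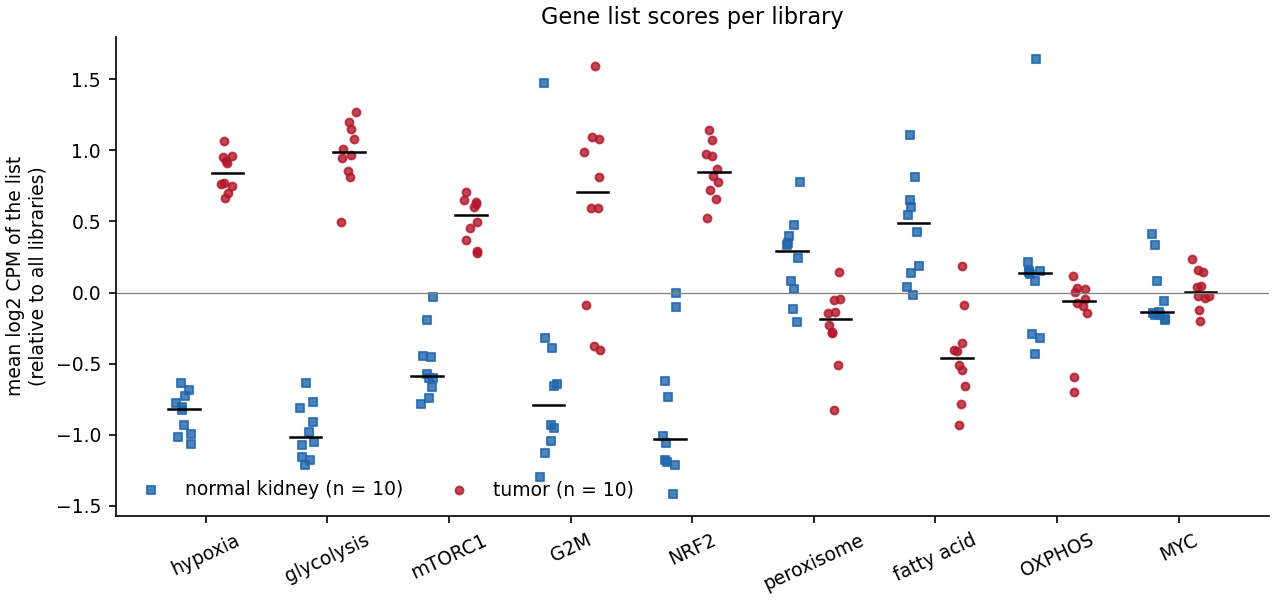
Mean log2 CPM of each list's genes in each of 10 normal kidneys (squares) and 10 tumors (circles), relative to the mean of all libraries, with lines at the group medians. Tumors lie above all normal kidneys for hypoxia, glycolysis, mTORC1 and NRF2, the groups overlap for the other lists, and normal kidney 9 (1.65) is apart for oxidative phosphorylation (OXPHOS).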

Gene set enrichment analysis (GSEA) of up- and down-regulated genes in the mouse and human renal tumors compared to their respective normal kidney parenchyma revealed high enrichment scores for pathways involved in cell cycle G2M checkpoint, hypoxia, glycolysis, and mTOR signaling (Fig. 3*D*). The enrichment for hypoxia-induced mRNAs is consistent with genetic ablation of *VHL*, but could also reflect the bona fide hypoxia that invariably occurs as solid tumors expand. Both mouse and human renal tumors displayed negative enrichment scores for genes associated with peroxisome biogenesis, fatty acid metabolism, and oxidative phosphorylation. 

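Of the hypoxia list, the 10 genes that the paper also names are not independent evidence for the list. Restricted to members that no other list holds, and so without its glycolysis genes, the hypoxia list kept a median log2 fold change of 1.15 and its call by camera. The lists overlap, since 27 of 60 hypoxia genes and 16 of 27 glycolysis genes are in another list. Apart from the Reactome set, all alternatives gave the hypoxia list an adjusted p between 8.4e-31 and 5.2e-05. With each library left out, the median of the list stayed between 1.43 and 1.53. Pdk1 and Pgk1, HIF targets that the paper measured by qPCR in other mice, had log2 fold changes of 1.69 and 1.90 in the 10 tumors (adjusted p = 3.6e-09 and 6.2e-10 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).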

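In the mouse tumors, 49 genes of fatty acid metabolism had a median log2 fold change of -0.70 (camera adjusted p = 6.3e-06), with 43 of 49 genes lower. Of these 32 were lower at an adjusted p under 0.05 over all genes, and the same number when adjusted over the list alone. The oxidative phosphorylation list, of 87 tested genes, had a median of -0.51 (camera adjusted p = 0.00858), with 78 genes lower, 40 of them at an adjusted p under 0.05 over all genes and 41 when adjusted over the list alone. The 54 peroxisome genes had a median of -0.27 (camera adjusted p = 0.0333), with 38 lower and 20 past either adjustment. The medians of the fatty acid and oxidative phosphorylation lists were below all of the random lists, and 0.04% of random lists were below the peroxisome list. Enrichment scores from fgsea were -2.48 for fatty acid metabolism, -1.98 for oxidative phosphorylation and -1.63 for peroxisome. The groups overlapped in all 3 lists. For fatty acid metabolism 9 of 10 tumors were below every normal kidney, for peroxisome 5 and for oxidative phosphorylation 2. With fry, the adjusted p of the oxidative phosphorylation list was 0.15, and over its alternatives it lay between 1.4e-08 and 0.741. Single libraries weighed on these calls. Without tumor 7 the oxidative phosphorylation median was -0.46 (camera adjusted p = 0.0766) and the peroxisome median -0.28 (0.228). The peroxisome list was also past the threshold no longer without tumor 9 (-0.24, 0.072) or without normal kidney 9 (-0.21, 0.0632). The nearest Reactome set to the peroxisome list, of 22 genes with 19 of the list's, was not called (median -0.38, camera adjusted p = 0.148), and over the alternatives of the list the adjusted p reached 0.652. Normal kidney 9 had the highest oxidative phosphorylation score, and without it the median of that list was -0.25.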

Interestingly, a negative enrichment score was obtained for the gene pathway related to *Myc* targets in mouse tumors, but received a positive enrichment score in the TCGA ccRCC cohort (Fig. 3*D*). In this regard, HIF1 has been shown to inhibit Myc while HIF2 cooperates with Myc (54). 

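The 190 MYC target genes had a median log2 fold change of -0.051 in the mouse tumors, with 107 genes lower and 83 higher, and camera did not call the list (adjusted p = 0.987). Adjusted over all genes 39 were lower and 30 higher, and adjusted over the list alone 34 and 26. The enrichment score from fgsea was -0.53, and 0.8% of random lists matched on size and expression had a lower median. Camera called the list with limma-voom and quantile normalization, with a median of -0.13 (adjusted p = 0.026). The direction changed with quality weights (median 0.11, adjusted p = 0.1) and without normal kidney 9 (0.014, adjusted p = 0.635). Over all alternatives the adjusted p lay between 0.026 and 1. Tumors, between -0.20 and 0.24 relative to the mean of all libraries, overlapped with normal kidneys, between -0.19 and 0.42.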

We have not, with the available reagents, been able to detect Hif2α by immunoblot or immunohistochemical analysis in our mouse tumors. Moreover, the mRNA levels for *Epas1*, which encodes Hif2α, were lower in our mouse renal tumors than in normal kidney as determined by qRT-PCR (*SI Appendix*, Fig. S7*A*). Since *Epas1* is only expressed in a minority of normal renal cells, we conclude that the tumors produced by the Ksp-Cre AAV and Cre-less AAV models are HIF2 negative, in contrast to human VHL-defective ccRCCs.

### Determining the Cell of Origin of Cre-less AAV Model Tumors.

In humans, ccRCC is predicted to arise from a subset of proximal tubular epithelial cells expressing *VCAM1*, a hallmark of renal injury and kidney disease (55–57). To determine whether our Cre-less model tumors might derive from a similar cell of origin, we profiled 4 Cre-less AAV mouse tumors and 4 normal mouse kidneys using 10X 3′ single-cell RNA sequencing and compared the transcriptomes of tumor cells to those of normal microanatomical cell types spanning the nephron. Across normal kidney samples, 16,464 nonimmune cells were recovered, representing epithelial cells from the proximal tubule (PT), loop of Henle (LOH), distal convoluted tubule (DCT), collecting duct (IC and PC; intercalated and principal cells), Bowman’s capsule (podocytes and parietal epithelial cells), and uroepithelium, as well as fibroblasts and endothelial cells (*SI Appendix*, Fig. S8 *A* and *B* and Dataset S1 *A* and *B*). From tumor specimens, 8,601 nonimmune cells were recovered, including two major clusters of malignant cells, termed Tumor-Clust1 and Tumor-Clust2, with representation across all four samples. Tumor-Clust1 cells were enriched for a host of long noncoding RNAs, such as *Neat1*, *Malat1*, and *Snhg11*, some HIF targets, namely *Vegfa* and *Hk2*, and also *Ogt*, encoding O-GlcNAc transferase, a known positive regulator of HIF2 stability in ccRCC (58). Tumor-Clust2 cells showed higher expression of a different set of HIF targets, including *Ldha*, *Car9*, *Egln3*, and *Mif*, as well as the renal injury markers *Vcam1* and *Ptgds*, and EMT markers *Vim* and *Fn1*. We also identified two smaller subsets of malignant cells—one with high expression of interferon-stimulated genes *Ifit3* and *Cxcl10* (Tumor ISG-Hi) and another expressing *Mki67*, indicating active proliferation (Tumor Cycling)—in addition to tumor-associated fibroblasts and endothelium (Fig. 4*A*, *SI Appendix*, Fig. S8 *C*–*E*, and Dataset S1 *D*–*F*).

**Fig. 4.**
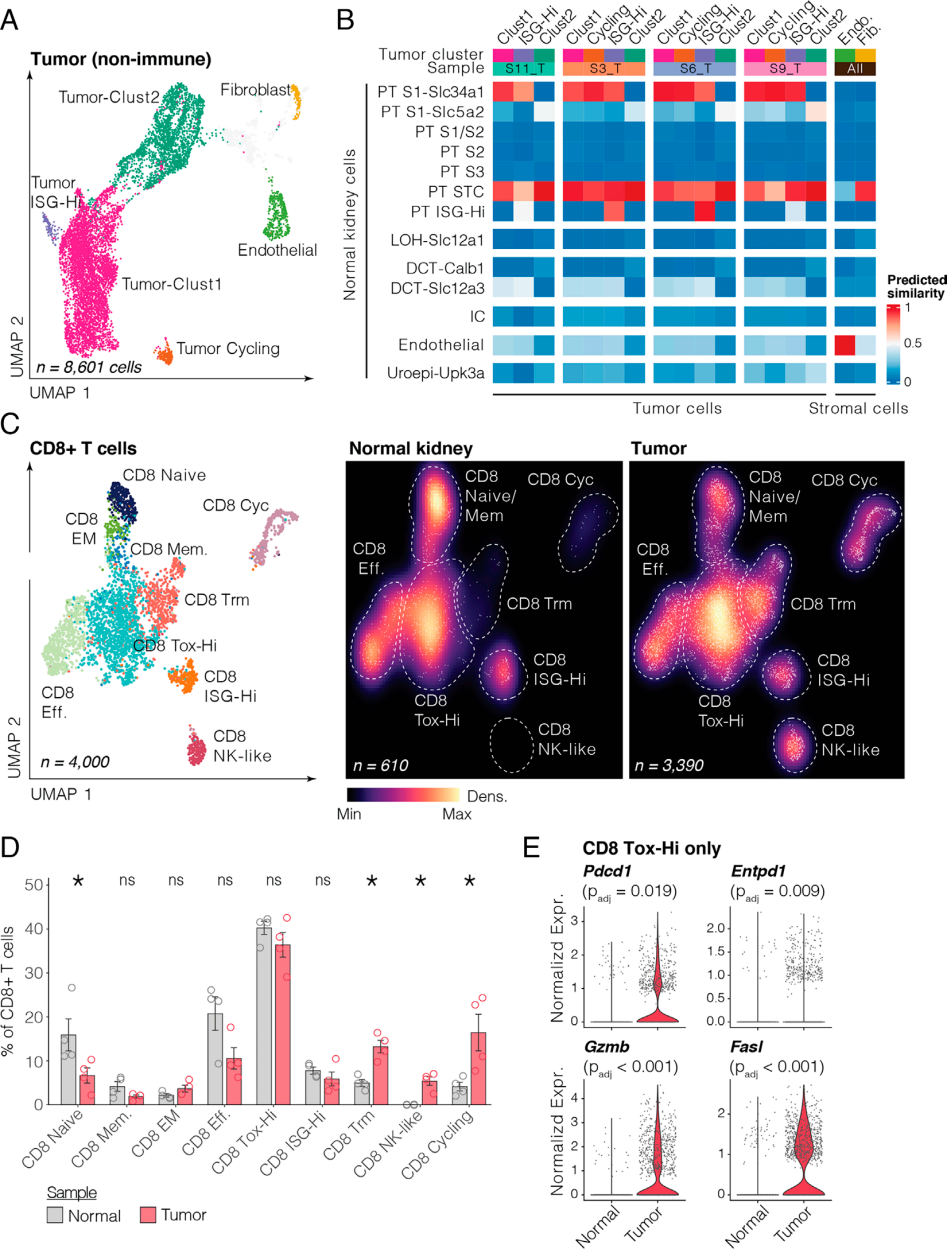
Single-cell RNA sequencing of Cre-less AAV model kidney tumors and normal mouse kidney tissue. (*A*) UMAP of nonimmune cells from 4 Cre-less AAV kidney tumors, colored and labeled by cluster/cell type. (*B*) Heatmap showing similarity of tumor cells (split by sample) and stromal cells to normal kidney cell types. Colors represent predicted similarity of a tumor or stromal subset in a given sample (columns) to normal cell types (rows). (*C*) *Left*, UMAP of CD8+ T cells from all four normal kidney and four tumor samples, colored and labeled by cluster/cell type. *Middle* and *Right*, UMAPs of CD8+ T cells split by normal kidney and tumor samples and colored by relative point density. (*D*) Quantification of CD8+ T cell subset proportions relative to total CD8+ T cells in normal kidney and tumor samples. *P*-values determined by the two-sided Wilcoxon rank-sum test. (*E*) Violin plots showing normalized expression of indicated genes in CD8 Tox-Hi cells from normal kidney and tumor samples. Bonferroni-adjusted *P*-values are from a logistic regression differential expression analysis using *Helicobacter* infection status as a covariate (*Materials and Methods*).

Next, we adapted a logistic regression approach previously used to identify the cell of origin of human ccRCC to determine the similarity between our tumor clusters and normal kidney cell types (55). We found that across samples, Tumor-Clust1, Tumor ISG-Hi, and Tumor Cycling cells, but not Tumor-Clust2 cells, showed high similarity to a subset of normal cells from the S1 segment of the convoluted PT with high expression of *Slc34a1*. Additionally, all tumor cells exhibited high similarity to a PT cluster in normal kidney expressing *Vcam1*, *Ptgds*, *Havcr1*, *Anxa3*, *Sox9*, and *Vim*, resembling scattered tubular cells (STC), a dedifferentiated and/or stem cell-like progenitor population for the proximal tubular epithelium (59–63) (Fig. 4*B*, *SI Appendix*, Fig. S8*F*, and Dataset S1*C*). The mapping of our tumor cells to PT STC recapitulates a key aspect of human ccRCC, wherein the proposed cell of origin is a *VCAM1*-high, *VIM*-high subset of PT cells (55, 57). However, in human ccRCC, in contrast to our mouse tumors, the cell of origin is also marked by *ITGB8* and *ALKP2*. We note that in healthy mouse kidney samples, in contrast to normal human kidney samples, *Itgb8* was expressed ubiquitously across all PT cells, and *Alpk2* showed near-zero expression across PT cells, suggesting a lack of conserved expression patterns between the mouse and human (*SI Appendix*, Fig. S8*F*). Thus, our model captures some, but not all characteristics of the cell of origin of human ccRCC.

### Characterizing the Immune Microenvironment of Cre-less AAV Model Tumors.

We next examined the 21,428 immune cells profiled across all eight single-cell samples to identify functional phenotypes enriched or depleted in Cre-less model tumors relative to normal mouse kidney. ccRCC is known to be a highly immune infiltrated lesion with a robust CD8+ T cell response (64–66). We found that our Cre-less model tumors exhibited a significantly higher proportion of tissue-resident CD8s (CD8 Trm), NK-like CD8s (CD8 NK-like), and proliferating CD8s (CD8 Cycling), as well as a lower proportion of naive CD8s (CD8 Naive), relative to normal mouse kidney (Fig. 4 *C* and *D*, *SI Appendix*, Fig. S9 *A*–*C*, and Dataset S2 *A* and *B*). Surprisingly, a cluster of CD8s expressing the master exhaustion transcription factor *Tox* was not proportionally enriched in tumor. However, within this CD8 Tox-Hi cluster, cells from Cre-less model tumors showed elevated expression of *Pdcd1/*PD-1, *Entpd1/*CD39 (a marker of terminal exhaustion) (67), and the cytotoxic effector molecules *Gzmb* and *Fasl*, suggesting chronic antigen exposure and active killing function consistent with an ongoing anti-tumor response (Fig. 4*E* and Dataset S2*C*).

Another hallmark of the ccRCC immune microenvironment is an extensive and suppressive myeloid infiltrate (66). We found that our Cre-less model tumors were significantly enriched for myeloid-derived suppressor cells (MDSC), proliferating MDSC (MDSC Cyc), and multiple macrophage subsets (Mac-Olfml3, Mac-Fabp5, Mac-*Cd163*, and Mac Cyc) relative to normal kidney (*SI Appendix*, Fig. S10 *A*–*D* and Dataset S2 *D* and *E*). Mac-*Cd163* cells in particular resemble canonical M2-like TAM, expressing *Cd163*, *Mrc1*, *Folr2*, and *Selenop* (68) (*SI Appendix*, Fig. S10*B*). In human ccRCC, these *CD163*+ macrophages increase in frequency with disease stage and play a major role in abrogating CD8+ T cell killing of tumors, contributing to worse prognosis (68). MDSC have also been observed in the tumor parenchyma of ccRCC patients and are associated with decreased overall survival (69, 70). These cells were almost completely absent in normal mouse kidney but represented on average 11.19% of all myeloid cells in Cre-less model tumor samples. Thus, Cre-less AAV tumors recapitulate a key aspect of ccRCC immunobiology, exhibiting enrichment of immunosuppressive myeloid subsets with known impact on disease progression and patient outcomes.

### Proof of Principle Efficacy Study of VEGF Targeted Therapy in the Cre-less AAV Model of ccRCC.

VEGF antagonists are frequently the first-line therapy offered to patients with ccRCC and can produce both tumor regressions and delay tumor progression. To begin to explore the utility of our models for testing cancer therapies, we treated 10 mice with Cre-less AAV model tumors with axitinib (100 mg/kg, p.o., twice daily), which inhibits receptor tyrosine kinases including vascular endothelial growth factor receptor VEGFR-1, VEGFR-2, and VEGFR-3, and blocks neoangiogenesis. Compared to the vehicle control arm, axitinib significantly suppressed tumor growth rate (−0.1 mm diameter/week vs. +0.6 mm diameter/week, *P* = 0.0002; Fig. 5 *A* and *B*), resulting in stable disease over the 7-wk duration of the study. This was associated with a significant reduction in CD31 (microvessel density) and Ki67 (cell proliferation) immunostaining and an increase in caspase 3 (apoptosis) immunostaining (Fig. 5*C*).

**Fig. 5.**
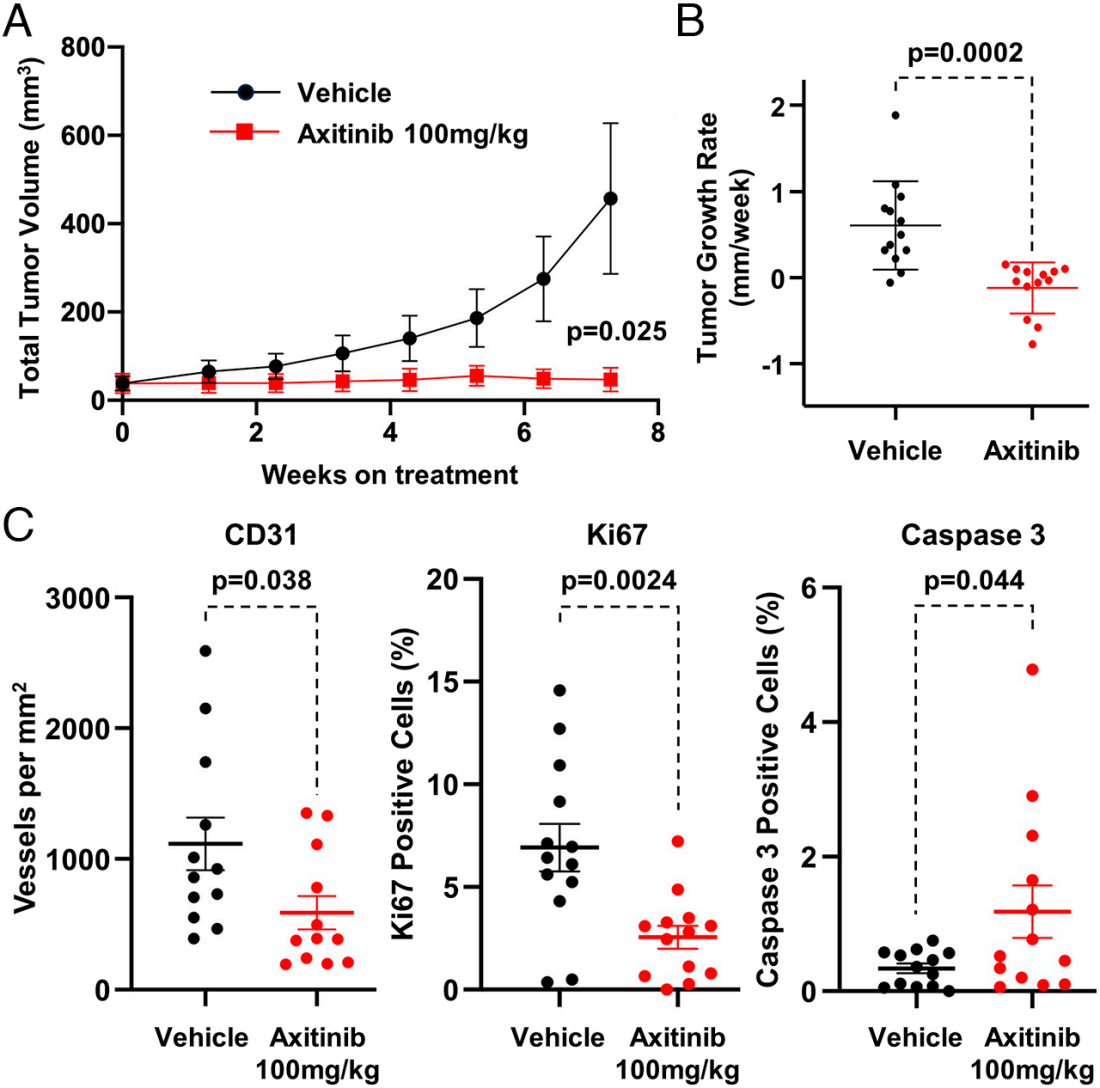
Potential of Cre-less AAV model for therapeutic studies. Axitinib study in Cre-less AAV model demonstrates response to VEGF pathway therapeutic intervention (100 mg/kg, b.i.d., p.o., 5 × week, 7-wk duration; n = 10 mice/treatment group). (*A*) Mean tumor volume, axitinib treated vs. vehicle. (*B*) Tumor growth rate, axitinib treated vs. vehicle. (*C*) Immunohistochemical staining of CD31, Ki67, and Caspase 3 in kidney tumors from Cre-less AAV model treated with axitinib (100 mg/kg) or vehicle. *P* value, unpaired *t* test, two-tailed.

### Evaluation of HIF-2α Inhibitor and Immune Checkpoint Inhibitors in Cre-less AAV Model of ccRCC.

In stark contrast, we did not see any effect on the growth of Cre-less AAV model ccRCCs after treatment with 1) anti-PD-1, 2) anti-CTLA4, 3) the HIF2 inhibitor PT2399, 4) anti-PD1 and PT2399, 5) anti-CTLA-4 and PT2399, 6) anti-PD1 and anti-CTLA4, or 7) anti-PD1, anti-CTLA4, and PT2399 compared to vehicle-treated mice (*SI Appendix*, Fig. S11 *A* and *B*) despite achieving adequate therapeutic blood levels of these agents (*SI Appendix*, Fig. S12 *A*, *C*, and *D*). Consistent with this, we did not see any changes in tumor-associated T cells, CD31, Ki-67, or in the HIF2-responsive gene product Cyclin D1 by immunohistochemistry of tumors removed at necropsy after 7 wk of therapy (*SI Appendix*, Fig. S13). The failure of PT2399 to modulate Cyclin D1 as well as other HIF targets was confirmed by qRT-PCR (*SI Appendix*, Fig. S7*B*) despite adequate drug accumulation in tumor tissue at high levels (*SI Appendix*, Fig. S12*B*). We conclude that the Cre-less model is HIF2 independent and insensitive to immune checkpoint blockade with currently approved agents. We were, however, able to demonstrate a robust tumor response to the mTOR inhibitor everolimus (5 mg/kg, daily, p.o.) in the Cre-less AAV model over a 5-wk period (366% vs. 74% relative tumor volume, *P* = 0.0174; *SI Appendix*, Fig. S14) that suggests that mTOR activation is driving tumor formation in this model as a result of *Tsc1* gene editing. The field therefore still awaits a faithful mouse model of human *VHL^−/−^* ccRCC.

While this work was being completed, two groups reported the use of CRISPR to generate mouse ccRCCs. Perelli and workers used *Pax8*-Cre mice crossed to mice harboring a L-S-L-Cas9 cassette in the *H11* locus to express Cas9 in the kidney and then injected those kidneys with AAVs containing sgRNAs against various TSGs (47). They generated tumors using AAVs that had two sgRNAs against *Cdkn2a/b*, one against *SetD2*, and an sgRNA against either *Nf2* or *Vhl*. Their analyses focused primarily on the *Nf2* mutated mice and neither the *Nf2* nor *Vhl* inactivated mice were interrogated with respect to HIF2 dependence. Rappold and coworkers electroporated an exposed mouse kidney to transiently express Cas9 and sgRNAs against *Vhl, Rb1*, and *Tp53* and to stably express *c-myc* (42). A single tumor was created that was used to generate multiple transplantable lines. These lines were shown to express Pax8 and HIF1α, but HIF2 status was not addressed.

The creation of mouse cancer models can be challenging for several reasons. First, it is clear that differences between mice and humans can dramatically affect the tissue- and cell type–specific susceptibility to cancer at the hands of bona fide human tumor suppressor genes and oncogenes. For example, germline *RB1* mutations predominantly cause retinoblastomas and sarcomas in man (71) and pituitary and thyroid cancers in mice (72, 73). Germline *TP53* mutations predominantly cause breast cancers, sarcomas, brain tumors, and adrenal gland tumors in man (74) and lymphomas in mice (75). Germline *APC* mutations cause large bowel tumors in man (76) and small bowel tumors in mice (77). Notably, germline *VHL* mutations do not appear to be sufficient to cause cancer in mice (78, 79). This could reflect the low probability of stochastically acquiring the cooperating mutations required to produce a VHL-associated neoplasm during a mouse lifetime. In this regard, it is perhaps notable that human chromosome 3p, which harbors multiple ccRCC tumor suppressor genes, is not syntenic to a single mouse chromosomal arm.

Complicating efforts to make a mouse *VHL^−/−^* ccRCC further, the kidney, including the functional unit referred to as the nephron, is made up of multiple cell types. The precise cell of origin for *VHL^−/−^* ccRCC has been debated for decades, although most studies point to a renal proximal tubular epithelial cell. A caveat is that *VHL* inactivation could theoretically lead to transdifferentiation, which could confound attempts to assign a true cell of origin, as well as other derangements in gene expression. This might explain the paradox that HIF2 expression is normally restricted to renal interstitial cells and endothelial cells, rather than the presumed cell of origin for ccRCC (proximal tubular epithelial cells). Careful examination of early renal lesions in *VHL* patients suggests that the appearance of HIF2 in such lesions occurs over time and coincides with worsening cellular atypia (10, 80). Finally, it seems likely that the chromosomal arms that are lost or gained in ccRCC harbor multiple ccRCC-relevant genes, including some that might act as haploinsufficient tumor suppressors (20, 53).

We used direct injections of AAVs into the kidney, coupled with either of two “kidney-specific” Cre drivers, to create murine ccRCCs. One of those drivers, PAX8, is clearly expressed in human *VHL*-defective ccRCCs and implicated in ccRCC pathogenesis (49, 51). Nonetheless, the tumors we produced were presumably derived from the cells that are the easiest to transform given the combinations of genetic manipulations we tested. It was already known that *Tsc2* mutations cause ccRCCs in rats (Ecker Rat) and mice (81). We presume, but have not proven, that these tumors are HIF1 dependent. Inactivation of *KEAP1* has been more tightly linked to murine and human papillary renal cell carcinomas than to ccRCCs (82–84). In future studies, we plan to exploit a mouse strain that we have designed and are currently validating in which Cre is driven by the *Epas1* locus to restrict Cre specifically to cells capable of expressing HIF2α. We will also test additional sgRNA combinations, including combinations that omit *Tsc1* and *Keap1* sgRNAs and include a *Hif1A* sgRNA, as well as technologies for deleting entire chromosomal regions. Finally, we might pursue species, such as rats and rhesus monkeys, whose genomes mimic the organization of human chromosome 3p.

## Materials and Methods

### Cell Culture.

3T3-J2 cells were obtained from Sigma-Aldrich and grown in DMEM supplemented with 10% FBS and 1% penicillin/streptomycin. 293FT cells were obtained from Thermo-Fisher Scientific and grown in DMEM as above.

### CRISPR Mouse Models.

The Pax8^tm1.1(Cre)mbu^/J transgenic mouse strain (common name Pax8 Cre/+) was generated by Meinrad Busslinger (48) and obtained from Jackson Labs (Strain No. 028196). Gt(ROSA)26Sor^tm1(CAG-cas9*, -EGFP)Fezh^/J mouse strain (common name Rosa26-LSL-Cas9-EGFP knockin) was generated by Feng Zhang (43) and obtained from Jackson Labs (Strain No.026175). Mice were maintained on a C57BL/6J background in standard housing.

#### Generation of the Ksp-Cre AAV model.

Rosa26-loxP-STOP-loxP(LSL)-Cas9/+ mice were orthotopically injected in the kidney with AAV expressing Cre recombinase under the *Cdh16(KSP)* promoter and sgRNAs for *Keap1, Pbrm1, Vhl, and Tsc1*.

#### Generation of the Cre-less AAV model.

LSL-Cas9/+ mice were crossed with Pax8 Cre mice to produce LSL-Cas9/+; Pax8 Cre/+ mice and orthotopically injected in the kidney with AAV expressing sgRNAs for *Keap1, Pbrm1, Vhl, and Tsc1.* All animal work was performed according to the guidelines of the Animal Care and Use Committee at the Frederick National Laboratory for Cancer Research and Dana-Farber Cancer Institute, Harvard Medical School.

### Orthotopic Mouse Kidney Injection of AAV.

Details of the surgical procedure for orthotopic mouse kidney injection of AAV are in *SI Appendix*, *Methods*.

### sgRNA Design.

Guide RNA sequences for *Vhl*, *Pbrm1, Keap1, Tsc1, Bap1, Cdkn2a, Hif1a, Setd2, Epas1*, and NT are in *SI Appendix*, *Methods*.

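The guide sequences of the 4 genes of the Cre-less model were searched for in the spliced transcripts of GENCODE M21, annotated on GRCm38. Each matched its own gene exactly and no other gene. Introns and sequence between genes were not searched. The Vhl guide TACCCGATCTTACCACCG matches chromosome 6 from 113624330 to 113624347, in coding sequence of exon 1 of 3 of Vhl-201. The surrounding sequence of the exon is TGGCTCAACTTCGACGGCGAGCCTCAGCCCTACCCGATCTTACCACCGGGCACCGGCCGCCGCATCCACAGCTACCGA. The Pbrm1 guide TCAGGACGGCTCATCAGT matches chromosome 14 from 31036012 to 31036029, in coding sequence of exon 5 of 28 of Pbrm1-201, within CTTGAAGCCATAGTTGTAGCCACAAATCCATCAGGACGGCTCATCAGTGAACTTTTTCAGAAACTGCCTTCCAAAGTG. The Keap1 guide CGCAGGACGGTAACCGAAC lies on the reverse strand of chromosome 9 between 21237558 and 21237576, in coding sequence of exon 2 of 6 of Keap1-201, within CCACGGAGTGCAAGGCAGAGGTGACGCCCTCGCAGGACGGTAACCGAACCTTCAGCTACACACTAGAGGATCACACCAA. The Tsc1 guide CGAGGGGGCTTTGACTCT matches chromosome 2 from 28676059 to 28676076, in coding sequence of exon 15 of 23 of Tsc1-201, within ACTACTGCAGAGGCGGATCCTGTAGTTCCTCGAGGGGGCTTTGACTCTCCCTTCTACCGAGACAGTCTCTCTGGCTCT. Exons are given in the direction of the gene. The Cas9 nuclease needs an NGG motif directly after the target. Read as printed, the sequences are followed by GGC, GAA, CTT and CCC. Their reverse complements are followed by GGG for Vhl, TGG for Pbrm1, AGG for Keap1 and AGG for Tsc1. Taken on that strand, the expected cuts fall after positions 113624332, 31036014, 21237573 and 28676061. In the RNA of the 10 tumors, the 4 genes had median expression of 4.17 (Vhl), 5.67 (Pbrm1), 6.36 (Keap1) and 4.91 (Tsc1) log2 CPM.

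**Figure D3:**
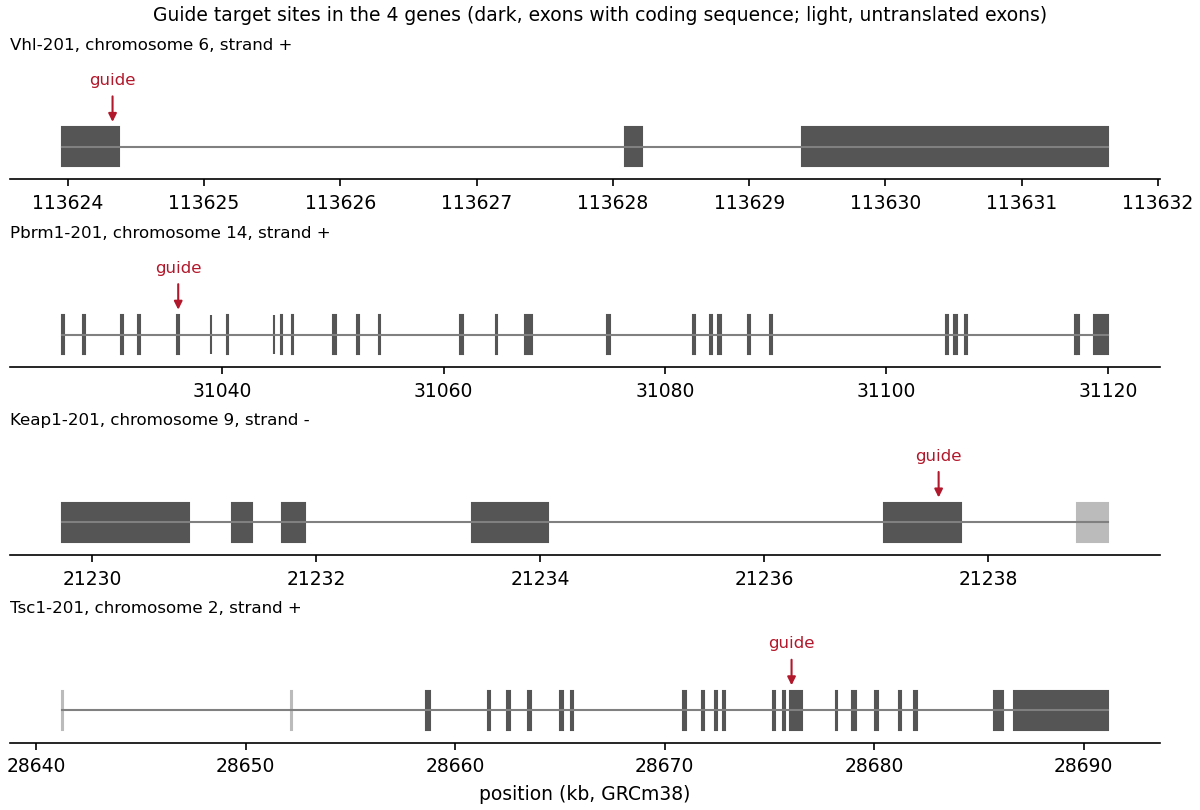
Exons of Vhl-201, Pbrm1-201, Keap1-201 and Tsc1-201 on GRCm38 (position in kb; dark, exons with coding sequence; light, untranslated exons), with an arrow at the site of each guide. The sites lie in exon 1 of Vhl, exon 5 of Pbrm1, exon 2 of Keap1 and exon 15 of Tsc1.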

### AAV Plasmid Construction and Virus Production.

The AAV vector incorporates ITRs from AAV9, the human U6 promoter for sgRNA transcription, sgRNAs for genes of interest, and Cre recombinase under the *Cdh16 (Ksp)* promoter (Ksp-Cre AAV model). AAV vectors containing the sgRNAs were constructed using the Gateway system. For the pAAV-Gao-DEST construct, pX551 vector (Addgene #60957) was modified by inserting a Gateway cassette between XbaI and NotI. For pAAV-Gao-Ksp-Cre-DEST construct, a Ksp-Cre expression cassette was cloned into pAAV-Gao-DEST between PacI and KpnI.

For assembly of the sgRNA-containing pAAV-Gao-DEST construct, individual sgRNA and spacer fragments were amplified from pLentiCRISPRv2 plasmids containing the desired sgRNA using the KOD Xtreme PCR kit (Sigma) according to the manufacturer’s instructions. The pENTR223 backbone was similarly PCR amplified to yield a linear sequence. PCR products of the correct size were gel purified using the Qiagen gel extraction kit. Purified PCR products were combined by Gibson assembly (New England Biolabs) to yield pENTR223 containing the four sgRNAs of interest in the desired order. The resulting plasmid was amplified in NEB 5-alpha cells using spectinomycin selection and verified by Sanger sequencing. The verified sgRNA sequence was then inserted into AAV-Gao-DEST by the LR reaction. The LR reaction product was amplified in HB101 cells under ampicillin selection and verified by Sanger sequencing.

Large-scale AAV production was outsourced to Vigene Biosciences (Rockville, MD) (1 to 3 × 10^13^ GU/mL) and stored at −80 °C.

### RNA Isolation and qPCR.

RNA was extracted from frozen mouse tumor and normal kidney tissue with the RNeasy mini kit (Qiagen) according to the manufacturer’s instructions and converted to cDNA with AffinityScript QPCR cDNA Synthesis Kit (Agilent). Gene expression was measured by Real-Time PCR using LightCycler 480 SYBR Green I on a LightCycler 480 Real-Time PCR system (Roche) per the manufacturer’s instructions. All assays were run in triplicate and gene expression was calculated as comparative CT (ΔΔCT) values. Gene expression was evaluated for the following genes: *Actb, Ccnd1, Vegfa, Slc2a1, Ndrg1, Stat1, Pdk1, Pgk1, Epas1, Car9*, and *Hif1a* (primer sequences in *SI Appendix*, *Methods*).

### Determination of In Vitro and In Vivo CRISPR/Cas9 Gene Editing Efficiency.

Genomic DNA was purified from mouse tissues on the Maxwell 16 Instrument (Promega) using the Maxwell 16 Tissue DNA Purification Kit according to the manufacturer’s instructions. PCR amplification of each gene from the 3T3-J2 cell, mouse tumor, or normal kidney genomic DNA was performed using a NEST primer set that flanks the sgRNA site (*SI Appendix*, *Methods*). NEST PCR products were gel purified and subjected to a second PCR amplification using the internal SEQ primer set. The purified SEQ PCR amplicons were pooled and sequenced on the Illumina MiSeq system using TruSeq DNA Nano Libraries and paired-end sequencing. All samples had above 85% of Q30 bases and yields between 395 and 573 thousand pass filter reads. Samples were trimmed for adapters using Cutadapt and the trimmed reads were analyzed with CRISPResso2, a software pipeline designed to enable rapid and intuitive interpretation of genome editing experiments (85).

### In Vivo Tumor Development and Monitoring.

Mouse tumor development was initiated by orthotopic kidney injection of AAV expressing sgRNAs for *Vhl, Pbrm1, Keap1*, and *Tsc1* (up to 3 × 10^11^ GU/mouse) following the surgical procedure as described in *SI Appendix*, *Methods*. Tumor development was monitored by serial MRI. Mice were killed by CO_2_ asphyxiation at humane end points per institutional ACUC guidelines (20 mm maximum dimension) for tumor collection and biochemical analysis.

### MRI.

Early detection and monitoring of tumors was achieved by 3D MRI utilizing a 3.0 T MRI clinical scanner (Philips Intera Achieva, Best, The Netherlands) using a custom-built multimouse volume receive array coil (Lambda Z Technologies, Baltimore, MD) for high-throughput imaging of three mice simultaneously. Noncontrast nongated T2w MRI was initiated 8 to 10 wk after AAV injection then serial imaging was performed to monitor growth (biweekly) and response to therapy (weekly). Details of the MRI protocol are in *SI Appendix*, *Methods*. ImageJ version 1.53 (86) was used to visualize the MRI tumor images. Maximum diameter measurements were taken from the image in the coronal plane to evaluate tumor growth and response to therapy.

### RNA Sequencing and Analysis.

Ten mouse kidney tumors and ten normal kidneys were collected from an initial cohort of 10 Cre-less model mice specifically produced for RNA sequencing and genomic analysis. Separate aliquots were used to produce RNA for RNAseq and DNA for whole-genome sequencing (WGS) and copy number analysis. RNAseq was performed by Novogene (Novogene Corporation, Inc., CA), and details are presented in *SI Appendix*, *Methods*. The raw data have been uploaded to the Gene Expression Omnibus (https://www.ncbi.nlm.nih.gov/geo/) with accession number GSE275231.

### Whole-Genome Sequencing and Copy Number Analysis.

The TruSeq Nano DNA Library prep kit (Illumina, 15041110 D) was used to prepare samples for whole-genome sequencing. The methodologies for WGS and variant/copy number analysis are detailed in *SI Appendix*, *Methods*. The average sequencing depth was between 53X and 69X mean genome coverage for tumor samples and normal samples. Details are in *SI Appendix*, Table S3 and *Sequencing Statistics*.

### Single-Cell Sequencing.

Mouse tumor and normal kidney samples (~50 mg per unit dissociation mix) were dissociated into single-cell suspensions, and libraries were generated utilizing the Chromium Next GEM Single Cell v 3.1 platform (10X Genomics) and sequenced across two flowcells-one P2 flowcell on a NextSeq 2000 system and one S2 flowcell on a NovaSeq 6000 system (Illumina). Raw data have been uploaded to the Gene Expression Omnibus with accession number GSE275339. Details are in *SI Appendix*, *Methods*.

### scRNA-Seq Data Preprocessing.

Preprocessing of scRNA-Seq data, including alignment, read counting, ambient RNA decontamination, and multiplet removal, was performed using field standard tools and parameters (*SI Appendix*, *Methods*).

### Normal Kidney and Tumor Cell Type Annotation.

Annotation of normal kidney and tumor cells was performed with iterative rounds of dimension reduction, integration, clustering, and differential expression analysis. Removal of normal kidney and tumor cells driven by residual ambient RNA contamination was performed as described in *SI Appendix*, *Methods*.

### Immune Cell Annotation and Analysis.

Annotation of immune cells from normal kidney and tumor samples was performed with iterative rounds of dimension reduction, integration, clustering, and differential expression analysis (*SI Appendix*, *Methods*).

### Cell of Origin Analysis.

To determine the cell of origin of model tumor cells, we adapted an approach previously used to identify the cell of origin of human ccRCC by comparing transcriptional profiles of RCC tumor cells with healthy kidney tissue (*SI Appendix*, *Methods*).

### In Vivo Drug Studies.

When tumors reached ~24 to 35 mm^3^, mice were randomized by tumor volume into treatment groups, dosed with drug or vehicle according to study design, and monitored for tumor response by weekly MRI. Body weights were taken twice weekly. At study end point, mice were euthanized humanely by CO_2_ asphyxiation and tumors were removed for biochemical analysis. A separate group of five mice per treatment arm were treated for 4 d and then euthanized for PT2399 tissue analysis and evaluation of HIF-α and HIF target gene expression.

#### Axitinib study.

Treatment arms (10 mice per arm) included axitinib, 100 mg/kg in 0.5% carboxymethyl cellulose, p.o., b.i.d.,5 × week and vehicle dosed per treatment arm for 7 wk.

#### PT2399 and immunotherapy study.

Treatment arms (10 mice per arm) included 1) anti-murine-PD1 (muDX400, Merck & Co., Inc., Rahway, NJ), 10 mg/kg, i.p., Q5 for five doses; 2) anti-murine CTLA4 (Catalogue # BP0164, clone 9D9, BioXCell), 5 mg/kg, i.p., Q5 for five doses; 3) PT2399, 30 mg/kg in 10% EtOH, 30% PEG400, 60% MCT(0.5% methylcellulose/0.5% Tween 80), p.o., b.i.d., 5 × week; 4) anti-murine PD1 and PT2399; 5) anti-murine CTLA-4 and PT2399; 6) anti-murine-PD1 and anti-murine CTLA4; 7) anti-murine PD1, anti-murine CTLA4, and PT2399; and 8) vehicles dosed per treatment arms for 7 wk.

#### Everolimus study.

Treatment arms (five mice per arm) included everolimus, 5 mg/kg in 10% DMSO, 40% PEG300, 5% Tween 80, 45% saline, p.o., once daily, 5 × week, and vehicle dosed per treatment arm for 5 wk.

### Determination of PT2399, Anti-PD-1, and Anti-CTLA4 in Animal Tissues.

#### Determination of murine anti-PD-1 (muDX400) and anti-CTLA4 in mouse serum.

Levels of therapeutic antibodies were evaluated by a bioanalytical method using the MSD electrochemiluminescence (ECL) format as described in *SI Appendix*, *Methods*.

#### Determination of PT2399 in mouse blood and tumor.

Mouse biological samples (blood and tumor homogenate) were prepared with protein precipitation and analyzed with LC–MS/MS as described in *SI Appendix*, *Methods*.

### Immunohistochemistry of Tumor Tissues.

Immunohistochemical staining of tumors to assess gene editing for Pbrm1, Tsc1 (pS6) and Vhl (Ca9), and Pax8 and GFP was performed as described in *SI Appendix*, *Methods*.

### Statistical Analysis.

Kaplan–Meier survival analysis and statistical analysis were performed using GraphPad Prism Version 8.4.3 software. scRNA-Seq analysis was performed using R version 4.1. *P* values < 0.05 are considered statistically significant.

## Supplementary Material

Appendix 01

Dataset S01

Dataset S02

Dataset S03

Dataset S04

## Data Availability

Source code for scRNA-Seq analysis is available on GitHub at https://github.com/kevinbi2599/ccRCC_Creless_Model_scRNA (87). Additional data related to this paper may be requested from the authors. All plasmids are available from the authors. RNA sequencing raw data files and single cell sequencing raw data files have been deposited in the Gene Expression Omnibus (https://www.ncbi.nlm.nih.gov/geo/) [RNA sequencing data: GSE275231 (88); Single cell sequencing data: GSE275339 (89)]. All other data are included in the manuscript and/or supporting information.

# Supplementary material for: Toward a CRISPR-based mouse model of Vhl-deficient clear cell kidney cancer: Initial experience and lessons learned
**Source:** Proc Natl Acad Sci U S A. 2024 Oct 4;121(41):e2408549121. doi: 10.1073/pnas.2408549121
**Supplement:** Supplementary file 1 — Appendix 01

## Supporting Information for

### Title: Towards a CRISPR-Based Mouse Model of *Vhl*-deficient Clear Cell Kidney Cancer: Initial Experience and Lessons Learned

**Authors:** Laura A. Stransky<sup>a,#</sup>, Wenhua Gao<sup>a,#</sup>, Laura S. Schmidt<sup>c,d,#</sup>, Kevin Bi<sup>e</sup>, Christopher J. Ricketts<sup>c</sup>, Vijayendra Ramesh<sup>a</sup>, Amy James<sup>f</sup>, Simone Difilippantonio<sup>f</sup>, Lilia Ileva<sup>g</sup>, Joseph D. Kalen<sup>g</sup>, Baktiar Karim<sup>h</sup>, Albert Jeon<sup>h</sup>, Tamara Morgan<sup>h</sup>, Andrew C. Warner<sup>h</sup>, Sevilay Turan<sup>i</sup>, Joanne Unite<sup>i</sup>, Bao Tran<sup>i</sup>, Sulbha Choudhari<sup>j</sup>, Yongmei Zhao<sup>j</sup>, Douglas E. Linn<sup>k</sup>, Changhong Yun<sup>l</sup>, Sripriya Dhandapani<sup>m</sup>, Vaishali Parab<sup>m</sup>, Elaine M. Pinheiro<sup>n</sup>, Nicole Morris<sup>h</sup>, Lixia He<sup>a</sup>, Sean M. Vigeant<sup>a</sup>, Jean-Christophe Pignon<sup>o</sup>, Maura Sticco-Ivins<sup>o</sup>, Sabina Signoretti<sup>o</sup>, Eliezer M. Van Allen<sup>e</sup>, W. Marston Linehan<sup>c</sup>, William G. Kaelin, Jr.<sup>a,b,\*</sup>

#These authors contributed equally.

**This PDF file includes:**

Materials and Methods

Figures S1 to S15

Tables S1-S3

SI References

**Other supporting materials for this manuscript include the following:**

Dataset S1. Cell-level metadata and differential expression results for non-immune cells from normal kidney and tumor scRNA-Seq

Dataset S2. Cell-level metadata and differential expression results for immune cells from normal kidney and tumor scRNA-Seq

Dataset S3. Gene count and quality control data for RNAseq derived from 10 mouse tumors and 10 normal mouse kidney samples

Dataset S4. Ambient RNA signatures and GSEA results for normal kidney and tumor scRNA-Seq

## Materials and Methods

### sgRNA design

sgRNA for Vhl: TACCCGATCTTACCACCG

sgRNA for Pbrm1: TCAGGACGGCTCATCAGT

sgRNA for Keap1: CGCAGGACGGTAACCGAAC

sgRNA for Tsc1: CGAGGGGGCTTTGACTCT

sgRNA for Bap1: CGCTTAGCAAGGCGTGA

sgRNA for Cdkn2a:CGGTGCAGATTGAACTGC

sgRNA for Hif1a:TGCACCCTAACAAAGCCG

sgRNA for Setd2: CAGCCGCCACCGAAGAT

sgRNA for Epas1: TGAAGAAGTCACGCTCG

sgRNA for NT control:GAGGCTAAGCGTCGCAA

### RNA isolation and qPCR

RNA was extracted from frozen mouse tumor and normal kidney tissue with the RNeasy mini kit (Qiagen) according to manufacturer's instructions and converted to cDNA with AffinityScript QPCR cDNA Synthesis Kit (Agilent). Gene expression was measured by Real-Time PCR using LightCycler 480 SYBR Green I on a LightCycler 480 Real-Time PCR system (Roche) per manufacturer's instructions. All assays were run in triplicate and gene expression was calculated as comparative CT ( $\Delta\Delta CT$ ) values. Gene expression was evaluated for the following genes using the listed primer sets:

*Actb*: forward 5'- GTGACGTTGACATCCGTAAAGA;

reverse 5'- GCCGGACTCATCGTACTCC

*Ccnd1*: forward 5'-GCAGAAGGAGATTGTGCCATCC;

reverse 5'-AGGAAGCGGTCCAGGTAGTTCA

*Vegfa*: forward 5'-CTGCTGTAACGATGAAGCCCTG;

reverse 5'-GCTGTAGGAAGCTCATCTCTCC

reverse 5'- ACGAGGAGACCGTGAAGATGA

*Ndr1* forward 5'- TTGCTGTCTGCCATGTGGATGC;

reverse 5'- GACTCCAGGAAGCATTTAGCC

*Stat1* forward 5'- GCCTCTCATTGTCACCGAAGAAC;

reverse 5'- TGGCTGACGTTGGAGATCACCA

*Pdk1* forward 5'- CTACCAGCCATGTCAGAGGATG;

reverse 5'- AGGCTGGTTTCCACCGTAGACA

*Pgk1* forward 5'- GATGCTTTCCGAGCCTCACTGT;

reverse 5'- ACCAGCCTTCTGTGGCAGATTC  
*Epas1* forward 5'- GGACAGCAAGACTTTCCTGAGC;  
reverse 5'- GGTAGAACTCATAGGCAGAGCG  
*Car9* forward 5'- GGCGAACGATTGAGGCTTCCTT;  
reverse 5'- GCTGGTGACAGCAAAGAGAAGG  
*Hif1a* forward 5'- CCTGCACTGAATCAAGAGGTTGC;  
reverse 5'- CCATCAGAAGGACTTGCTGGCT

### **Orthotopic mouse kidney injection of AAV**

Mice (M/F, 8-12 weeks of age) were anesthetized with Isoflurane to effect. After the mice were fully anesthetized, the surgical field was sterilized and the skin was retracted with forceps. Sterile scissors were then used to make a ~ 2 cm incision along back of animal. After kidney was exposed, up to 30 µl of concentrated adeno-associated virus (AAV) (titer, up to  $3 \times 10^{11}$  genome copy/mouse) was injected near the lower kidney pole into the renal parenchyma. The surgical wound was closed in two layers- the abdominal wall with sutures and skin with autoclips. The mice were placed on a heat source (heat-pack or heating pad) after injection to prevent hypothermia. Animals received 0.05 mg/kg buprenorphine SQ immediately after the procedure. The autoclips were removed 7-10 days later.

### **Determination of *in vitro* and *in vivo* CRISPR/Cas9 gene editing efficiency**

*Vhl* NEST primer set: forward 5'-AA AGA AAA GGA AAG GAA ACA AAC AGA AAC; reverse 5'-GCC TAG CGC AGC AAT TAT GAC ACA  
*Vhl* SEQ primer set: forward 5'-CGG TGC TGC GCT CGG TGA ACT CG; reverse 5'-CGG GGT AGA TGC AGT GGG TAG GGA CAA GAT  
*Pbrm1* NEST primer set: forward 5'-TGA CTC CCT CTT CTG GAG TGT; reverse 5'-CTG CTG AGG CCA TGA AGA GTA  
*Pbrm1* SEQ primer set: forward 5'-TGC CGT CTA GTC TTC TCC AGG; reverse 5'-CAC CAC TAC CCA GCA ACA CTG  
*Keap1* NEST primer set: forward 5'-CCC TGA AGG CCC GCG AGT TGA GA; reverse 5'-AGG CTC GAA CCA CGC TGT CAA TC  
*Keap1* SEQ primer set: forward 5'-CCG CAG CAG CCA GTT CCT GCC CC; reverse 5'-TCA TAT TTG ACC TGC AGG GTC ACG

### **Magnetic resonance imaging**

Early detection and monitoring of tumors was achieved by magnetic resonance imaging (MRI) utilizing a 3.0T MRI clinical scanner (Philips Intera Achieva, Best, The Netherlands) using a custom-built multi-mouse volume receive array coil (Lambda Z Technologies, Baltimore, MD) for high throughput imaging of three mice simultaneously. Non-contrast non-gated T2w MRI was

initiated 8-10 weeks after AAV injection; then weekly serial imaging was performed to monitor growth and response to therapy.

The animal body temperature (thermostat controlled heated table at 34–37 °C) was maintained from the time the animal entered the imaging room, through anesthesia induction, imaging, and until recovery from anesthesia. Isoflurane anesthesia was administered via an induction chamber (3% pre-imaging) and nose cone (1.5–2% during imaging) with oxygen as the carrier gas at a flow of 1 L/min. Pulmonary function was monitored (MP150, Biopac Systems, Inc, Goleta, CA) during scanning and the anesthesia (1.5–2% isoflurane) was regulated to maintain a pulmonary rate of 40 breaths per min (bpm) to reduce motion artifacts.

An initial survey scan with slices in the three orthogonal directions (sagittal, coronal, and axial) were applied to locate mouse kidneys and determine the imaging planes. Multislice T2 weighted images were acquired using a turbo spin echo sequence (T2w-TSE) applied in coronal view with the following parameters: field of view 160 mm x 40 mm; in-plane resolution 0.18 mm × 0.18 mm; slice thickness 0.5 mm; repetition time (TR) 4570 ms; echo time (TE) 45 ms. A Spectral Presaturation with Inversion Recovery (SPIR) sequence (Philips Healthcare, Brest, The Netherlands) was used to suppress the signal from adipose tissue and improve the contrast between cyst, tumors and fat tissue surrounding the kidneys.

### **RNA sequencing and analysis**

Mouse tumors and normal kidneys were flash frozen and cryo-pulverized in liquid nitrogen for RNA extraction for RNA sequencing. The resultant powder was resuspended in 1 mL of Trizol Reagent (Invitrogen, CA, USA) and total RNA extraction was performed in accordance with the manufacturer's protocol. RNA concentrations and purities were evaluated using an Agilent 4150 TapeStation System (Agilent Technologies, Inc., CA, USA) by the NCI CCR Genomics Core (Bethesda, MD) and RNA was stored at -80°C. RNAseq library preparation and transcriptome sequencing was performed by Novogene (Novogene Corporation, Inc., CA, USA) using Illumina PE150 technology (Illumina, Inc., CA, USA). The gene count data provided by Novogene were analyzed by the NIH Integrated Data Analysis Portal (NIDAP) using the RNA sequencing data analysis pipeline to produce PCA plots, gene clustering heatmaps, and differential gene expression profiles, and perform pathway/gene set enrichment analysis. 

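Of the count table in Dataset S3, 1616 genes were held here and 52916 further rows were not. The 32320 counts of these genes over the 20 libraries were compared with the deposited counts, and 0 differed. The values are whole numbers, so no normalization had been applied, and the 10 normal kidneys and 10 tumors carry the numbers 1 to 10. The gene identifiers were matched to the GENCODE M21 annotation of GRCm38, which lists 54495 of the 54532 genes, 53585 of them with the same chromosome, start and end. The quality control values were not used here.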

The raw gene count data and the quality control data are presented in Dataset S3. The percentage of gene editing within the tumor samples for the 4 targeted genes is also shown based on WGS data (Dataset S3).

### **Whole Genome Sequencing and Copy Number Analysis**

The TruSeq Nano DNA Library prep kit (Illumina, 15041110 D) was used to prepare samples for whole genome sequencing. The whole genome libraries were pooled together and sequenced on a NovaSeq 6000 instrument at 2x150bp read length using the S4 configuration. Sequencing was performed following the manufacturer's instructions. The sequencing run was demultiplexed using Illumina Bcl2fastq v2.20 software tool. The raw fastq files were used as input to run DRAGEN 4.0.5 (Illumina, USA) for mapping and variant calling. The mouse reference genome mm10 (GRCm38) was used as reference. DRAGEN was run for each tumor with six pooled normal samples and subsampled to 100x as pairs using the somatic variant calling mode to call the structural variants and SNVs. For normal samples, the germline joint genotyping was used to call variants. For Copy Number Variation, analysis was performed using DRAGEN v 4.0.5 CNV pipeline and self-normalization mode with germline joint genotyping variants for combined normal samples.

### **Single cell sequencing sample prep, generation of libraries and sequencing**

Mouse tumor and normal kidney samples (~50 mg per unit dissociation mix) were dissociated into single cell suspensions using a cocktail of collagenase (VitaCyte 001-2030 Collagenase MA, 13units/ $\mu$ L) and protease (VitaCyte 003-1000 BP Protease, 0.88 units/ $\mu$ L) in RPMI media at 37 C for 5 min. with pipetting to break up tissue as needed. The digestion mix was passed through a 70  $\mu$ M mesh followed by a 40  $\mu$ M mesh and quenched with cold PBS/10% FBS. The flow-through was centrifuged to remove the enzymes and quenching solution. Red blood cells (RBCs) were lysed with cold ACK buffer for 3 min. at room temperature. The single cell suspension was washed and counted using a hemocytometer-Trypan Blue. Single-cell RNA-seq libraries were generated utilizing the Chromium Next GEM Single Cell v 3.1 platform (10X Genomics, US). Single-cell suspensions were prepared by diluting cells to a concentration of 1000 cells/ $\mu$ L in 1x PBS with 0.04% BSA. Subsequently, these cells were integrated into a real-time polymerase chain reaction (RT-PCR) master mix with the aim of targeting approximately 10,000 cells. Following the manufacturer's instructions, this mixture was loaded into a Next GEM Chip G, along with Single Cell v3.1 gel beads and partitioning oil. The cDNA molecules underwent amplification, dual indexing, and pooling, as per the manufacturer's guidelines (10X Genomics, US) and sequencing libraries were quantified using the Agilent High Sensitivity ScreenTape. To ensure comprehensive sequencing, all single-cell libraries were subjected to a customized paired-end format with dual indexing (28/10/90-bp for v3.1 libraries), following the recommendations of 10X Genomics. Finally, these libraries were sequenced across two flowcells-one P2 flowcell on a NextSeq 2000 system, and one S2 flowcell on a NovaSeq 6000 system (Illumina, US).

### **scRNA-seq data preprocessing**

Demultiplexing of sequencing results, barcode processing, read alignment, and UMI counting were performed using the 10x Genomics CellRanger pipeline (v6.1.2) with the `include_introns` parameter set to “false”. Reads were aligned to the mm10-2020-A reference genome. After exclusion of low RNA content droplets, confidently mapped, non-PCR duplicate reads were counted to generate a gene-barcode matrix for each sample.

To abrogate sample-to-sample technical differences arising from cell-free RNA profiles, an ambient RNA decontamination step was performed on each sample individually using CellBender (v0.2.0). Briefly, raw counts for each sample were provided as input to the `remove-background` module of CellBender (3). `Remove-background` was run on all samples using the “full” model, 150 training epochs, a target false positive rate of 0.01, an empty drop training fraction of 0.5, and 40,000 total droplets included. For each sample, the expected cells parameter was derived from the estimate outputted by CellRanger.

To exclude data from droplets encapsulating more than one cell, we performed multiplet detection and removal on CellBender-cleaned counts matrices using the Scrublet package (Python, v0.2.1) (4). For each sample, an expected doublet rate parameter of 0.1 was used, and doublet score thresholds were tuned manually to partition putative singlet and neotypic doublet modes in the score distribution. Predicted doublets were then removed from gene-barcode matrices, yielding a singlet-only, ambient RNA-subtracted counts matrix for each sample. All further quality control, feature selection, dimension reduction, unsupervised clustering, and differential expression analyses were performed using the Seurat R package (v4.2.0) (5).

### **Normal kidney and tumor cell type annotation**

Prior to clustering and cell type annotation, the 8 samples were merged into a single Seurat object. Cells with fewer than 200 genes detected or 20% or more of counts attributed to mitochondrially-encoded transcripts were removed. Genes detected in fewer than three cells across samples were also excluded. Raw counts were then normalized and scaled using the default Seurat log-normalization approach.

For an initial overview of the data, we performed principal components analysis (PCA) on the normalized expression matrix using the 3000 most highly variable genes in the dataset. The first 30 principal components (PCs) were then used to perform Louvain clustering and uniform manifold approximation and projection (UMAP) for visualization in two dimensions. Clusters were then broadly defined as immune or non-immune based on a per-cluster cutoff of 25% percent of cells expressing *Ptprc*, encoding CD45.

To annotate normal nephron cell types, we re-normalized and re-scaled cells from normal kidney samples, excluding cells from broadly defined immune clusters. For this subset of the data, we again performed PCA using 3000 highly variable genes, and additionally integrated the first 30 PCs using the R package Harmony (v0.1.0) (6) to correct for variation based on animal sex, as mice are known to exhibit highly sexually dimorphic transcriptional programs across proximal tubule segments (7). The 30 Harmony-corrected dimensions were then used for Louvain clustering and UMAP. We performed differential expression analysis comparing cells of each Louvain cluster to all other cells in the subset using a logistic regression framework (“LR” method implemented by Seurat) with Bonferonni correction for multiple hypothesis testing and animal sex included as a latent variable. Clusters were annotated as major nephron cell types based on significant differential expression of known marker genes (2, 7-10).

Despite ambient RNA decontamination using CellBender, we observed substantial variation in non-immune normal kidney cells driven by residual cell-free RNA profiles. In particular, we identified two major groupings of proximal tubule cells, termed PT\_A and PT\_B, both spanning the S1 and S2 segments (SI Appendix, Fig. S15A). PT\_A cells, relative to PT\_B, exhibited significantly higher expression of genes commonly observed in ambient RNA profiles, including *Ftl1*, *Fth1*, and genes encoding ribosomal subunits, and also exhibited a lower number of total genes and total counts per cell, suggesting lower overall library quality (SI Appendix, Fig. S15B). To quantitatively determine whether PT\_A cells showed signs of greater cell-free RNA contamination, we used the raw, non-background-corrected expression matrices from each normal kidney sample to define gene signatures describing droplets with low RNA content; for each sample, we identified the top 200 most highly expressed genes within droplets with 50-200 total counts and determined the intersect and union of these sets. We then performed GSEA (fgsea R package, v1.18.0) comparing PT\_A and PT\_B cells in the scope of these signatures, and found that PT\_A cells were significantly enriched for cell-free RNA gene sets (SI Appendix, Fig. S15C, and Dataset S4A-B). We therefore chose to omit these cells from further analysis. Following removal of PT\_A, we iteratively performed re-normalization and re-scaling, PCA, Harmony correction, Louvain clustering, UMAP, and differential expression to identify cell types and states with distinct expression profiles, resulting in 16,446 annotated normal kidney cells for the cell of origin analysis.

To annotate tumor and tumor-associated stromal cells, we re-normalized and re-scaled cells from Cre-less AAV tumor samples, excluding cells from broadly defined immune clusters, and again performed PCA, Harmony integration, Louvain clustering, UMAP, and differential expression analysis. We initially identified three main tumor clusters, termed Tumor\_Neat1, Tumor\_Cpe, and Tumor\_Ftl1 (SI Appendix, Fig. S15D). Tumor\_Ftl1 cells, but not Tumor\_Cpe, displayed substantially lower genes and counts per cell compared to Tumor\_Neat1 (SI Appendix,

Fig. S15E). Tumor\_Cpe and Tumor\_Ftl1 both showed enrichment of cell-free RNA gene sets derived from the 4 tumor samples relative to Tumor\_Neat1, and Tumor\_Ftl1 was enriched for these gene sets relative to Tumor\_Cpe (SI Appendix, Fig. S15F and Dataset4C-F). Additionally, compared to Tumor\_Neat1, Tumor\_Cpe were significantly enriched for a host of HIF target genes, renal injury-associated genes, and EMT genes, suggesting a true distinct cell state. Thus, we chose to remove Tumor\_Ftl1 from further analysis, but retain Tumor\_Cpe. Final iterations of subsetting, re-clustering, and re-annotation yielded 8,601 annotated tumor and stromal cells for subsequent analysis.

### **Immune cell annotation and analysis**

To annotate immune subsets, we performed iterations of subsetting, re-clustering, and re-annotation via differential expression as described above, beginning with broadly identified immune cells from normal kidney and tumor samples. Granular cell type and state annotations were achieved via subsetting of CD8+ T cells, CD4+ T cells, NK cells, and myeloid cells into discrete objects. For all Harmony integration in immune cells, we adjusted for sample as the primary source of variation. For all differential expression analyses between clusters in immune cells, we used a logistic regression framework with Bonferonni correction for multiple hypothesis testing and sample as the sole latent variable.

During the course of the study, a colony breakout of *Helicobacter hepaticus* developed and 2/4 tumor-bearing mice used in the single cell sequencing study became infected. Mice were quarantined until tumors reached appropriate size for harvest and did not display any health issues. In comparing immune cells from tumor and normal samples, we applied multiple measures for ruling out *Helicobacter hepaticus* infection as a driver of phenotypes of interest. For differential expression analysis between CD8 Tox-Hi cells from tumor and normal samples, *Helicobacter* infection status was used as the sole latent variable. When comparing CD8+ T cell and myeloid cell frequencies between tumor and normal specimens, we quantified cell type proportions on a sample to sample basis and found that *Helicobacter* infection status was not a driving factor behind group-level differences.

### **Cell of origin analysis**

To quantify the similarity of model tumor cells to normal kidney cell types, we adapted a logistic regression approach used to identify the cell of origin of ccRCC in human scRNA-Seq data (1). For each normal kidney cluster, we fit a one-versus-rest binomial logistic regression model with elastic net regularization using all nephron cell types, normal kidney fibroblasts, and normal kidney endothelial cells as a training set. Prior to model training, we added a feature selection step; differential gene expression analysis was performed between each cluster and all other clusters in the training set (“LR” method, animal sex as latent variable), and the union of

significantly differential genes (average  $\log_2FC > 0.5$  and Bonferonni-adjusted p-value  $< 0.001$ ) was used as the feature set for model fitting. Other training parameters, including usage of an offset in each model to adjust for observed frequencies of cell types, strategy for selection of lambda, an alpha value of 0.99, and 10-fold cross validation, were kept as previously described (1).

We next used these models to calculate predicted similarity of tumor clusters (split by sample), tumor-associated fibroblasts, and tumor-associated endothelial cells to each normal kidney cell type as previously described (1). The predicted logits were averaged within each cluster in the test set, converted to probabilities, and visualized in a heatmap. Rows representing normal kidney clusters with low cell numbers, wherein during model training convergence for a 2<sup>nd</sup> lambda value was not reached after 100,000 iterations, were omitted from the visualization.

#### **Determination of PT2399, anti-PD-1 and anti-CTLA4 in animal tissues**

*Determination of murine anti-PD-1 (muDX400) & anti-CTLA4 in mouse serum:* Levels of therapeutic antibodies were evaluated by a bioanalytical method using the MSD electrochemiluminescence (ECL) format. The minimal detectable concentration of muDX400 (murine anti-PD-1) and anti-CTLA4 in serum was 10 ng/mL and 19.5 ng/ml respectively. Briefly, MSD highbind 96-well plates were coated with recombinant mouse PD1/Fc chimera or mouse CTLA4. Plates were blocked with 5% BSA prior to incubation of standards, controls and samples, with washes in between each step. ECL was measured after incubation of detection reagent on the MSD Sector Imager S600. The resulting ECL signal produced was proportional to the concentration of muDX400 or anti-CTLA4 in the samples, quantitatively measured by comparison with a standard curve.

*Determination of PT2399 in mouse blood and tumor:* Mouse biological samples (blood and tumor homogenate) were prepared with protein precipitation using Hamilton Microlab STAR Automated Liquid Handling System. In brief, 50  $\mu$ l of the bio-sample was mixed with 200  $\mu$ l acetonitrile (containing the internal standard), which was vortexed for 10 minutes before being centrifuged at 4,000xg for 10 minutes at 4°C. The upper layer was transferred to a new plate for LC-MS/MS injection, and the bottom precipitation was discarded. Samples were analyzed with LC-MS/MS (Waters ACQUITY UPLC System and a Sciex 6500 Triple-Quad mass spectrometer) run in negative electrospray ionization (ESI-) mode. The minimal detectable concentration of PT2399 in mouse samples was 1nM.

#### **Immunohistochemistry of tumor tissues**

Immunohistochemical staining of tumors to assess gene editing was performed as follows:  
*PBRM1*: IHC was performed on the LeicaBiosystems' BondRX autostainer with the following conditions: Epitope Retrieval 2 (EDTA) 30', PBRM1 (Bethyl #A301-591A, 1:5000 60'), and the Bond Polymer Refine Detection Kit (LeicaBiosystems #DS9800) with omission of the PostPrimary reagent. Isotype control reagent was used in place of primary antibody for the negative control. Slides were removed from the Bond autostainer, dehydrated through ethanols, cleared with xylenes, and coverslipped.

Manual staining was performed for pS6, GFP, PAX8, and CA9 as follows:

*S6 Ribosomal Protein (phospho)*: antigen retrieval with citrate buffer (Vector Labs, 10' at 100C), pS6 (Cell Signaling Technology #4857, 1:150 overnight @ 4C), biotinylated secondary antibody goat anti-rabbit IgG (Vector Labs), ABC Elite (Vector Labs), and DAB.

*GFP*: antigen retrieval with proteinase K (Agilent #S3020, 5' RT), GFP (abcam #ab6556, 1:4000 overnight @ 4C), biotinylated secondary antibody goat anti-rabbit IgG (Vector Labs), ABC Elite (Vector Labs), and DAB.

*PAX8*: antigen retrieval with EDTA pH8.0 (Epredia™, 30" at 125C), PAX8 (ProteinTech Group #10336-1-AP, 1:1000 60'), ImmPRESS® HRP anti-Rabbit IgG Polymer Kit (Vector Labs), and DAB.

*Carbonic Anhydrase IX (CA9)*: antigen retrieval with citrate buffer (Vector Labs, 30" at 125C), CA9 (R&D Systems #AF2344, 1:100 60'), Rabbit anti-Goat IgG (Vector Labs), ImmPRESS® HRP anti-Rabbit IgG Polymer Kit (Vector Labs), and DAB.

Sections were counterstained with hematoxylin, dehydrated through ethanols, cleared with xylenes, and coverslipped. H&E slides were stained on the Tissue-Tek® Prisma™ autostainer.

Immunohistochemical staining of tumors from the multi-drug efficacy study was performed on formalin-fixed paraffin-embedded tissue slides in a Leica Biosystems BondRX autostainer with the following conditions: Epitope Retrieval 1 (Citrate) 20 min for Cyclin D1, Ki67, CD8a, CD3 sections, and Epitope Retrieval 2 (EDTA) 10 min for CD31 sections. Antibody source and conditions were as follows: Cyclin D1 (Cell Signaling Technology #2978, 1:200 incubated 30 min), Ki67 (Cell Signaling Technology #12202, 1:200 incubated 30 min), CD8a (eBioscience #14-0195-82, 1:50 incubated 30 min), CD3 (Bio-Rad #MCA1477, 1:100 incubated 60 min), CD31 (abcam #ab28364, 1:100 incubated 60 min), and the Bond Polymer Refine Detection Kit (LeicaBiosystems #DS9800). For CD8a and CD3 a secondary antibody Rabbit anti-Rat IgG (Vector Laboratories) was also used. Isotype control reagents were used in place of primary antibodies for the negative controls. Slides were removed from the Bond autostainer, dehydrated through ethanol series, cleared with xylenes, and coverslipped. Images were captured using the Leica Aperio At2 scanner. Image analysis for Ki67, CyclinD1, CD31, CD8a and CD3 was accomplished using CytoNuclear algorithm in Halo imaging analysis software (v3.5.3577.300; Indica Labs, Albuquerque, NM). CD31 positive vessels were quantified using Aperio vasculature algorithm.

Image annotations were performed by a pathologist (A.J). Fields were excluded if they contained areas of artifact such as folds or tears or significant necrosis.

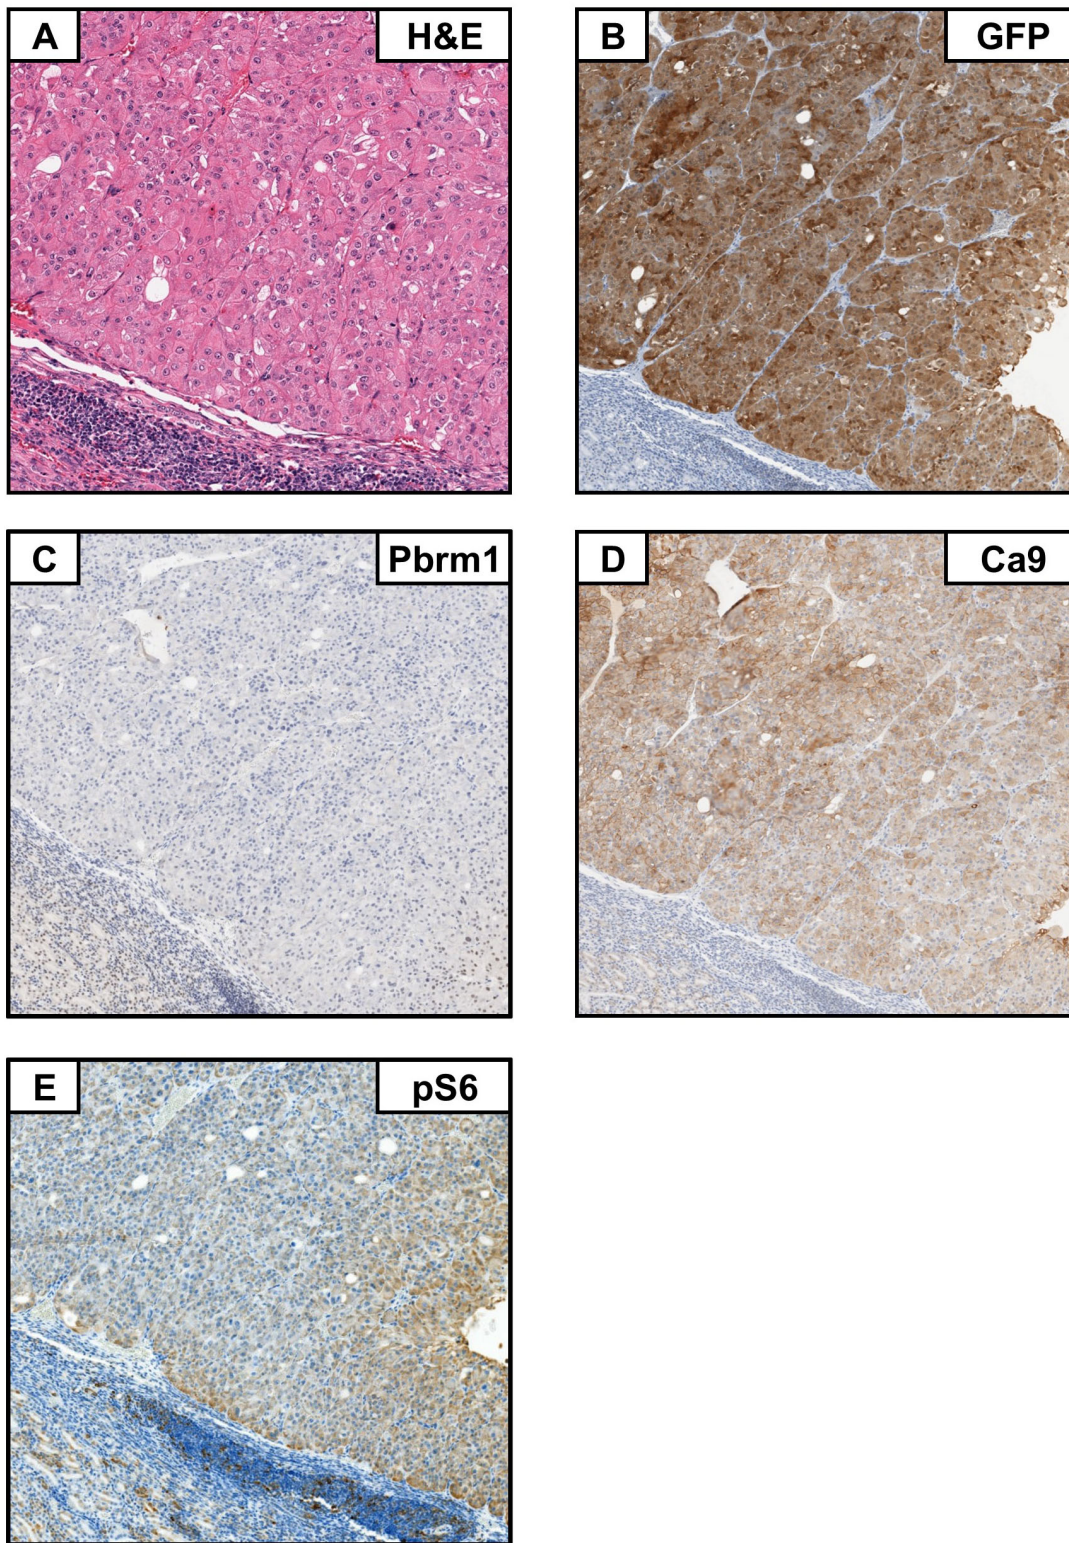

**Figure S1. Immunohistochemistry of biomarkers indicating targeted gene editing.**

A) H&E staining of Ksp-Cre AAV model kidney tumor with adjacent normal kidney (lower left region) showing a cystic-solid histology. Immunohistochemical staining of Ksp-Cre AAV model for B) GFP, C) Baf180 (Pbrm1), D) Ca9, and E) phospho-S6 (mTOR readout).

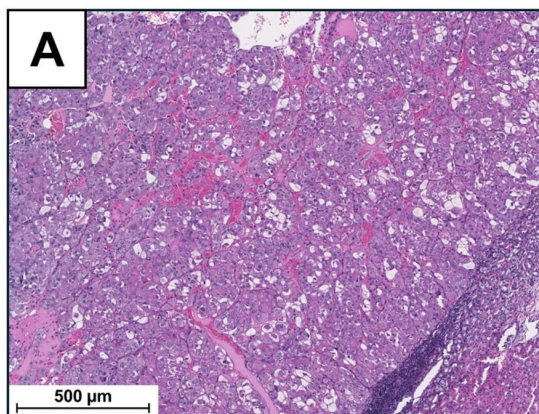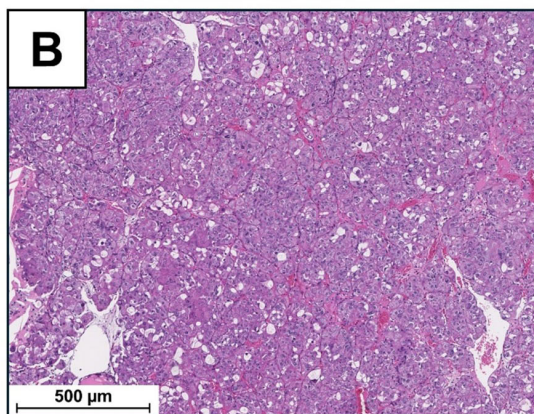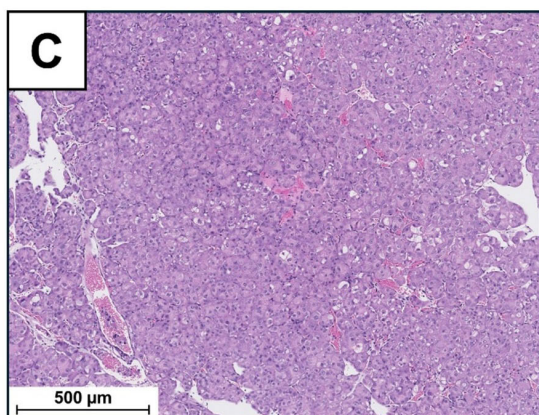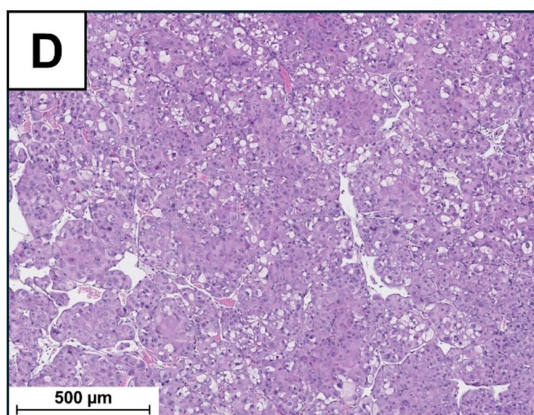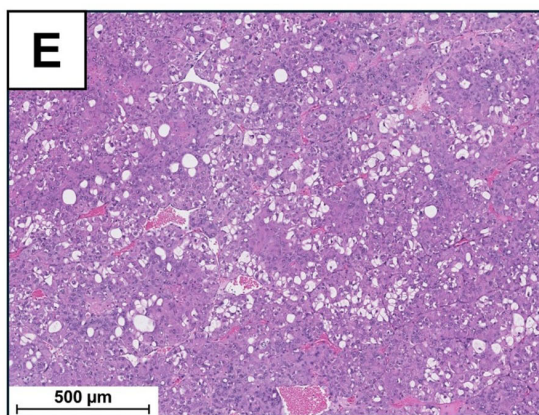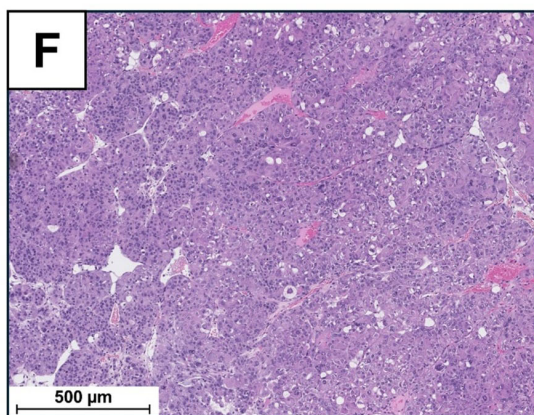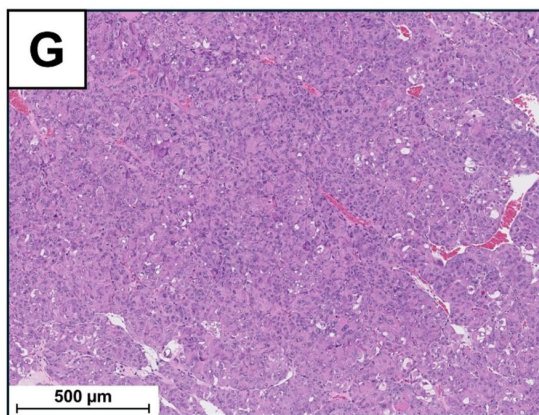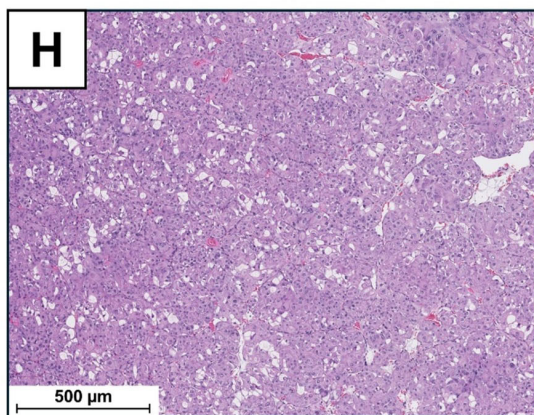

**Figure S2. Examples of kidney tumor histology in the Cre-less AAV model.**

Two different kidney tumor regions were selected from each of four different Cre-less AAV model mice to demonstrate the variable histology. H&E staining is shown. A,B) mouse 1; C,D) mouse 2; E,F) mouse 3; G,H) mouse 4. Scale bar, 500  $\mu$ m.

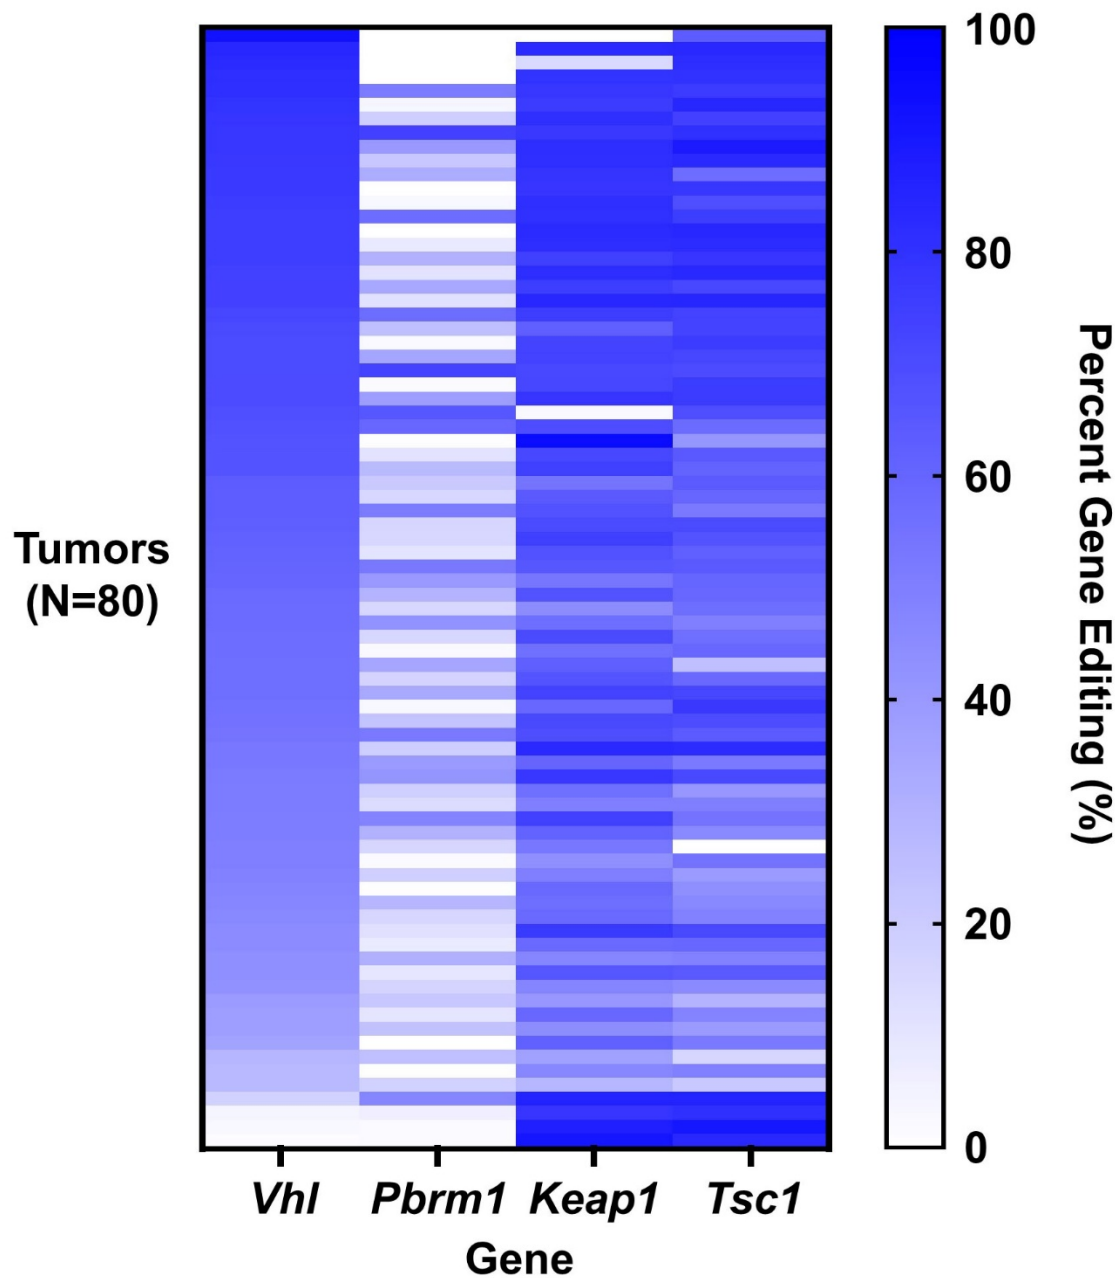

**Figure S3. Percent CRISPR-Cas9 gene editing of multi-drug study tumors for *Vhl*, *Pbrm1*, *Keap1*, and *Tsc1*.**

Percent CRISPR-Cas9 gene editing of *Vhl*, *Pbrm1*, *Keap1* and *Tsc1* was performed by PCR-based sequencing in 80 multi-drug study kidney tumors from Cre-less AAV model.

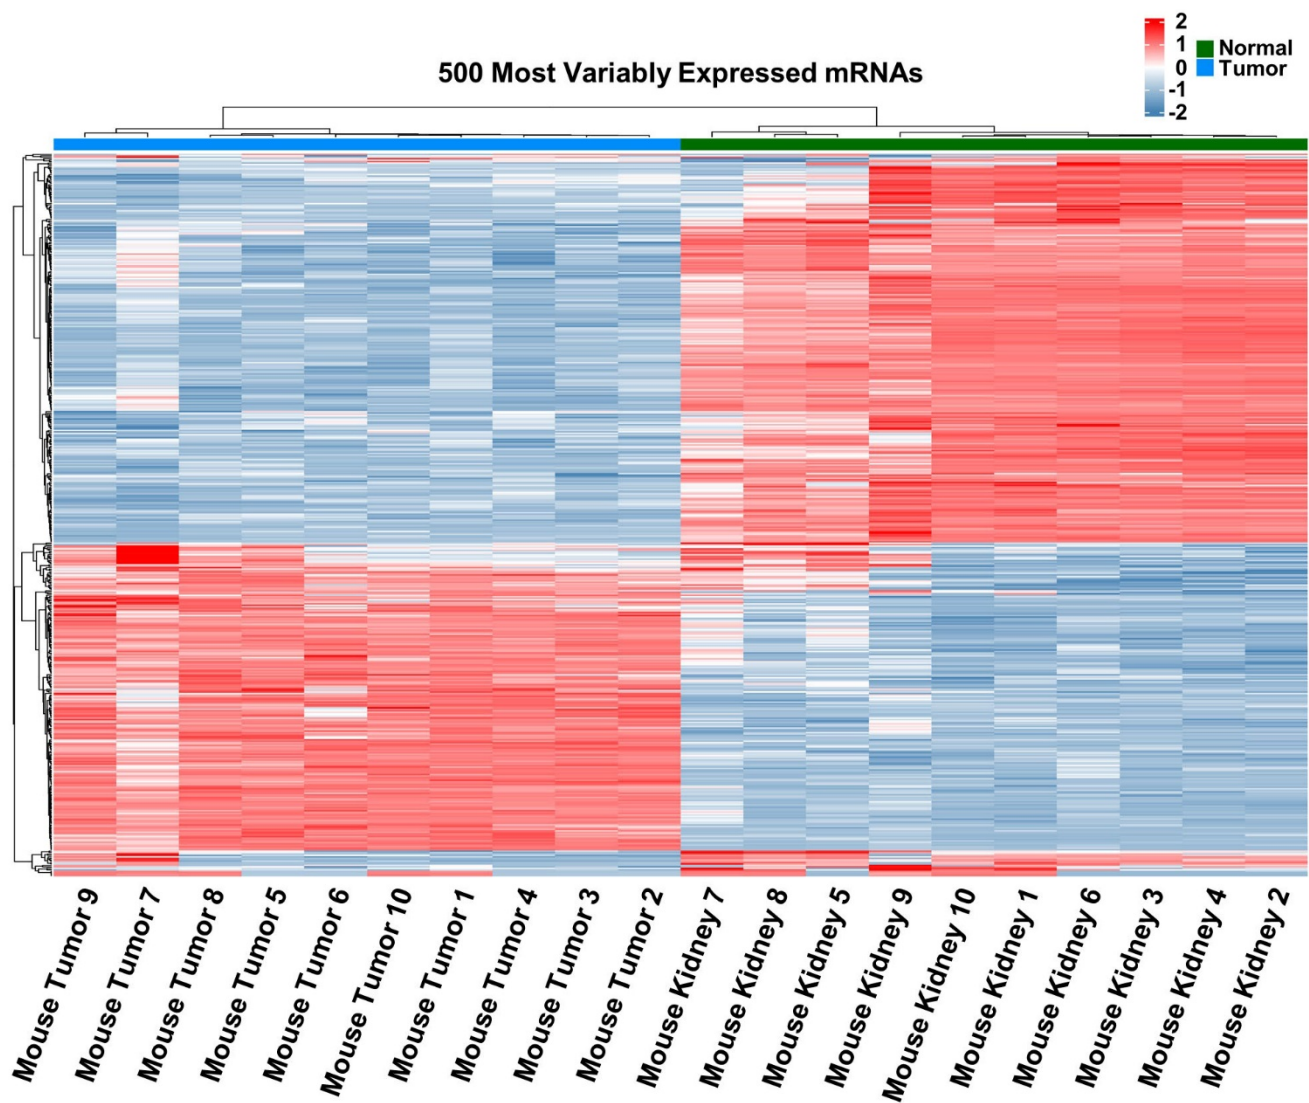

Figure S4. Heatmap of 500 most variable genes in the Cre-less AAV model kidney tumors vs. normal mouse kidney.

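The 500 genes with the largest variance in log2 CPM over the 20 libraries separated tumors from normal kidneys. The first principal component took up 84.8% of their variance and the second 5.25%. On the first component the 10 tumors lay between 38.1 and 68.0 and the 10 normal kidneys between -71.0 and -36.4. Average-linkage clustering into 2 clusters placed all 20 libraries by condition, also with the 200 or the 1000 most variable genes. Of the 500 genes, 138 were higher in tumors and 455 were past the fold change and p-value limits of the paper. Among tumors, tumor 7 had the lowest mean correlation with its own group (0.744, against 0.864 to 0.903 in the others). Among normal kidneys this was normal kidney 7 (0.664, against 0.788 to 0.867).

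**Figure D4:**
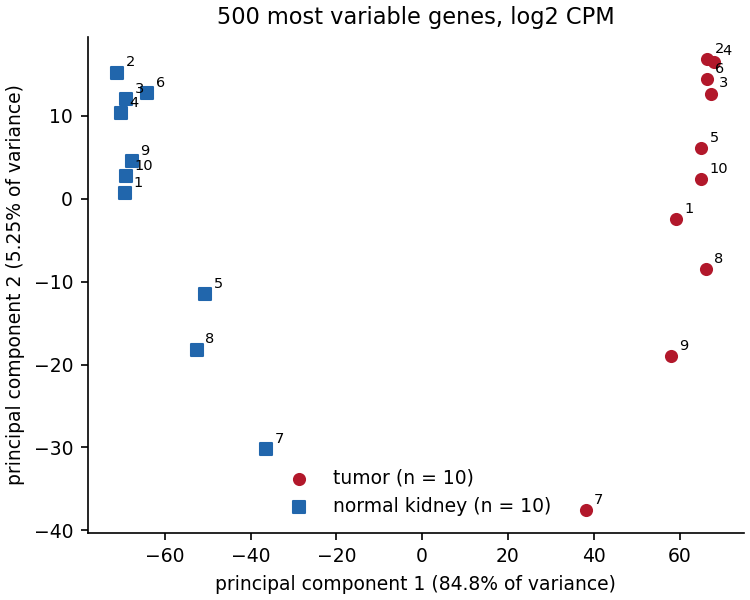
First and second principal components (in units of log2 CPM) of the 500 most variable genes, for 10 tumors (circles) and 10 normal kidneys (squares), numbered by replicate. The first component, with 84.8% of the variance, separates the conditions, and tumor 7 and normal kidney 7 are lowest on the second, with 5.25%.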

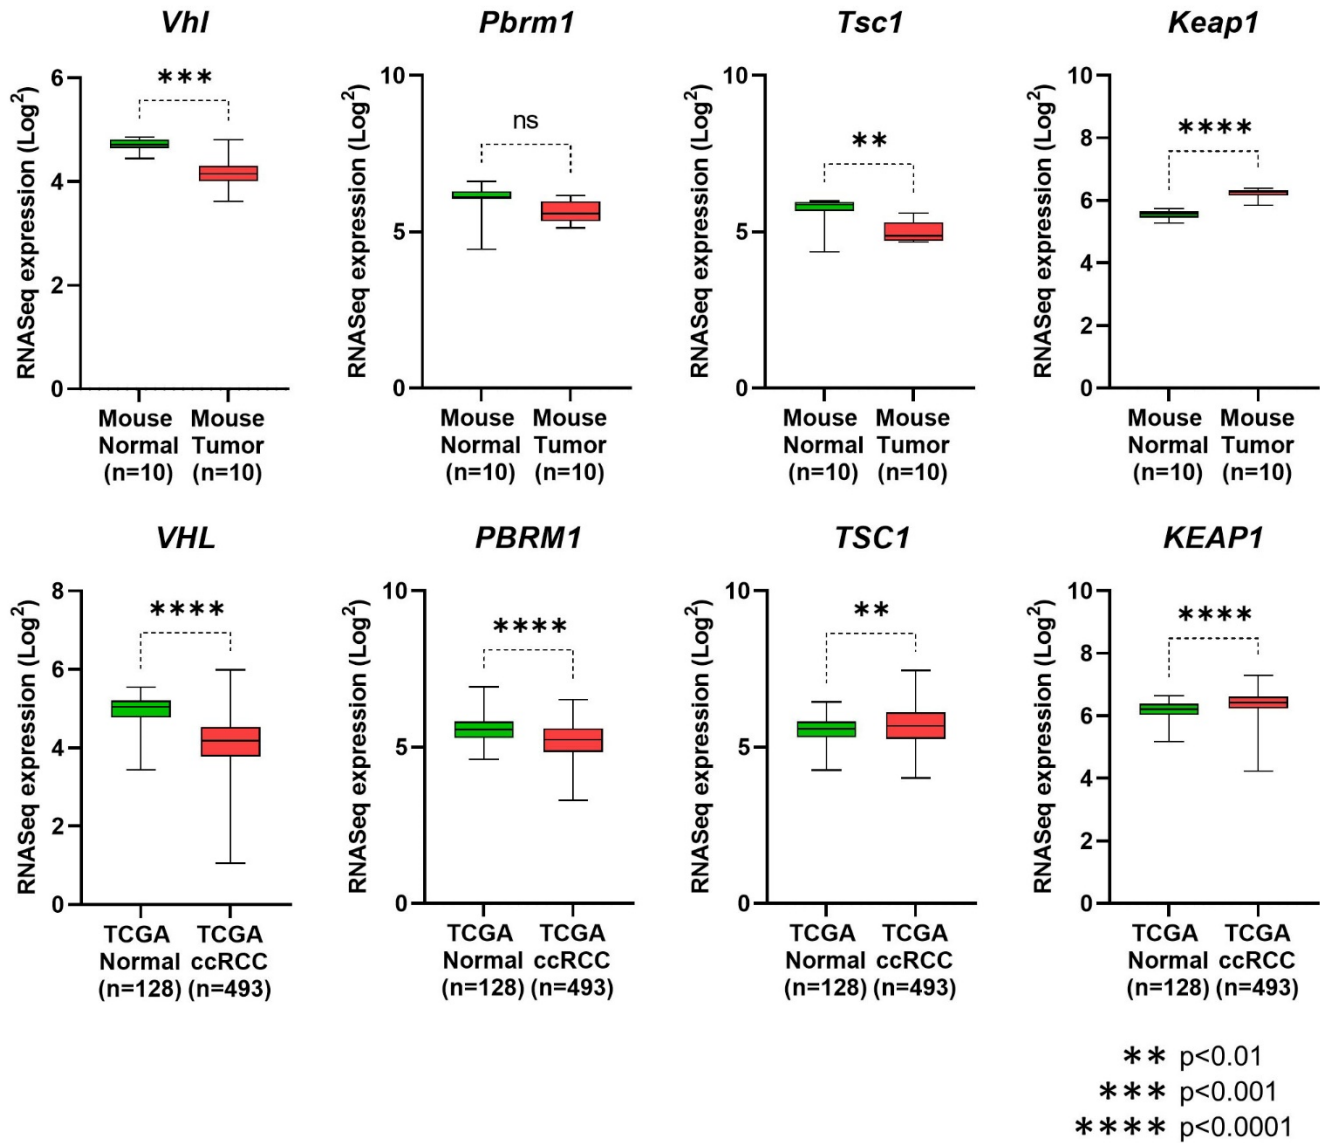

**Figure S5. Expression analysis of gene edited targets.**

Upper panels: Box plots of the RNAseq-based expression data for *Vhl*, *Pbrm1*, *Tsc1*, and *Keap1* comparing 10 mouse tumors to 10 normal mouse kidney samples. Data presented as log<sup>2</sup> expression values and compared by Welch's t test.

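The mean log2 CPM of tumors and normal kidneys was compared for the 4 genes by permutation tests. The mean of Vhl was lower in tumors by a difference of -0.51 (p = 0.0003) and that of Tsc1 by -0.58 (p = 0.011). For Pbrm1 the difference was -0.23 (p = 0.32), within the spread between libraries. For Keap1 it was 0.83 (p = 1e-05, the smallest p that 100000 permutations can give). Within same-numbered pairs, the tumor was the higher one in 1 of 10 pairs for Vhl, 1 for Tsc1, 2 for Pbrm1 and 10 for Keap1.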

Lower panels: Box plots of the TCGA expression data for *VHL*, *PBRM1*, *TSC1*, and *KEAP1* comparing 493 human ccRCC tumors to 128 normal human kidney samples. Data presented as log<sup>2</sup> expression values and compared by Welch's t test.

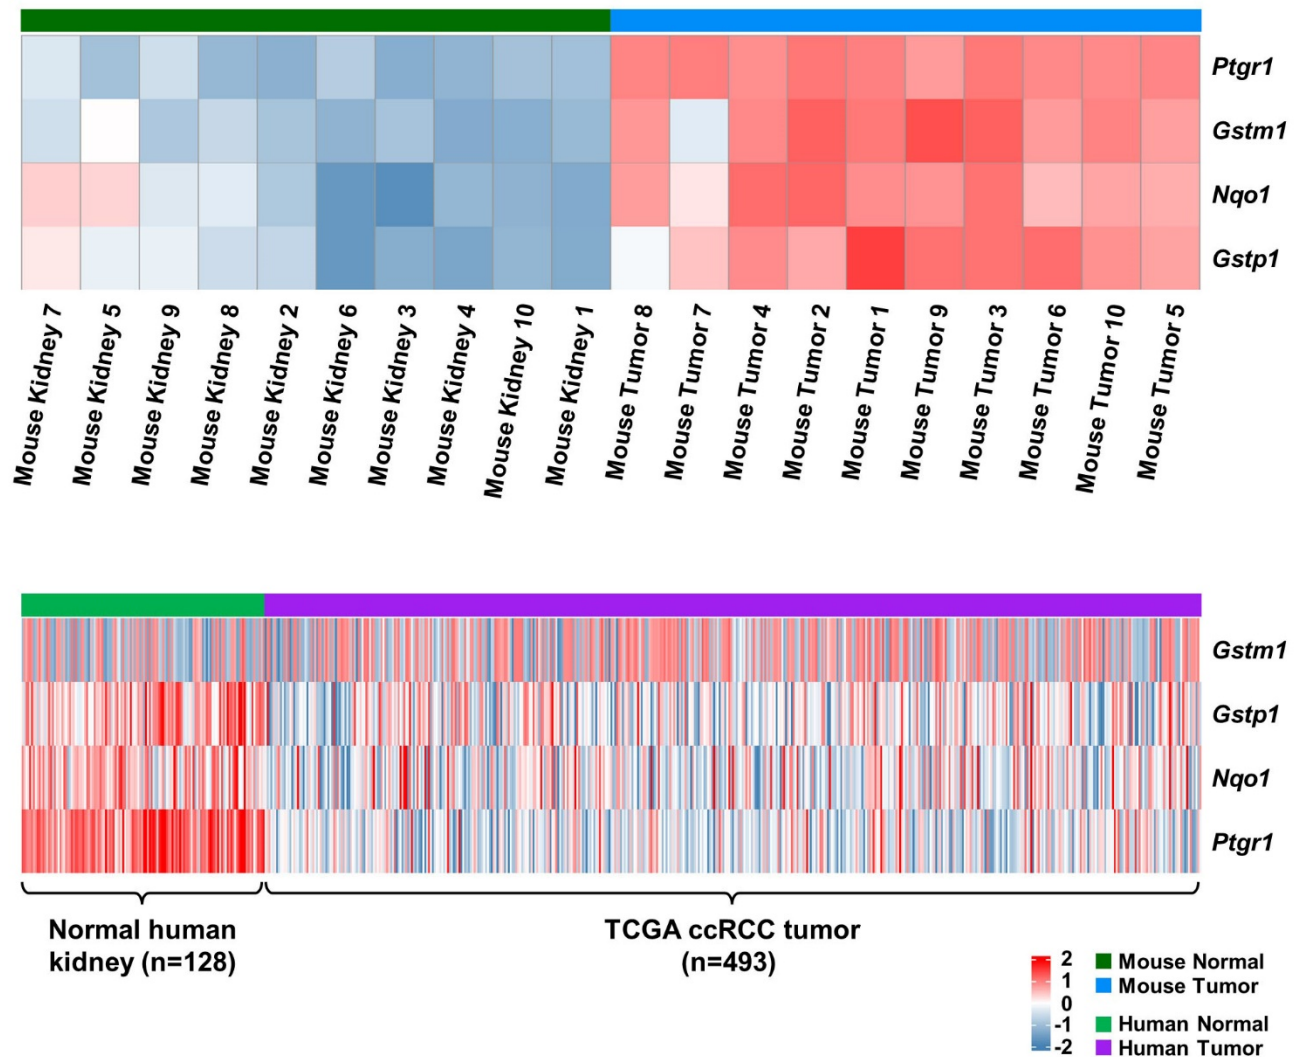

**Figure S6. Analysis of Nrf2 target genes predicted to be upregulated by *Keap1* loss.**

Upper panel: heatmap comparing mouse normal kidney and mouse tumor from Cre-less AAV model. Note: mouse gene sets do not have a specific Nrf2 pathway gene set, so representative Nrf2 target genes were selected. 

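A list of 40 Nrf2 target genes, written by hand, had a median log2 fold change of 1.06 in the mouse tumors (camera adjusted p = 1.2e-10), above all random lists of the same size and mean expression. Of these genes 37 were higher, 30 of them at an adjusted p under 0.05 over all genes and 30 when adjusted over the list alone. The paper names 4 of the 40 as Nrf2 targets for the same samples, and these 4 are not independent evidence. With the correlation between genes estimated from the data the camera adjusted p was 0.0726, the highest over the alternatives of this list, and the lowest was 4.4e-19. The enrichment score from fgsea was 2.41. Ptgr1 (ENSMUSG00000028378) had a log2 fold change of 5.68 (standard error 0.352, adjusted p = 6.3e-11 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and averaged 552.2 ± 112 CPM in tumors and 10.7 ± 7.87 CPM in normal kidneys (SD, n = 10 each). Every tumor was above every normal kidney for Ptgr1 and for the mean of the list.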

Lower panel: heatmap comparing ccRCC from the TCGA KIRC dataset with normal human kidney. TCGA ccRCC tumors show little evidence of increased expression of the NRF2 pathway genes in comparison to normal kidney.

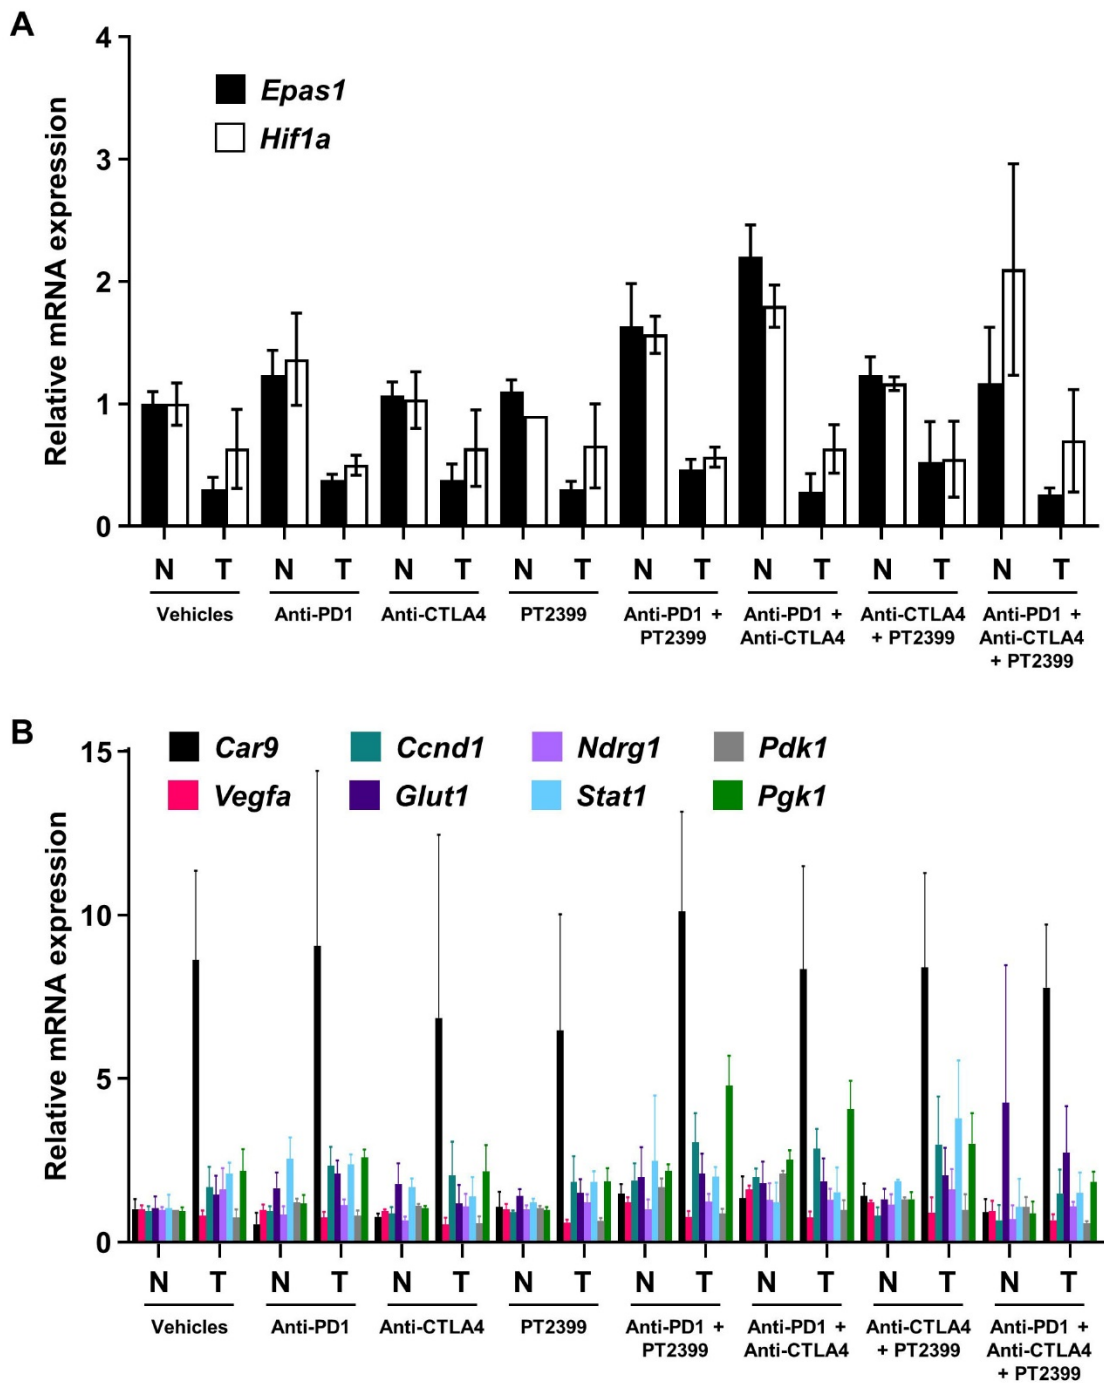

**Figure S7. Gene expression of HIF targets in kidney tumors from efficacy study of PT2399 and immune checkpoint inhibitors.**

A) *HIF-1a* and *Epas1*(HIF-2a) expression in normal kidney (N) and tumor tissue (T) from Cre-less AAV model mice as determined by qPCR. N=5 mice for each treatment arm collected after 4 days of treatment. B) HIF target gene mRNA expression in normal kidney (N) and tumor (T) tissue from Cre-less AAV model mice as determined by qPCR. N=5 mice for each treatment arm collected after 4 days of treatment.

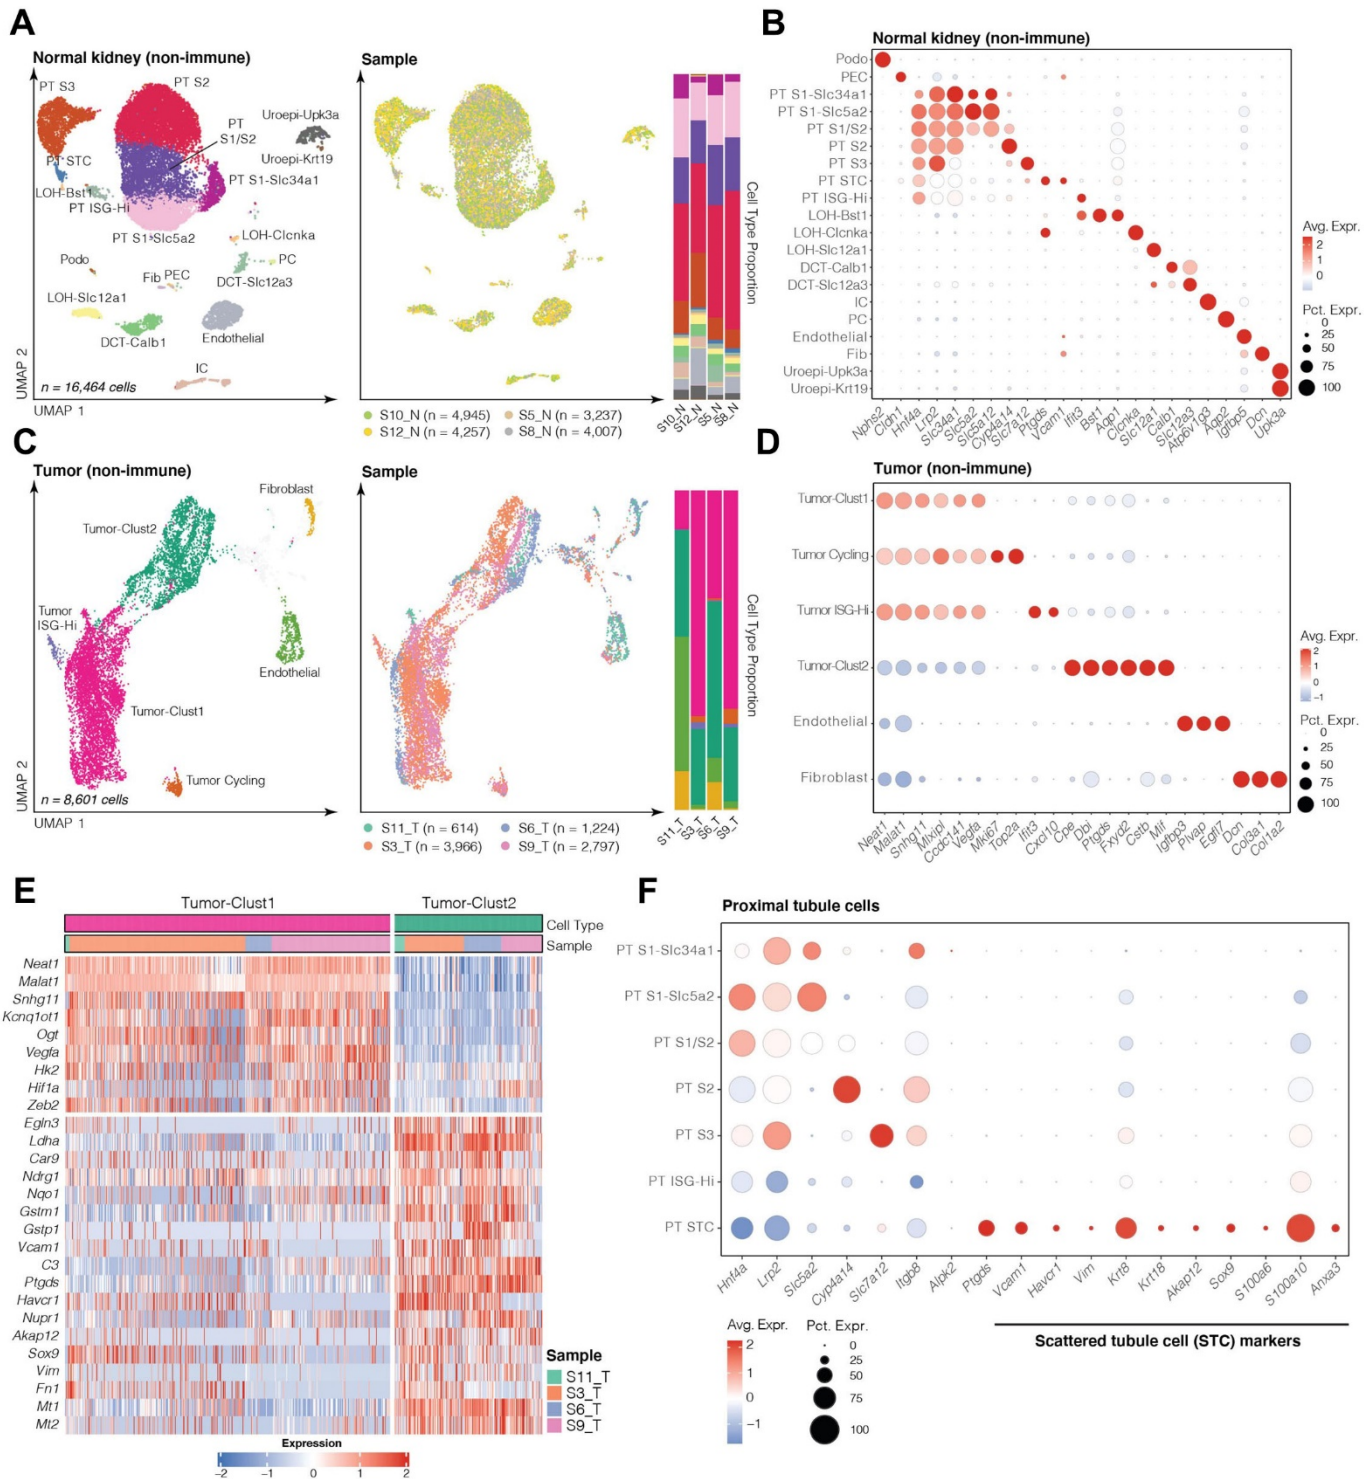

**Figure S8. Key phenotypic markers and cluster-specific genes in normal mouse kidney and Cre-less AAV tumor scRNA-Seq data.**

A) UMAP of non-immune cells from 4 normal kidney samples, colored and labelled by cluster/cell type (left) and sample (middle). Stacked bar plots (right) show cell type proportional makeup of each sample. B) Dotplot showing expression of key phenotypic markers and cluster-specific genes in normal kidney cell types. Dot size represents percentage of cells in cluster with non-zero expression of a given gene. Dot color represents average expression of a gene within a cluster. C) UMAP of non-immune cells from 4 Cre-less AAV kidney tumors, colored and labelled by cluster/cell type (left) and sample (middle). Stacked bar plots (right) show cell type proportional makeup of each sample. D) Dotplot showing expression of key phenotypic markers and cluster-specific genes in tumor clusters and tumor-associated stromal cell types. E) Heatmap of selected genes with significant differential expression between Tumor-Clust1 and Tumor-Clust2 cells. F) Dotplot showing expression of pan-PT, PT S1, PT S2, PT S3, and scattered tubule cell markers in proximal tubule cells only.

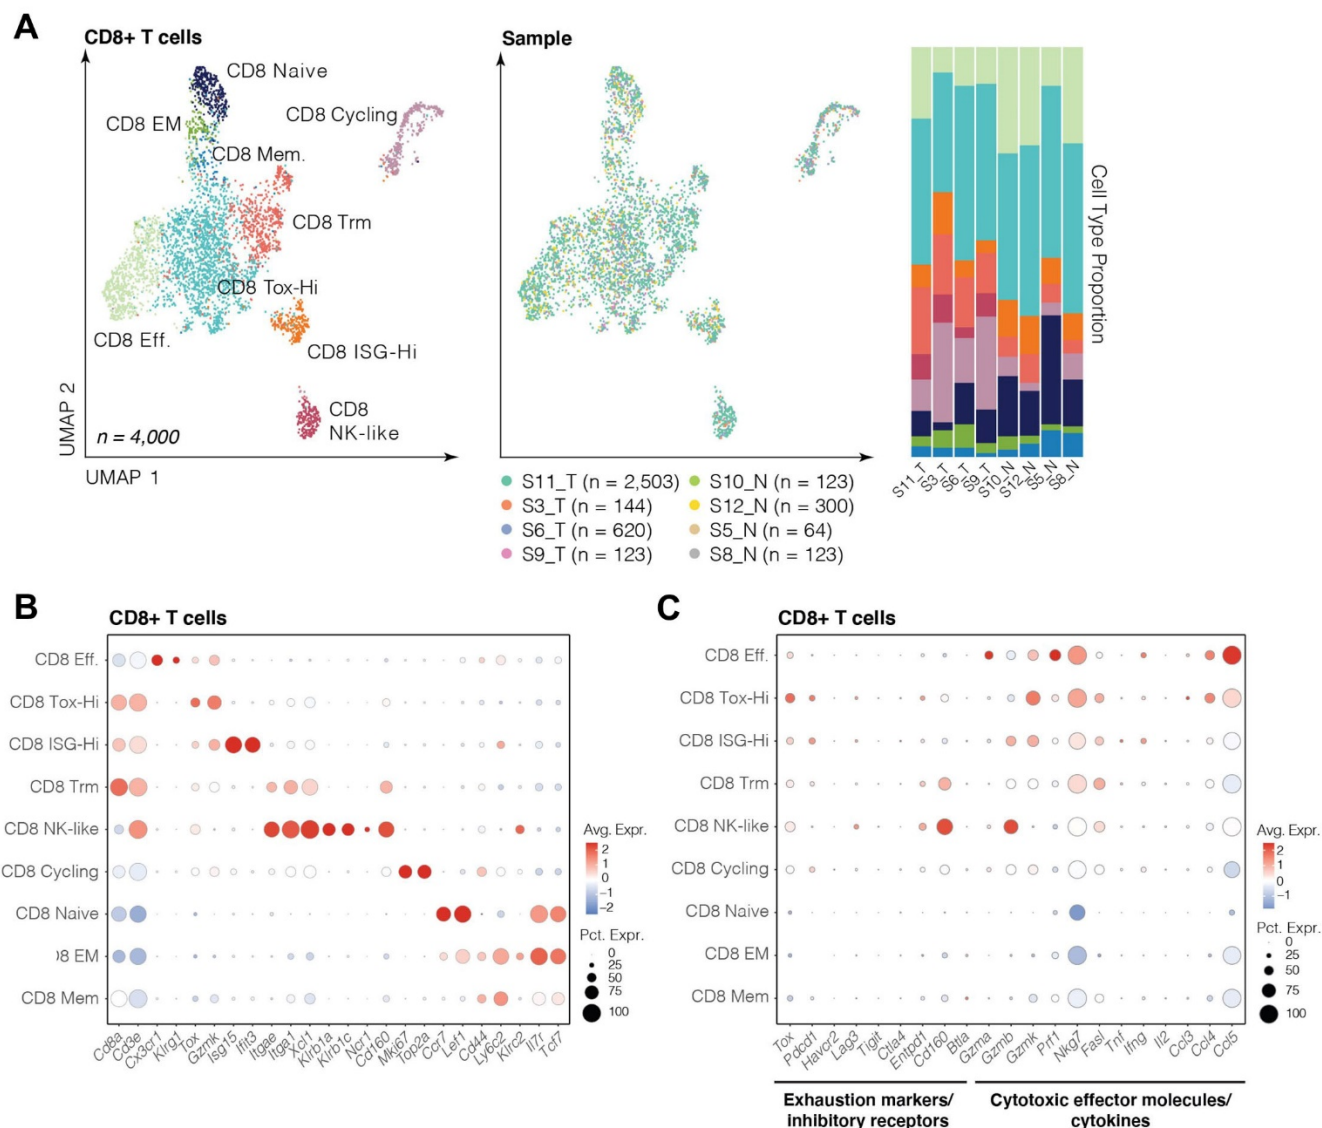

**Figure S9. Key phenotypic markers and cluster-specific genes in CD8+ T cells from normal mouse kidney and Cre-less AAV tumors.**

A) UMAP of CD8+ T cells from 4 normal kidney and 4 tumor samples, colored and labelled by cluster/cell type (left) and sample (middle). Stacked bar plots (right) show cell type proportional makeup of each sample. B) Dotplot showing expression of key phenotypic markers and cluster-specific genes in CD8+ T cells. C) Dotplot showing expression of exhaustion markers/inhibitory receptors and cytotoxic effector molecules/cytokines in CD8+ T cells.

**Figure S10. Key phenotypic markers and cluster-specific genes in myeloid cells from normal mouse kidney and Cre-less AAV tumors.**

A) UMAP of myeloid cells from 4 normal kidney and 4 tumor samples, colored and labelled by cluster/cell type (left) and sample (middle). Stacked bar plots (right) show cell type proportional makeup of each sample. B) Dotplot showing expression of key phenotypic markers and cluster-specific genes in myeloid cells. C) Left, UMAP of myeloid cells from all 4 normal kidney and 4 tumor samples, colored and labelled by cluster/cell type. Middle and right, UMAPs of myeloid cells split by normal kidney and tumor samples and colored by relative point density. D) Quantification of myeloid subset proportions relative to total myeloid cells in normal kidney and tumor samples. Only subsets with at least 100 total cells are shown. P-values determined by two-sided Wilcoxon rank-sum test.

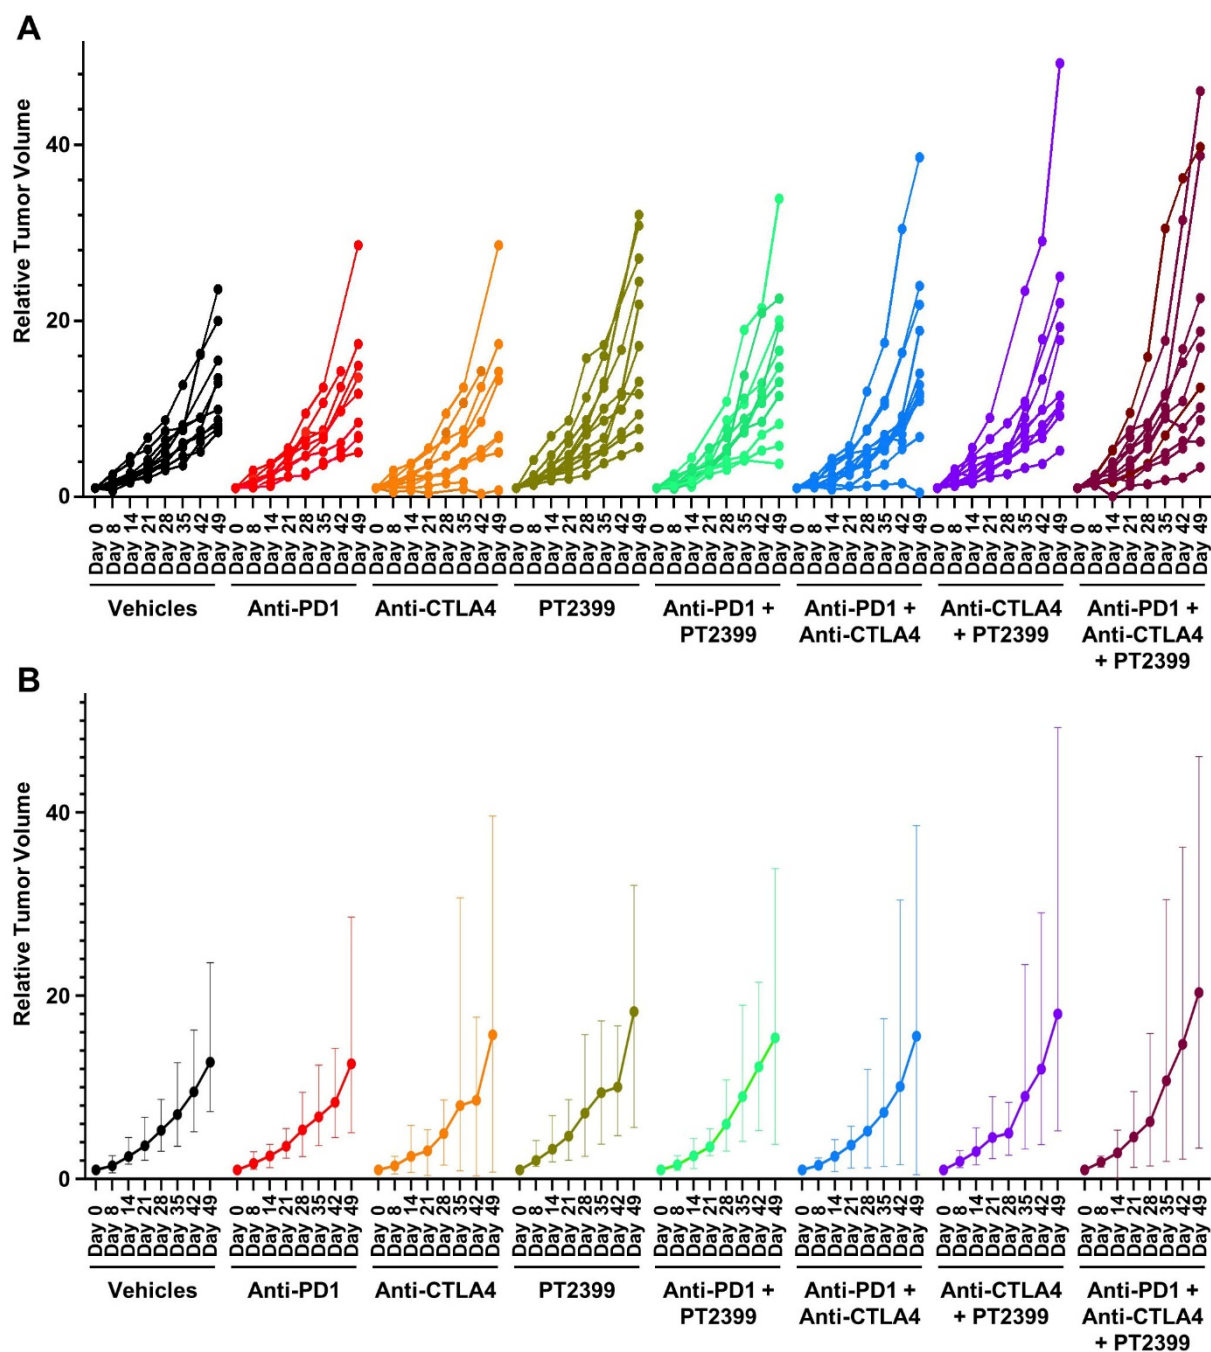

**Figure S11. Efficacy study of PT2399 and immune checkpoint inhibitors in Cre-less AAV model.** Relative tumor volume (mean with range) plotted against days on study for individual (A) and all (B) mice in each treatment arm showing overall response to anti-PD1 (mDX400), anti-CTLA4, PT2399 and combinations.

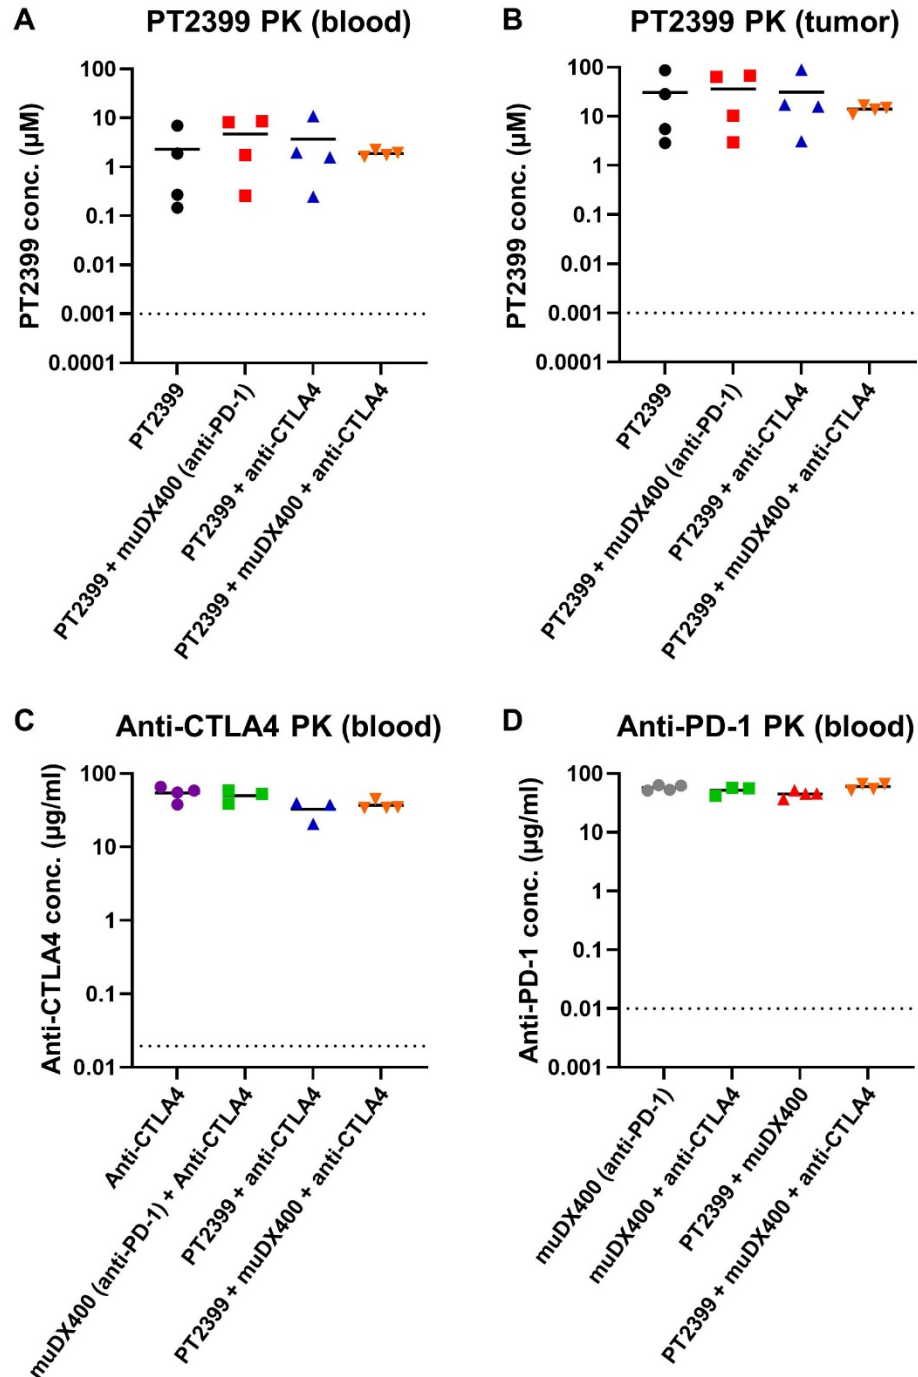

**Figure S12. Determination of PT2399, anti-PD1 and anti-CTLA4 levels in blood and tumor from Cre-less AAV model treated with immunotherapy and PT2399.**

PT2399 levels in blood (A) and tumors (B) from mice in treatment arms as indicated. C) anti-CTLA4 in blood from mice in treatment arms as indicated. D) anti-PD1 in blood from mice in treatment arms as indicated. N=5 mice per treatment arm, collected after 4 days of treatment.

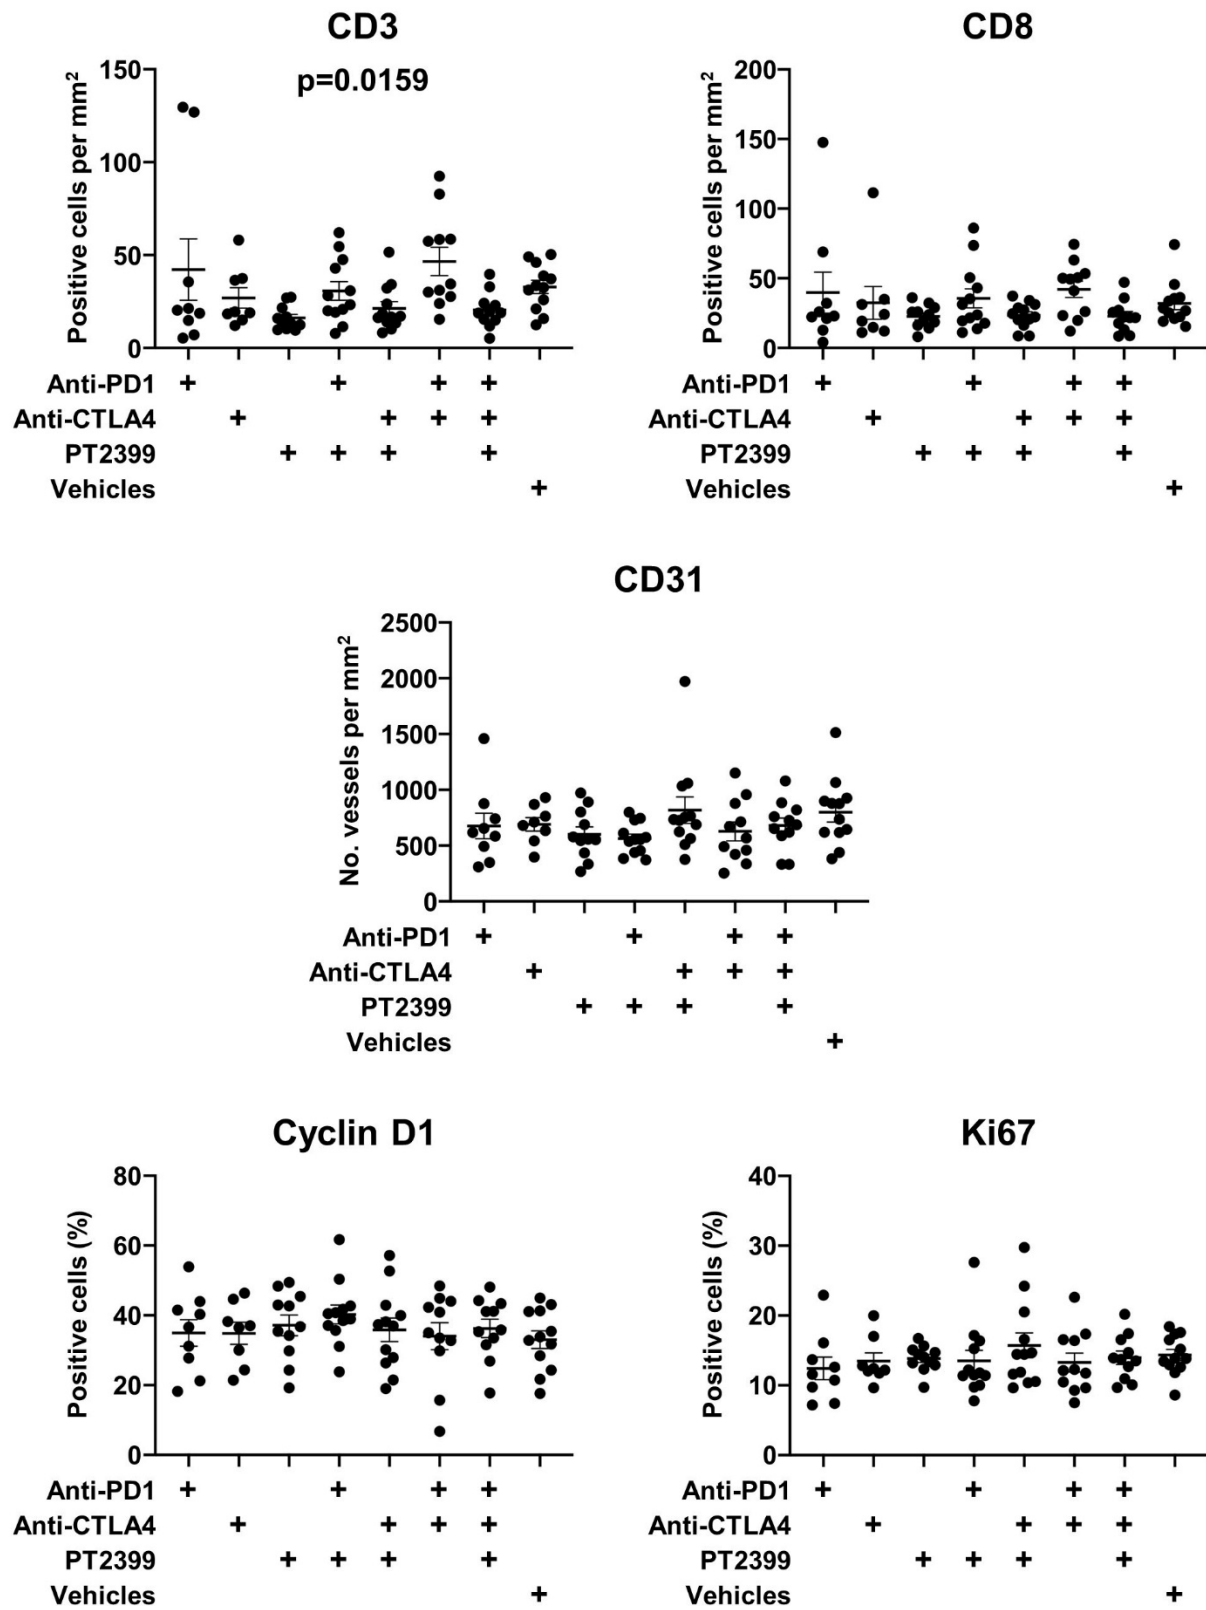

**Figure S13. Immunohistochemical analysis of biomarkers in kidney tumors from efficacy study of PT2399 and checkpoint inhibitors in Cre-less AAV model.**

CD3, CD8, CD31, cyclin D and Ki67 were evaluated by immunohistochemistry in 10 mice from each treatment arm. P values were determined by ordinary one-way ANOVA. p-value for CD3, 0.0159; all others, ns (non-significant).

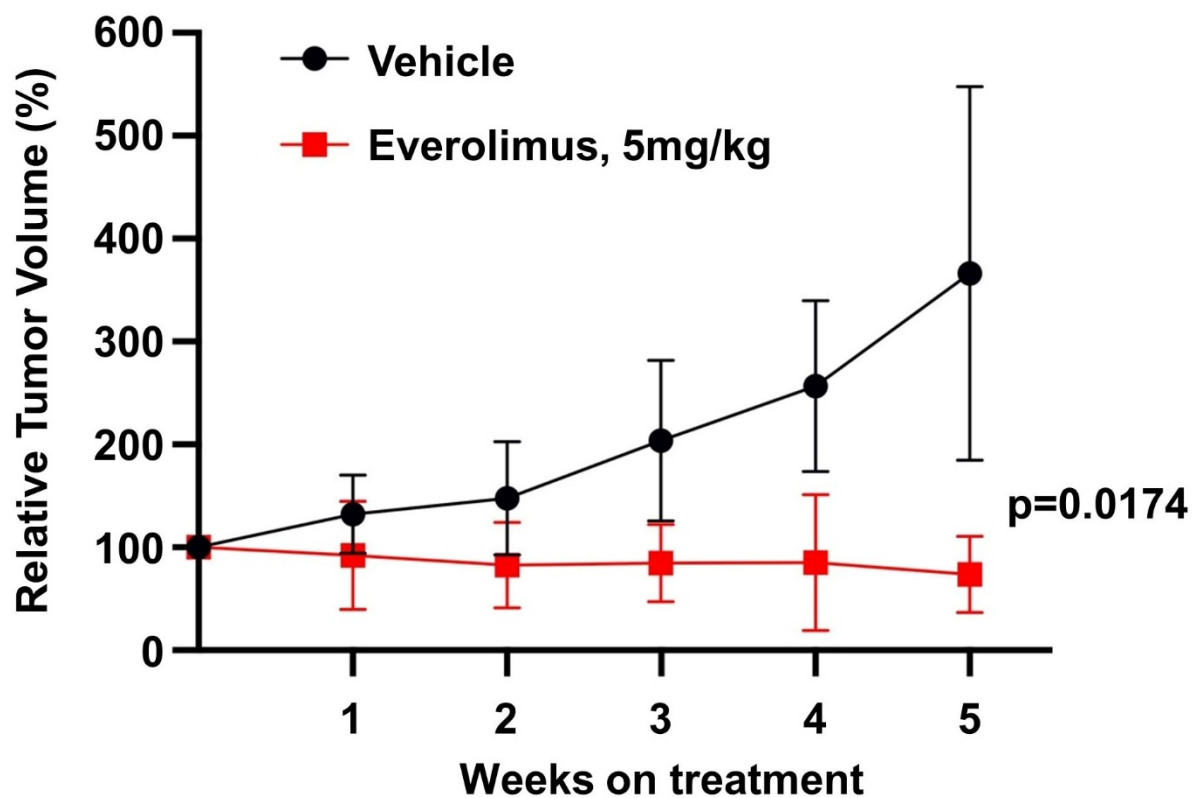

**Figure S14. Tumor response to mTOR inhibition in Cre-less AAV model.**

Everolimus treatment (5mg/kg, p.o., 5 x week) resulted in robust inhibition of tumor growth compared to vehicle (74% vs 366% relative tumor volume after 5 weeks on treatment;  $p=0.0174$ ).

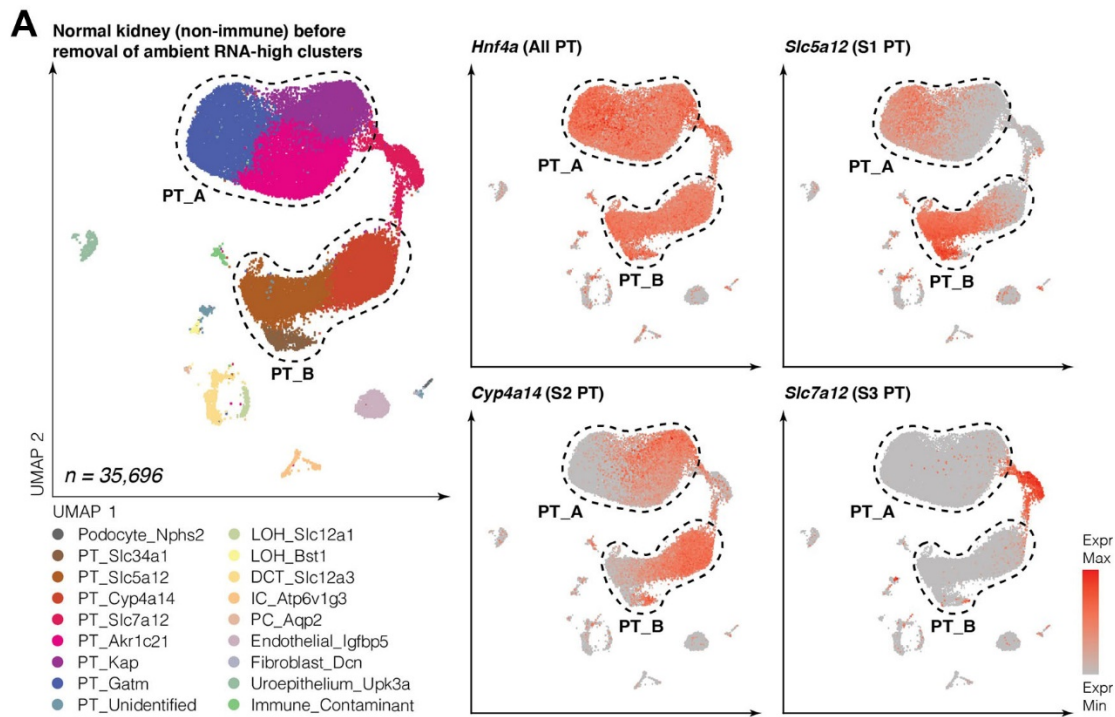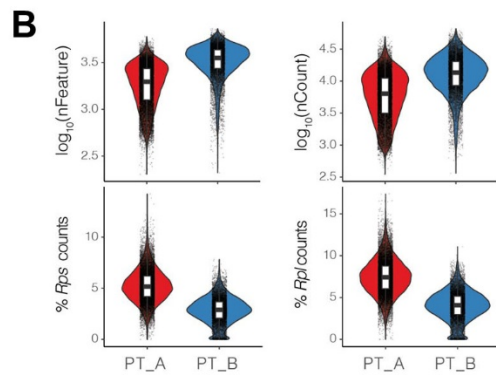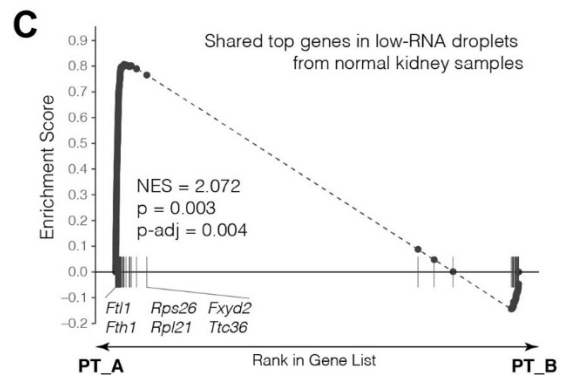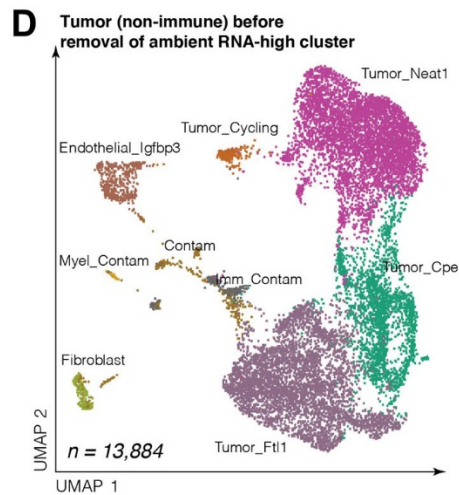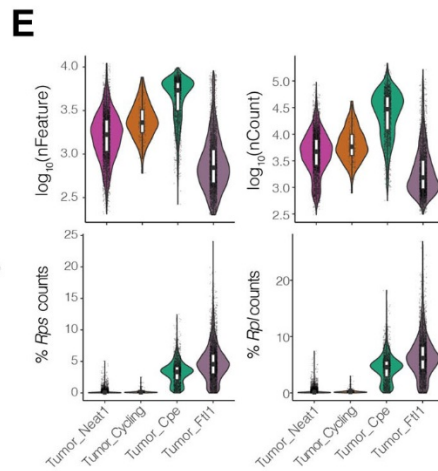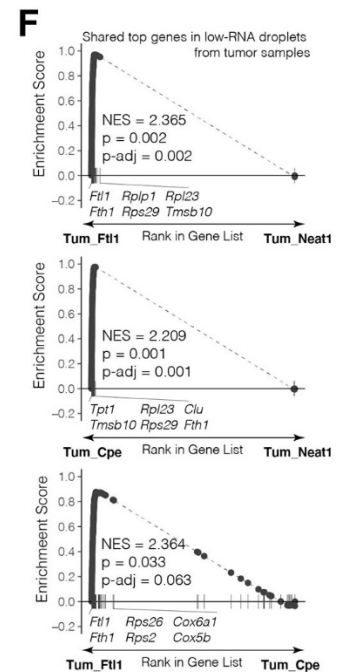

**Figure S15. Identification of ambient RNA-high and low-quality proximal tubule and tumor cell clusters.**

A) Left, UMAP of non-immune cells from 4 normal kidney samples prior to removal of ambient RNA-high clusters, PT\_A and PT\_B cell groupings labeled with dotted line. Right, heatmaps in UMAP space showing expression of pan-PT, S1 PT, S2 PT, and S3 PT markers. B) Violin plots showing number of features per cell, number of counts per cell, percentage of counts from *Rps* genes, percentage of counts from *Rpl* genes in PT\_A and PT\_B cells. C) GSEA results showing enrichment of top genes in low-RNA droplets shared across 4 normal kidney samples between PT\_A and PT\_B cells. D) UMAP of non-immune cells from 4 Cre-less AAV tumor samples prior to removal of the ambient RNA-high cluster. E) Violin plots showing number of features per cell, number of counts per cell, percentage of counts from *Rps* genes, percentage of counts from *Rpl* genes in tumor clusters. F) GSEA results showing enrichment of top genes in low-RNA droplets shared across 4 Cre-less AAV samples between Tumor\_Ftl1 and Tumor\_Neat1, Tumor\_Ftl1 and Tumor\_Cpe, and Tumor\_Cpe and Tumor\_Neat1.

**Table S1. Guide RNA combinations tested for tumor development in the KSP-Cre and Cre-less AAV models**

**Table S2. Percent gene editing in tumors from multi-drug study (n=80)**

**Table S3. Sequencing statistics for WGS data set**

## SI References

1. M. D. Young *et al.*, Single-cell transcriptomes from human kidneys reveal the cellular identity of renal tumors. *Science* **36**, 594-599 (2018).
2. M. Buse *et al.*, Lineage tracing reveals transient phenotypic adaptation of tubular cells during acute kidney injury. *iScience* **27**, 109255 (2024).
3. S. J. Fleming *et al.*, Unsupervised removal of systematic background noise from droplet-based single-cell experiments using CellBender. *Nat Methods* **20**, 1323-1335 (2023).
4. S. L. Wolock, R. Lopez, A. M. Klein, Scrublet: Computational Identification of Cell Doublets in Single-Cell Transcriptomic Data. *Cell Syst* **8**, 281-291 e289 (2019).
5. Y. Hao *et al.*, Integrated analysis of multimodal single-cell data. *Cell* **184**, 3573-3587 e3529 (2021).
6. I. Korsunsky *et al.*, Fast, sensitive and accurate integration of single-cell data with Harmony. *Nat Methods* **16**, 1289-1296 (2019).
7. A. Ransick *et al.*, Single-Cell Profiling Reveals Sex, Lineage, and Regional Diversity in the Mouse Kidney. *Dev Cell* **51**, 399-413 e397 (2019).
8. M. S. Balzer, T. Rohacs, K. Susztak, How Many Cell Types Are in the Kidney and What Do They Do? *Annu Rev Physiol* **84**, 507-531 (2022).
9. J. Park *et al.*, Single-cell transcriptomics of the mouse kidney reveals potential cellular targets of kidney disease. *Science* **360**, 758-763 (2018).
10. C. Novella-Rausell, M. Grudniewska, D. J. M. Peters, A. Mahfouz, A comprehensive mouse kidney atlas enables rare cell population characterization and robust marker discovery. *iScience* **26**, 106877 (2023).

How the deposited data were processed for this re-analysis (not part of the article)

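Bulk RNA sequencing of 10 tumors and 10 normal kidneys of Cre-less AAV mice was re-examined from gene counts. The tissue had been flash frozen and pulverized, and RNA was extracted with Trizol. A sequencing company prepared the libraries, sequenced them as read pairs on an Illumina instrument and counted the reads on each gene, and the authors deposited these counts without normalization. The aligner, the counting tool, their versions and the use of strand are not stated in the paper's text, so genes that overlap, antisense genes and genes with near-identical copies carry uncertain counts. The authors analysed the counts on the NIDAP platform, a step that could not be repeated from the counts alone. The table holds 54532 genes and 20 libraries, with 0 rows that name no gene and 0 columns of per-sample values left unused. Conditions and replicate numbers of the libraries were taken from the sample labels.

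Counts were normalized with the TMM factors of edgeR 4.0.16 (R 4.3.3). The factors lay between 0.881 and 1.11 in tumors and between 0.749 and 1.14 in normal kidneys. Genes with low counts were removed by edgeR's filter with a count minimum of 10, which left 15354 genes. Tumors and normal kidneys were compared by edgeR's quasi-likelihood test with all 20 libraries and no covariate. P-values were adjusted by the Benjamini-Hochberg method over all genes tested, and genes were also counted by the paper's limits, a log2 fold change of 1 and an unadjusted p of 0.001. Values of single libraries are log2 CPM with a prior count of 2, or CPM. Where all libraries of a group had at most 3 counts of a gene, a lower bound on the fold was computed against 3 counts. Permutation tests used 100000 resamples, or all arrangements where they are called exact, and the random seed was 20240.

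The genes named are those the paper names for the RNA-seq comparison in its text, figure labels or legends, with the copies of Gstp1, the genes it measured by qPCR, the markers it names for single-cell data, and the members of the gene lists. To these were added the 5 largest rises and the 5 largest falls by log2 fold change among protein-coding genes. These had to be past the paper's limits, have a mean of at least 1 CPM in a group, and have every tumor above or below every normal kidney. Genes chosen outside this rule are said to be so. A gene that the rule covers is not reported here.

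Lists of genes for hypoxia, glycolysis, mTORC1, G2M, EMT, peroxisome, fatty acid metabolism, oxidative phosphorylation (OXPHOS), MYC and NRF2 were written by hand, that of G2M after a published list of cell cycle genes. So were a list of TFE3 and TFEB targets and lists of markers of kidney, immune, stromal and other cells and tissues. Each list was tested with camera of limma 3.58.1 at a preset correlation of 0.01, with adjustment over the 10 lists of the paper's claims or over the marker lists. Its median log2 fold change was ranked among 10000 random lists matched on size and mean expression. The medians were the same when genes with a lower bound were set to that bound. Many members are shared with another list or named by the paper. Another list holds 27 of 60 hypoxia genes, 16 of 27 glycolysis genes, 17 of 70 mTORC1 genes, 14 of 67 EMT genes, 8 of 190 MYC genes, 3 of 40 NRF2 genes, 2 of 54 G2M genes, 2 of 90 OXPHOS genes, 1 of 50 fatty acid genes and 0 of 54 peroxisome genes. The paper's text names 10 of the hypoxia genes, 6 of the NRF2 genes, 4 each of the glycolysis and mTORC1 genes, 3 each of the EMT and MYC genes and 1 of the G2M genes. Normal kidneys expressed at least 1 CPM of 57 hypoxia genes, 26 glycolysis genes, 69 mTORC1 genes, 49 G2M genes, 65 EMT genes, 54 peroxisome genes, 49 fatty acid genes, 85 OXPHOS genes, 190 MYC genes and 39 NRF2 genes.

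The gene tests were first tried on simulated counts of 15160 genes, with means and library sizes of the real libraries and 200 genes changed by known folds. The quasi-likelihood test called 74% of the changed genes, and 1.99% of its calls were false. With same-numbered libraries as blocks it called 66.5% (1.48% false). Limma-voom called 73% with 2.67% false calls, with or without quality weights, and 3.31% false calls with quantile normalization. DESeq2 called 83%, with 14.43% of its calls false. Camera and fry were tried on 15354 genes, and called the simulated list of 40 changed genes and no unchanged list. The simulated genes varied independently of each other, so this cannot tell how the list tests behave with correlated genes. No pair effect and no outlying library were simulated, so the block and the quality weights were not tried on these.

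Total counts between 14737516 and 26679704 per library set the precision. Counting intervals and bounds cover counting error only, since reads without molecular identifiers are not independent molecules. A gene with 0 counts in a library could be present at up to 3 counts of that library's total. The 20 most abundant genes took up between 11.6% and 23.1% of the counts of a library.

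Tumors and normal kidneys both carry the numbers 1 to 10. The paper and the sample labels describe both as taken from the same 10 mice but do not state that a number marks a mouse. The deviations of same-numbered libraries from their group means were correlated (mean r = 0.229, against -0.015 between other numbers, permutation p = 1e-05, the smallest these permutations can give). The correlation was over 0.1 in 9 of 10 pairs and -0.143 in pair 9. In 10 of 10 pairs the same one of the 2 genes Xist and Ddx3y was the higher one in both libraries. The numbers were therefore treated as pairs, in an alternative with a replicate block. This block gave 1474 genes higher and 1648 lower by the paper's limits, against 1359 and 1571 without it, and 2714 of the genes were shared.

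As alternatives, the tests were repeated with DESeq2 1.42.0, with limma-voom, with limma-voom and quantile normalization, and with limma-voom and quality weights. Other alternatives were upper-quartile normalization, library totals, no filter for low counts, a mean CPM of at least 1, protein-coding genes, removal of the 20 most abundant and the mitochondrially encoded genes, the replicate block, and 1 surrogate variable from sva 3.50.0. The paper's limits were also applied to adjusted p-values and replaced by glmTreat. Lists were tested with an estimated correlation, with fry, with fgsea 1.28.0, with the nearest Reactome set and with members of 1 list only. Each library was left out in turn. A correction of each library's trend on gene length (lowess span 0.3), with and without the replicate block, was added after seeing the data. Editing percentages from Dataset S3 were compared with expression over 9 tumors, or over 6 for Tsc1. This was repeated with a prior count of 0.5, with upper-quartile normalization, relative to the same-numbered normal kidney and without the 2 farthest tumors. Where tumors were equally far from the median, as for Pbrm1, those left out were chosen by their order. Tables and figures were made with Python 3.11.15, pandas 2.3.3, SciPy 1.17.1, numpy 2.4.6 and matplotlib 3.10.9.

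The TCGA data, the whole genome sequencing reads, the single-cell data and the qPCR were not analysed here, and the Hallmark gene sets were not used here. Lists of markers of NK cells and the adrenal gland had no gene left by the filter and gave no result. Tumor 7 has no editing percentage in Dataset S3 and was left out of comparisons with editing.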

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

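The tests of gene length, depth, normal tissue, stromal and immune cells, and macrophages were chosen only after the results were seen, whereas that of TFE3 and TFEB activation was not. Extreme values within the tumors or within the normal kidneys were looked for in 109 groups of 9 or 10 values, by the distance of the farthest value from its nearest neighbor relative to the whole range (Dixon's criterion). By chance this finds about 5.5 in 109 groups. It found 21, of which 8 were in normal kidney 9, 8 in tumor 7 and 5 in other samples. The measures are not independent of each other.

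Normal kidney 9 had the lowest expression of Pbrm1 (4.33 log2 CPM, against 5.94 to 6.54 in the other 9 normal kidneys), Tsc1 (4.25, against 5.20 to 5.96) and Epas1 (6.63, against 7.44 to 7.85). It also had the lowest TMM factor (0.749, against 1.03 to 1.14), the fewest genes detected (19996, against 22021 to 22916) and the highest OXPHOS score (1.65, against -0.43 to 0.21). Long genes were low and genes rich in GC high in this library. The median change of the longest genes (6389 bp or more) minus that of the shortest (2411 bp or less) was -1.71 on the log2 scale (-0.0013 to 0.23 in the others), and that between high and low GC content 0.46 (-0.13 to 0.09). A low depth is argued against, since the library had 21297452 counts, more than 8 of the other normal kidneys. For Tsc1 the trend on gene length may be the whole cause. Its change in this kidney lay at percentile 29.8 of the 500 genes nearest in length, and with the trend removed its value of 5.26 was within the 5.16 to 5.79 of the others. For Pbrm1 the tables do not decide. With the trend removed it was still apart from the other kidneys, at 5.10 against 5.91 to 6.43, a gap of 0.612 of the whole range, but its change lay at percentile 16.8 among genes of similar length and so within their scatter in this library. Whether the trend is the whole cause for Pbrm1 stays open. GC content was not tested apart from length, and no biological explanation was tested, since the design has none for a single normal kidney. Without normal kidney 9 the log2 fold change of Pbrm1 moved from -0.28 to -0.39 (adjusted p = 0.0137, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and the median of the OXPHOS list from -0.51 to -0.25. With the gene length correction and all libraries, the Pbrm1 log2 fold change was -0.31 (adjusted p = 0.09), and -0.32 (adjusted p = 0.0846) in the fit that also holds the replicate block. Over its alternatives the adjusted p lay between 0.000979 and 0.373.

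Tumor 7 was the lowest tumor for Keap1 (5.81 log2 CPM, against 6.22 to 6.51 in the other 9), Ndrg1 (11.35, against 12.32 to 12.71), Gstm1 (9.69, against 11.14 to 11.66), Anxa3 (8.31, against 8.87 to 9.50), Gstm3 (4.71, against 6.42 to 8.38) and Mmp27 (3.45, against 4.96 to 6.32). Its EMT score was 2.62, against -0.40 to 0.91, and its score for TFE3 and TFEB targets -0.04, against 0.58 to 0.90. Normal kidney tissue in the sample does not account for this, because genes of the loop of Henle, distal tubule and collecting duct had a median level of 1.64% of the normal kidneys' mean in tumor 7. A larger share of stromal and immune cells could contribute. Tumor 7 had the highest fibroblast score of the tumors (3.65, against at most 0.97), the highest macrophage score (2.92, against at most 1.77), the highest neutrophil score (4.98, against at most 1.72) and the lowest proximal tubule score (-2.25). A share of such cells would lower the genes that tumor cells express. A dedifferentiated tumor could also lower such genes and the proximal tubule score, and was not tested. The paper gives no editing percentages for this tumor, so that its low Keap1 and Nrf2 target expression cannot be set against editing. Without tumor 7 the EMT median went from 0.94 to 0.093 and the number of genes lower by the paper's limits rose from 1571 to 1996.

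Normal kidney 7 had the highest expression of Anxa3 among normal kidneys (7.99 log2 CPM, against 4.55 to 5.84), the highest G2M score (1.48, against -1.30 to -0.32) and the highest EMT score (0.76, against -0.84 to -0.06). Tumor tissue in this kidney would bring the transcripts that rose most in tumors, but of the 5 genes with the largest rises none exceeded 0.805% of the tumors' mean there. Injury of this kidney stays open, since it also had high levels of tubule injury genes, but the design names none and no biological explanation was tested. Normal kidney 6 had the highest Gstm3 expression of the normal kidneys (1.40 log2 CPM, against -3.32 to -1.01). In the paper's values, tumor 9 had the lowest Keap1 editing (40.98%, against 69.1% to 82.7% in the other 8 tumors). For the last 2 values no explanation was tested.

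The paper does not discuss the genes that changed most. The largest rises were in Mylk2 (log2 fold change 8.95), Gstm3 (8.88), Serpinb9b (8.76), Mmp27 (8.71) and 2610528A11Rik (8.65). The largest falls were in Kap (-12.32) and Aqp2 (-12.24), and in Calb1, Ugt3a1 and Gpx6, which were at least 2558-fold, 996-fold and 373-fold lower in tumors. These are not products of the trend on gene length, because with the trend removed the rise closest to 0 was 8.72 and the fall closest to 0 was -11.56. Reads shared between similar genes were not tested and stay open for Gstm3, and for Ugt3a1 and Serpinb9b, which also belong to families of similar genes. Gstm3 was 10.13 without normal kidney 6. The wide spread of Kap between normal kidneys leaves its size uncertain, and its log2 fold change was -7.65 with limma-voom and quality weights. Xist was above Ddx3y in the libraries numbered 2 to 6. Ddx3y was the higher one in the others, among them normal kidney 9, the highest for Kap. Whether the spread of Kap follows this difference was not tested. As a hypothesis, the falls of Aqp2 and Calb1 reflect the absence of distal tubule and collecting duct cells from tumors, whose markers fell as a group. Both genes are members of those marker lists, so the fall of the lists is not independent of theirs.

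Markers of distal parts of the nephron were lower in tumors, which the paper does not report. The median log2 fold change was -9.61 over 6 loop of Henle genes (camera adjusted p = 3.0e-08), -5.45 over 4 distal convoluted tubule genes (1.5e-04), -7.00 over 6 principal cell genes (3.0e-08) and -7.43 over 6 intercalated cell genes (3.0e-08). All 22 genes were lower, and in each list the mean of every tumor was below that of every normal kidney. Normal kidneys expressed at least 1 CPM of 6 of 6, 5 of 5, 6 of 7 and 6 of 6 genes of these lists, no other list holds any, and the paper names 0. The distal convoluted tubule marker list, median log2 fold change, moved most. It was -9.21 with a mean CPM of at least 1, and between -9.76 and -9.06 without any 1 of the tumors or without normal kidney 7 (-9.31), because Pvalb then passes the filter for low counts. This list lost its call with the estimated correlation (adjusted p = 0.0807) and with fgsea (0.053). The other 3 lists kept their calls under all alternatives and without any single library. Removing the trend on gene length left a median closest to 0 of -5.45, which argues against that trend as the cause. A candidate explanation is that the tumor samples hold few cells of these segments, which the highest median level of their genes in a tumor, 1.64% of the normal kidneys' mean, is in line with. It does not tell whether such cells were absent or had lost these transcripts. Among nonimmune tumor cells of its single-cell data, the paper names malignant cells, fibroblasts and endothelium, and no distal nephron cells. Those data were not analysed here. Wnk1, Cldn10 and Trpm6, chosen after their values were seen, stayed at a mean of 58.8%, 61.1% and 30.9%.

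A list of 36 targets of TFE3 and TFEB, transcription factors that Tsc1 loss can activate, was higher in tumors, with a median log2 fold change of 1.01 (camera p = 9.7e-16) and 33 of 36 genes higher. Of these 27 were past an adjusted p of 0.05 over all genes and 28 when adjusted over the list alone. The median was above all random lists, and every tumor was above every normal kidney. All 36 genes had at least 1 CPM in normal kidneys, 2 are in another list and the paper names 0. The call held with the estimated correlation (adjusted p = 0.00728, the highest over the alternatives) and with fry (7.7e-11), and the median stayed between 0.84 and 1.12. A larger share of macrophages, which are rich in lysosomes, does not account for the list. Without 18 lysosomal genes and with the macrophage score as a covariate, the median was 0.97, at percentile 99.96 of random lists, and across the 10 tumors the list score fell with the macrophage score (r = -0.88, permutation p = 0.0045, adjusted p = 0.009 over 4 relations, rho = -0.59, p = 0.081). That relation rests on the farthest tumors, and was -0.42 (exact permutation p = 0.31) without 2 of them. Activation of TFE3 or TFEB after Tsc1 loss stays open as a hypothesis. Without the 18 lysosomal genes the median was 0.74, at percentile 99.91. Neither protein nor its location in the cell was measured here.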

How the results depend on the processing

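The gene length correction, the tests of chance for the gene lists and most tests of explanations were chosen only after results were seen. The other alternative settings, the hand-written gene lists of the pathways and cell markers and the designs of the comparisons reported beside the paper's claims were set before the data were examined. An exception is the Tsc1 editing relation, which was limited to 6 tumors after the editing percentages were seen. Over the 25 results that answer a comparison, 335 of 355 values under the alternatives kept their direction and side of the threshold, and 15 results changed at least once. With each library left out in turn, 393 of 400 values over 20 results did so. Of the 61 single genes and marker lists, 18 changed under some alternative (7 were called no longer, 9 were called in addition and 2 changed direction), and 11 changed when a library was left out (2, 5 and 4 in the same order).

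The results that kept their direction and call throughout include Vhl, with a log2 fold change between -0.63 and -0.48 over the alternatives and between -0.58 and -0.43 with each library left out. Tsc1 lay between -0.83 and -0.59 (-0.72 to -0.57) and Keap1 between 0.69 and 0.85 (0.79 to 0.87). The glycolysis median stayed between 1.53 and 2.01 (1.74 to 1.86), and that of TFE3 and TFEB targets between 0.84 and 1.12 (0.96 to 1.07). The counts of genes past the paper's limits moved by more than 1.5 times only with glmTreat, to 701 higher and 849 lower, since it tests against a log2 fold change of 1 and not 0. They also rested on the filter, with 1681 higher and 2331 lower without one, as more genes are then tested.

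The test used for lists mattered most. With the correlation between genes estimated from the data, whose larger values widen the error of a list, 7 lists lost their call at unchanged medians. These were mTORC1 (0.58, camera adjusted p = 0.0643), NRF2 (1.06, 0.0726), fatty acid (-0.70, 0.39), G2M (0.96, 0.648), EMT (0.94, 0.648), peroxisome (-0.27, 0.652) and OXPHOS (-0.51, 0.741). The same setting left 3 of 8 marker lists called. With fry the OXPHOS list was not called (-0.51, adjusted p = 0.15). With the nearest Reactome sets the medians were -0.23 for hypoxia, which reversed (adjusted p = 0.705), 0.17 for mTORC1 (0.633) and -0.38 for peroxisome (0.148). The first 2 sets share 0 of 6 and 1 of 11 genes with the lists, and the third 19 of 22. The G2M set kept its call with a median of 0.19 over 96 genes, 6 of them in the list, against 0.96.

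Limma-voom with quality weights, which gave normal kidney 9 a weight of 0.0721 and tumor 7 one of 0.162, called Pbrm1 (-0.44, adjusted p = 0.000979). It did not call EMT (0.35, camera adjusted p = 0.0559) and reversed MYC (0.11, 0.1). With quantile normalization the MYC list was called (-0.13, 0.026). Over the alternatives the adjusted p lay between 0.000979 and 0.373 for Pbrm1 and between 0.026 and 1 for MYC, and it reached 0.648 for EMT. The fibroblast marker list, median log2 fold change 0.93 and never called, was -0.42 with DESeq2, -0.32 with quality weights and -0.061 with 1 surrogate variable. The neutrophil marker list, median log2 fold change 1.89 and not called either, was -0.50 with DESeq2, -0.13 with limma-voom, -0.33 with quality weights and -0.49 with 1 surrogate variable. For the changes in this paragraph the cause was not tested.

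With same-numbered libraries as pairs (replicate block), the fibroblast marker list, median log2 fold change, was -0.078 (-0.10 with the gene length correction) and the neutrophil marker list, median log2 fold change, was -0.14. The block called Havcr1 (3.03, adjusted p = 0.0102), Sox9 (1.91, 0.0063), Vim (0.63, 0.022), Slc34a1 (-1.03, 0.01) and with the gene length correction also Gstp3 (1.05, 0.0464). In the block values of editing, where expression is the difference between a tumor and its same-numbered normal kidney, r reversed to -0.72 for Tsc1 and to -0.56 for Keap1. The Keap1 value rests on pair 9, which has the lowest editing and the normal kidney with low Tsc1 described above, and was 0.054 over 8 tumors without it, a setting chosen after the values were seen. For Tsc1 the difference of pair 9 was 0.65, against -1.04 to -0.25 in the other 5 pairs of the relation, and too few remain without it. It also called the macrophage marker list, median log2 fold change 0.94 (camera adjusted p = 0.0267). The block changed no other call. Other causes were not tested. For Tsc1 no value without the 2 farthest tumors is given, since too few tumors remained for a correlation.

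Leaving out single libraries moved some results, and those libraries were mostly tumor 7, normal kidney 7 and normal kidney 9. Pbrm1 lay between -0.39 without normal kidney 9, where it was called (adjusted p = 0.0137), and -0.21 without normal kidney 5. The MYC median lay between -0.086 without tumor 7 and 0.014 without normal kidney 9 (camera adjusted p = 0.635). The EMT median lay between 0.093 without tumor 7 (0.0716) and 1.31 without normal kidney 7, and that of G2M reached 1.56 without normal kidney 7. The peroxisome median lay between -0.36 without tumor 5 and -0.21 without normal kidney 9 (0.0632), and lost its call also without tumor 7 (-0.28, 0.228) and tumor 9 (-0.24, 0.072). The OXPHOS median lay between -0.57 without normal kidney 5 and -0.25 without normal kidney 9, and lost its call without tumor 7 (-0.46, 0.0766). The fibroblast marker list ranged from -0.45 without tumor 7 to 1.14 without normal kidney 7, and the neutrophil list from -0.49 to 2.17 without the same libraries. The adipose list, with a median of -0.09 over 4 genes, ranged from -1.23 without tumor 7 to 0.067 without tumor 6 and changed sign in 7 of the fits. The red blood cell list ranged from -0.66 without tumor 7 to 0.10 without normal kidney 9. Among genes, Hif1a lost its call without tumor 2, 6 or 10 or normal kidney 5 or 7, with a log2 fold change between -0.63 and -0.52 and an adjusted p of up to 0.0648. The cause was not tested.

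Other splits of the 20 libraries were drawn to see what chance gives. Of 100 drawn splits, 50 part every same-numbered pair, as the real one does, and only the real one among them gave as many as 2930 genes past the paper's limits (1 of 50). The highest other split gave 750 genes and the median was 1. The other splits keep tumors and normal kidneys mixed in both groups, with 5 to 8 tumors in 1 of them. Lists called by camera at its preset correlation were as many as the real 9 in 21 of 50 splits, whose median was 8. Apart from the real split, all of these held 6 to 8 tumors in 1 group and so kept part of the tumor contrast. Splits with 5 tumors in each group gave 2 to 8 lists. Many lists are thus called without that contrast, but whether chance gives 9 is not decided by these splits. With the estimated correlation the real split called 2 lists and the others 0, as many in 1 of 50 splits. The medians of the hypoxia, glycolysis, mTORC1, G2M, EMT, fatty acid and NRF2 lists were each reached by the real split alone (1 of 50), although another split came to 0.567 for mTORC1, against 0.577, and 6 of all 100 splits reached that of G2M and 4 that of EMT. As many as 6 of 50 splits had an OXPHOS median as far from 0, 8 of 50 a peroxisome median and 38 of 50 a MYC median. These counts include the real split and splits with more than 5 tumors in 1 group, which keep part of the tumor contrast. Splits with 5 tumors in each group reached at most 0.521 for OXPHOS (real split 0.513), 0.295 for peroxisome (0.271) and 0.188 for MYC (0.051). Chance may thus account for these 3 medians.

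Depth limits the genes with few counts. Calb1, Gpx6 and Ugt3a1 had at most 3 counts in every tumor and allow lower bounds only, and 22149 genes had no count in any library. Scaling matters for the balance of calls. Genes higher in tumors made up 49.8% of those with an adjusted p under 0.05 with TMM factors, 39.2% with upper-quartile normalization and 38.5% with library totals, which moved the median of all genes to -0.14.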

Differences from the paper's values

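No test here was chosen only after a result was seen. None of the values compared differed by more than 1.5 times from the paper's. By the paper's limits 1359 genes were higher in tumors against the paper's 1693, and 1571 were lower against the paper's 1530. No setting gave either of the paper's counts exactly. The nearest for higher genes were no filter for low counts, with 1681, limma-voom with quality weights, with 1766, and limma-voom with quantile normalization, with 1582. For lower genes they were the fit without tumor 3, with 1534, and a mean CPM of at least 1, with 1537. Of the alternatives set before the data were examined, glmTreat (701 higher and 849 lower), and for lower genes quality weights (2309) and no filter for low counts (2331), lay more than 1.5 times from the paper's values.

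The volcano plot of Fig. 3B places Ccnd1 below the line of the p-value limit, whereas here the Ccnd1 log2 fold change was 1.49 with an unadjusted p of 0.000352, past both limits. Among the settings, it was past the limit on the p-value no longer with limma-voom and quantile normalization (1.27, p = 0.0026) and with library totals (1.33, p = 0.0011).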

Other observations

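The tests of tumor tissue, normal tissue, proximal tubule tissue, chromosomes and the proximal tubule score as a covariate were chosen only after the results were seen. Those of editing against expression and of the lists against the proximal tubule score were not. The limit of the Tsc1 relation to 6 tumors, however, was set after the editing percentages were seen.

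Of the tubule injury genes, Lcn2 was high in normal kidneys 5, 7 and 8, at 2538, 3302 and 1765 CPM, against 9.77 to 232.3 CPM in the other 7 normal kidneys and at most 164.8 CPM in a tumor. The same kidneys had high Havcr1 (163.5, 1347 and 128.5 CPM), Krt20 (236, 334.3 and 32.65 CPM) and Sox9 (96.5, 68.5 and 88.2 CPM), although of these only the Havcr1 level of normal kidney 7 was above all tumors. Clu was higher in all 10 normal kidneys than in any tumor. These 3 kidneys were singled out after their values were seen and were not compared with the others as a group. Tumor tissue in them is argued against, since the 5 genes with the largest rises stayed at or below 0.805% of the tumors' mean. Injury of the kidney, as from the virus injection or from a tumor nearby, could raise these genes, but the design does not name it and it was not tested. For Havcr1, Krt20 and Sox9, whose medians were higher in tumors, these kidneys lower the contrast with tumors. For Lcn2 and Clu, whose medians were lower in tumors, they widen it. Havcr1, a marker that the paper names for single-cell data, had a log2 fold change of 0.76 (adjusted p = 0.49) with all libraries and 2.71 (0.00191) without normal kidney 7, and its adjusted p lay between 1.8e-07 and 0.614 over all alternatives, with each library left out included.

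Proximal tubule genes behaved unlike those of the distal nephron in tumors. The median level of 13 proximal tubule genes in a tumor lay between 10.4% and 87.8% of the normal kidneys' mean, and that of 21 distal nephron genes between 0.0042% and 1.64%. Normal kidney tissue left in the tumor samples is thereby argued against, as it would bring both at the same share. Normal proximal tubules alone would keep the levels of their genes relative to each other. Relative to the median of the 13 genes in a library, 3 of 13 genes lay outside the range of all normal kidneys in every tumor (Lrp2 above, Slc22a8 and Slc22a7 below), where chance gives 1.4e-04 genes, so that such tissue is argued against as their whole source. The third highest level was 7.91 to 76.7 times the third lowest in tumors and 1.32 to 13.3 times in normal kidneys, with normal kidney 7 at the top. This ratio was examined first and did not part the groups. Tissue of 1 segment of the proximal tubule, and tumor cells that express these genes, stay open. The paper's single-cell data, not analysed here, bear on the latter. In them tumor cells were highly similar to subsets of normal proximal tubule cells. The proximal tubule list had a median of -1.15 over 13 genes (camera adjusted p = 0.0172), with 6 of the 10 lower genes past an adjusted p of 0.05, and it lost its call without tumor 7 (-1.48, 0.0595) and with the estimated correlation (0.582). Its genes went different ways, with Lrp2 at 147.6% and Slc5a2 at 8.59% of the normal kidneys' mean.

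A smaller share of proximal tubule cells in tumors was tested for the fall of the metabolic lists. Across 10 tumors the proximal tubule score was correlated with the OXPHOS score (r = 0.91, permutation p = 0.0041, adjusted p = 0.009 over 4 relations, rho = 0.62, p = 0.059), the peroxisome score (r = 0.78, p = 0.0094, adjusted p = 0.0125, rho = 0.56, p = 0.097) and less with the fatty acid score (r = 0.55, p = 0.094, adjusted p = 0.094, rho = 0.58, p = 0.087). All 3 relations rest on the 2 farthest tumors, without which r was 0.30, 0.07 and -0.15 (exact permutation p = 0.462, 0.857 and 0.73). With the score as a covariate, the medians were -0.0055 for OXPHOS and -0.04 for peroxisome. For these 2 lists a smaller share of such cells and lower expression within cells cannot be told apart, because too few tumors remain without the farthest. The fatty acid list kept a median of -0.33, below all random lists, so that the share of these cells is not its whole cause as far as the score measures it.

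Expression of an edited gene could follow the extent of its editing. Over 9 tumors the paper's editing percentages were not related to expression for Keap1 (r = 0.31) or Vhl (r = 0.24), nor over 6 tumors for Tsc1 (r = 0.33). For Pbrm1 expression was lower with more editing (r = -0.76, exact permutation p = 0.0198, adjusted p = 0.0792 over 4 genes, rho = -0.75, exact p = 0.0259). This rests in part on tumors 2, 8 and 9, which at 0% are equally far from the median. Without 2 of them, tumors 2 and 8, chosen by their order alone, r was -0.56 (exact permutation p = 0.191). The mixture of cells in a tumor sample and the small number of values keep this open.

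Gain or loss of a whole chromosome would shift the median of its genes in a tumor, by 0.585 on the log2 scale for 3 copies in all cells. Over 12820 genes on 19 chromosomes, the medians of single tumors against the other tumors lay between -0.11 and 0.11, within the -0.14 to 0.19 of single normal kidneys against each other. A change in all cells of 1 tumor is argued against. One shared by the tumors is argued against as well, since the chromosome medians of tumors minus normal kidneys lay between -0.15 for chromosome 15 and 0.079 for chromosome 19. A change in a small share of cells stays open.

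Genes for the HIF subunits fell. Epas1, which encodes HIF2A, had a log2 fold change of -1.02 (standard error 0.223, adjusted p = 0.000763 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 8 of 10 tumors were below every normal kidney. Hif1a had a log2 fold change of -0.67 (standard error 0.244, adjusted p = 0.028), with 5 tumors below every normal kidney. Over the fits without 1 library Epas1 lay between -1.20 and -0.94. Of the genes the paper names in its single-cell data for tumor cells or for the proximal tubule cells they resembled, Vcam1 (1.93, adjusted p = 5.5e-09), Ptgds (5.50, 1.4e-07) and Anxa3 (3.43, 9.3e-07) were higher in every tumor than in every normal kidney. Fn1 (2.77, 4.5e-05) was so in 7 tumors. Vim (1.13, 0.0908) was not called, and was 0.10 without tumor 7. Sox9 (0.84, 0.356) and Slc34a1 (-1.15, 0.0813) were not called either. All 3 depended on the setting, and each was called with quality weights and with the replicate block, where Vim was 0.63, Sox9 1.91 and Slc34a1 -1.03. Over the alternatives the adjusted p lay between 0.0128 (without normal kidney 7) and 0.899 for Vim, between 8.5e-05 and 0.554 for Sox9, which reached 2.61 with quality weights, and between 0.00224 and 0.165 for Slc34a1, which was called also without normal kidney 7 or 8. Of other genes the paper names for clusters of tumor cells, Neat1 ranged lower in tumors (26.55 to 220.2 CPM) than in normal kidneys (47.26 to 468.2 CPM). Mif ranged higher in tumors (502.9 to 942.5 CPM) than in normal kidneys (167 to 722.9 CPM). The groups overlapped for both, and for Malat1, Snhg11 and Ogt. The 13 mitochondrially encoded protein-coding genes were all lower in tumors, with a median log2 fold change of -1.51 and a range from -3.13 to -0.90.

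Marker lists of other cells give a picture of the tissue, and no cause of it was tested. Called by camera were podocytes (median -2.34 over 6 genes, adjusted p = 0.00525, 5 lower), the paper's single-cell markers of tumor and similar proximal tubule cells (1.53 over 8 genes, 0.00263, 7 higher) and interferon response genes (1.75 over 8 genes, 8.6e-04, 8 higher). In the last list all 8 genes were past an adjusted p of 0.05 and 9 of 10 tumors were above every normal kidney. The single-cell median was 2.35 without normal kidney 7, and all its genes were picked by the paper. With the estimated correlation none of these 3 was called (0.338, 0.0807 and 0.28, the highest over their alternatives), and with fgsea the podocyte marker list, median log2 fold change -2.34, was not (0.0517). Macrophage genes had a median of 1.11 (0.0626), with 9 of 9 higher and 7 past an adjusted p of 0.05, or 9 when adjusted over the list alone. All tumors were above every normal kidney for their mean, and the list was called with DESeq2, limma-voom, quantile, upper-quartile and total scaling, no filter for low counts, fry (0.00569), fgsea and the replicate block (macrophage marker list, median log2 fold change 0.94, 0.0267, and 0.95 with the gene length correction), and without tumor 2, 4, 5 or 6. Its adjusted p lay between 0.00198 and 0.666.

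Not called were endothelial cells (-0.33 over 9 genes, adjusted p = 0.553), fibroblasts (0.93 over 8, 0.882), T cells (-0.76 over 3, 0.807), B cells (-2.71 over 2, 0.139), neutrophils (1.89 over 4, 0.807), tubule injury (0.76 over 9, 0.621), T cell exhaustion (-0.61 over 4, 0.449, and -0.94 without tumor 7), skeletal muscle (2.74 over 2, 0.0626), adipose tissue (-0.09 over 4, 0.807), red blood cells (-0.28 over 5, 0.807) and liver (-1.85 over 6, 0.807). With fry, lists of B cells (1.4e-04), T cell exhaustion (0.0138) and skeletal muscle (1.2e-07) were called as well. Skeletal muscle was also called with DESeq2, with library totals and without tumor 8, tumor 9 or normal kidney 6, and B cells without the filter for low counts. Lists of NK cells and the adrenal gland had no gene tested. At 1 CPM or more, normal kidneys expressed 14 of 14 proximal tubule genes, 6 of 6 podocyte, 9 of 9 endothelial, 8 of 8 fibroblast, 8 of 9 macrophage, 3 of 8 T cell, 3 of 5 B cell, 0 of 4 NK cell, 4 of 6 neutrophil, 9 of 9 tubule injury, 8 of 9 single-cell, 8 of 8 interferon, 3 of 7 exhaustion, 1 of 5 skeletal muscle, 5 of 5 adipose, 1 of 5 adrenal, 5 of 5 red blood cell and 6 of 6 liver genes. Another list holds 7 of the fibroblast, 5 of the single-cell and 4 of the tubule injury genes, and 0 of the rest. The paper's text names 1 proximal tubule gene, 3 macrophage genes, 5 exhaustion genes, 3 tubule injury genes, 9 single-cell genes, 3 interferon genes and 0 of the others.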
